# Transcriptional profiling of mESC-derived tendon and fibrocartilage cell fate switch

**DOI:** 10.1038/s41467-021-24535-5

**Published:** 2021-07-09

**Authors:** Deepak A. Kaji, Angela M. Montero, Roosheel Patel, Alice H. Huang

**Keywords:** RNA sequencing, Cartilage development, Differentiation, Embryonic stem cells, Stem-cell differentiation

## Abstract

The transcriptional regulators underlying induction and differentiation of dense connective tissues such as tendon and related fibrocartilaginous tissues (meniscus and annulus fibrosus) remain largely unknown. Using an iterative approach informed by developmental cues and single cell RNA sequencing (scRNA-seq), we establish directed differentiation models to generate tendon and fibrocartilage cells from mouse embryonic stem cells (mESCs) by activation of TGFβ and hedgehog pathways, achieving 90% induction efficiency. Transcriptional signatures of the mESC-derived cells recapitulate embryonic tendon and fibrocartilage signatures from the mouse tail. scRNA-seq further identify retinoic acid signaling as a critical regulator of cell fate switch between TGFβ-induced tendon and fibrocartilage lineages. Trajectory analysis by RNA sequencing define transcriptional modules underlying tendon and fibrocartilage fate induction and identify molecules associated with lineage-specific differentiation. Finally, we successfully generate 3-dimensional engineered tissues using these differentiation protocols and show activation of mechanotransduction markers with dynamic tensile loading. These findings provide a serum-free approach to generate tendon and fibrocartilage cells and tissues at high efficiency for modeling development and disease.

## Abstract (web summary)

The transcriptional regulators underlying the induction and differentiation of dense connective tissues remain largely unknown. Here the authors generate tendon and fibrocartilage cells from mouse embryonic stem cells and apply scRNA-seq to identify molecular regulation of the cell fate switch between these lineages.

## Introduction

Tendons are dense, connective tissues whose load-bearing function is enabled by a fibrous extracellular matrix (ECM) composed of aligned type I collagen and other minor components^1–3^. With injury, tendon ECM is replaced by disorganized scar, leading to impaired function. Regenerative strategies for tendon are limited as the basic cell and molecular regulators underlying tendon differentiation remain largely unknown.

The defining transcription factors for tendon cell fate, identified from developmental studies, include *Scx*, *Mkx*, *Egr1*, and *Egr2*. Although *Scx* is the earliest marker for tendon progenitors, it is not required for tendon induction or maintenance^4,5^. Similarly, null mutations in *Mkx*, *Egr1*, and *Egr2* do not result in overt embryonic tendon phenotypes^6–8^. In addition to tendons, *Scx* is also detected in related connective tissues, such as the meniscus and the annulus fibrosus of the intervertebral disc^9,10^. Compared to tendon, these tissues have mixed fibrous and cartilage (fibrocartilage) elements, characterized by the presence of type II collagen and proteoglycans, in addition to type I collagen^11^.

To date, the TGFβ pathway remains the primary signaling pathway identified for mammalian tendons, as it is required for tendon induction and maintenance^12,13^. Interestingly, TGFβ also induces the chondrogenic cell fate as it is required for induction of skeletal cartilage in vivo and is frequently used to induce cartilage in vitro^14–17^. Although tendon, fibrocartilage, and cartilage cell fates exist along a continuum and arise from common mesenchymal progenitors^16,18^, the transcriptional and molecular signals that regulate the switch between these tissues have not been defined. Large-scale transcriptomic profiling efforts such as ENCODE and single-cell RNA sequencing (scRNA-seq) atlases consistently omit dense connective tissues such as tendons and fibrocartilage^19–21^. Only two transcriptomic studies for embryonic mouse tendon have been carried out using microarray and RNA sequencing (RNA-seq) of sorted ScxGFP cells; however, these analyses bypassed initiating events underlying *Scx* induction^22,23^. Thus, the transcriptional and molecular regulators that govern tendon induction have still not been identified.

Stem cell differentiations are ideal models to investigate the regulators of cell fate and lineage specification. Currently, there are very few protocols for directed differentiation of tendon cells from pluripotent sources^24,25^. These prior work with embryonic stem cells (ESCs) and induced pluripotent stem cells used limited markers to confirm tendon cell fate^25^, and resulting induction efficiencies were limited (~6–18% efficiency) or not reported^24,26^.

In this study, we established models of tendon and fibrocartilage induction by leveraging developmental signals to differentiate mouse embryonic stem cells (mESCs). Using single-cell RNA sequencing (scRNA-seq), we defined our differentiated *Scx* populations against their relevant in vivo embryonic counterparts. Informed by scRNA-seq, we refined the signaling environment to improve final induction efficiency to ~90% and uncovered retinoic acid as a molecular driver of TGFβ-induced tendon versus fibrocartilage fates. We further profiled temporal trajectories of tendon and fibrocartilage induction using RNA sequencing (RNA-seq) to identify factors regulating induction. Finally, we successfully generated three-dimensional (3D) engineered tissues using these defined media and showed enhancement or maintenance of tendon and fibrocartilage differentiation, respectively, in concert with activation of mechanotransduction pathways in response to dynamic tensile loading. These results represent a comprehensive investigation of tendon and fibrocartilage induction from pluripotent progenitors and establish a model system for studying tendon development and tendon mechanobiology in vitro.

## Results

### Derivation of ScxGFP tendon cells from mESCs by activation of TGFβ and hedgehog signaling

mESCs derived from mouse blastocysts containing the ScxGFP reporter^9^ were aggregated to form embryoid bodies (D0-D2) in the presence of BMP inhibitor LDN-193189, followed by 4 days of paraxial mesoderm (PM) specification using Wnt agonist CHIR and LDN-193189 (D2-D6, Fig. 1a)^27^. For tendon differentiation, we then cultured PM cells with tenogenic induction media containing TGFβ1 for an additional 4 days (D6-D10). FGF2 was used in all conditions throughout tenogenic differentiation (D6-D10) to maintain cell survival and served as baseline control (Base) for tendon induction^27–29^. With FGF2-only, we observed a modest level of ScxGFP expression (15–35%) at D10 (Fig. 1b–e). The addition of TGFβ1 enhanced ScxGFP+ induction efficiency between 40–80% (Fig. 1b–e). Interestingly, we identified two ScxGFP+ populations in the TGFβ1 condition, which we designated ScxGFP high (ScxGFP^hi^) and ScxGFP low (ScxGFP^lo^). The addition of TGFβ1 increased the ScxGFP^hi^ population relative to Base (Fig. 1b–d). Since ScxGFP induction was observed in the Base condition, we considered the possibility this may be the result of autocrine TGFβ signaling. We therefore included the TGFβ inhibitor SB-43154 with FGF2, and found that inhibition of TGFβ signaling inhibited ScxGFP^hi^ induction, but total ScxGFP induction was not significantly affected (Fig. 1b, e).

**Fig. 1:**
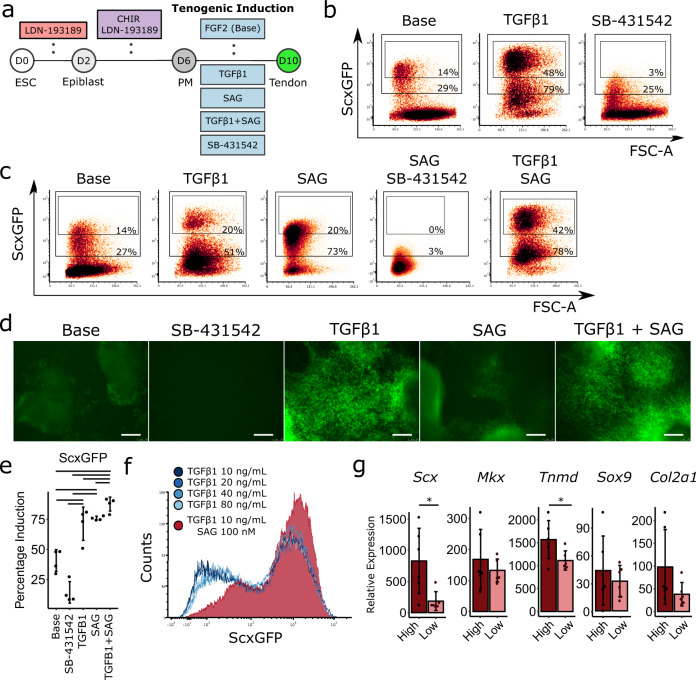
Hedgehog activation modifies mESC responsiveness to TGFβ signaling and improves ScxGFP induction. **a** Schematic of tendon differentiation protocol. Top row indicates common media components. Bottom row indicates media component variables. **b**, **c** Flow cytometry plots for ScxGFP induction under tenogenic media conditions. All conditions include FGF2. **d** Representative images of ScxGFP expression for tenogenic media conditions. All conditions include FGF2. All experiments were repeated a minimum of three times. Scale bar: 100 µm. **e** Flow cytometry quantification of ScxGFP induction for tenogenic media conditions (*n* = 4 independent samples, one-way ANOVA with Tukey’s post-hoc tests). All experiments were repeated a minimum of three times. Data represented as mean ± SD. **f** Counts histogram showing ScxGFP induction with increasing concentrations of TGFβ1 compared to TGFβ1 + SAG condition. **g** Real-time qPCR quantification of tendon and cartilage genes in sorted ScxGFP^hi^ and ScxGFP^lo^ cells (*n* = 6 independent samples, unpaired two-sided Student’s *t*-test). All experiments were repeated a minimum of three times. Data represented as mean ± SD. Bars indicate *p* < 0.05 between groups. *p < 0.05. Source data are provided as a source data file.

Despite robust ScxGFP induction, TGFβ1 supplementation resulted in ~50% overall ScxGFP induction efficiency at D10, suggesting ~50% of the culture remained undifferentiated or adopted alternative fates. To improve tenogenesis, we considered other relevant signals involved in tendon induction. Since axial tendons are derived from a subcompartment of the sclerotome termed the syndetome^30^, we considered sclerotomal induction signals, such as sonic hedgehog, that may improve induction^31–35^. Using a small molecule smoothened agonist to activate the hedgehog pathway (SAG, D6-D10), we found similar levels of ScxGFP induction between SAG and TGFβ1 conditions at D10 (Fig. 1c–e). However, more ScxGFP^hi^ cells were observed with TGFβ1 (almost one log fold change higher) compared to SAG. Inhibition of TGFβ signaling with SB-431542 in the SAG condition (D6-D10) resulted in near-complete suppression of ScxGFP at D10 (Fig. 1c). The combination of TGFβ1 + SAG was synergistic, with the highest numbers of total ScxGFP+ cells as well as ScxGFP^hi^ cells (Fig. 1c–e). Since ScxGFP+ induction by SAG was TGFβ-dependent, it was possible that increased ScxGFP induction was due entirely to extra autocrine release of TGFβ ligands. We therefore tested increasing concentrations of TGFβ1 (10–80 ng/mL) in the absence of SAG, relative to 10 ng/mL TGFβ1 + SAG (D6-D10). While no difference was observed in ScxGFP induction with increasing TGFβ1 concentrations (10–80 ng/mL) at D10, the addition of SAG in combination with the lowest TGFβ1 concentration (10 ng/mL) increased both overall ScxGFP+ and ScxGFP^hi^ cell populations (Fig. 1f). This data suggests that SAG modifies cell responsiveness to TGFβ1 to enhance ScxGFP induction.

Having established the utility of SAG in enhancing ScxGFP efficiency, we next confirmed differentiation by gene expression analysis of mESC pluripotency genes (*Nanog*, *Oct4, Sox2*)^36^. As expected, pluripotency genes were highly expressed in naive mESCs at D0, but significantly downregulated with paraxial mesoderm and tendon differentiation at D6 and D10, respectively (Supplementary Fig. 1). Expression of *Scx* was dramatically induced only in the D10 tenogenic condition, relative to both naive D0 mESCs and D6 PM, confirming tendon lineage specification. To determine whether ScxGFP^hi^ and ScxGFP^lo^ populations represented distinct tendon cell subpopulations, we next performed cell sorting at D10 (TGFβ1 + SAG) and analyzed tendon and cartilage gene expression by qPCR (Fig. 1g). Interestingly, ScxGFP^lo^ cells expressed lower levels of *Scx* and *Tnmd* compared to ScxGFP^hi^ cells, but no significant difference in cartilage markers *Sox9* and *Col2a1* was observed (*p* > 0.1). This data suggests that ScxGFP^lo^ cells may represent a transitional population in the process of turning on ScxGFP and tendon markers.

In addition to hedgehog activation, we also considered BMP signaling, since BMP signaling was previously shown to inhibit *Scx* expression during embryonic chick and mouse development.^16,37,38^ We therefore hypothesized that some level of BMP activation may be modulating tenogenic induction in our cultures and that inhibition of BMP signaling may therefore improve induction. As expected, supplementation with BMP4 resulted in nearly total inhibition of ScxGFP+ cell induction (4%) at D10, consistent with the developmental literature (Supplementary Fig. 2). However, the inclusion of the BMP inhibitor, LDN-193189 in combination with TGFβ1 resulted in reduced ScxGFP induction compared to TGFβ1 treatment alone (27% decrease). Interestingly, while BMP4 treatment resulted in the loss of ScxGFP+ cell induction, the combination of TGFβ1 + BMP4 resulted in only modest reduction of ScxGFP+ cells compared to TGFβ1 alone (13% decrease). Analysis of gene expression by qPCR at D10 showed no differences in *Scx*, *Mkx*, or *Tnmd* expression between the TGFβ1, TGFβ1 + BMP4, or TGFβ1 + LDN groups (Supplementary Fig. 2). We further considered that BMP4 treatment may be inducing a chondrogenic phenotype, however, *Sox9* and *Col2a1* expression were also not significantly different between BMP4 alone compared to the TGFβ1-treated groups (Supplementary Fig. 2).

### Single-cell RNA sequencing revealed high transcriptional similarity between D10 mESC-derived *Scx* cells and embryonic E14.5 *Scx* cells

To fully define the mESC-derived cell populations, we performed scRNA-seq. 

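The deposited scRNA-seq data hold 1 library of the whole D10 culture and 1 library of the E14.5 tail. From D6 the culture received 10 ng/mL TGFβ1, 100 nM SAG and 10 ng/mL FGF2. Before that, 5 μM CHIR, an activator of WNT signaling, and 500 nM LDN-193189, an inhibitor of BMP receptors, had been used to induce PM. Each library was prepared with the 10x Genomics 3′ v3 kit, in which a unique molecular identifier (UMI) marks each captured transcript. The authors aligned the reads and counted UMIs with cellranger, ignoring multi-mapping reads. They removed cells with more than 7.5% mitochondrial transcripts and the bottom and top 2% of cells by transcripts. The deposited values are whole UMI counts per gene and cell without normalization, with genes given by symbol, a row for the ScxGFP transgene and the authors' cluster of each cell. The paper's text does not name the genome build of these counts, so no coordinates are given. Clusters were not made anew, and their numbers are those of Supplementary Data 1. Genes that define a cluster are therefore not independent of the clustering. Levels are given in CPM, from the UMIs of a gene summed over the cells of a cluster in 1 library and the UMIs of all genes in the same cells. Intervals in parentheses are exact 95% intervals, Poisson for a level, conditional binomial for a ratio of levels and Clopper-Pearson for a share, and they cover counting error only. With 1 library per condition, and cells that are not replicates of each other, no test between conditions was made. A ratio against a group without a UMI of the gene was computed against a floor of 3 counts over the group. For shares of cells with a UMI, each cell was thinned at random to 3000 UMIs and cells below that depth were left out, 1157 of the culture and 100 of the tail. Scrublet called 116 culture cells (1.48%) and 9 tail cells (0.439%) as doublets, and these were kept.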

Using the TGFβ1 + SAG condition which generated the highest induction of ScxGFP+ cells, we compared the entire culture population at D10 to embryonic mouse tail populations at E14.5. The E14.5 stage was chosen as tendons are fully differentiated^4^.

We successfully sequenced 2372 cells isolated from the E14.5 tail (4548 median genes/cell and 83,835 mean reads/cell) and 8382 cells isolated from the D10 mESC differentiation protocol (culture) (2658 median genes/cell and 18,879 mean reads/cell). 

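The deposited culture library held 7821 cells with 53403944 UMIs, and the tail library 2052 cells with 31343741 UMIs. UMIs per cell ranged from 757 to 20902 in the culture, with a median of 5622, and from 891 to 48291 in the tail, with a median of 13512. The median number of detected genes per cell was 2686 in the culture and 4681.5 in the tail. Both files list 27755 genes, of which 25569 had at least 1 UMI in the culture and 25055 in the tail. The highest mitochondrial share of any cell was 7.50% in the culture and 7.46% in the tail, so the filter of the methods had already been applied to the deposited cells.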

Using the in vivo embryonic tail cells as our gold standard, we performed unsupervised clustering of E14.5 tail populations, which partitioned cells into 13 clusters (Fig. 2a). 

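The deposited tail cells carry 13 cluster codes. Cluster 0 held 685 tail cells (33.4%, 31.3 to 35.5), cluster 1 held 186 (9.06%, 7.86 to 10.4) and cluster 2 held 241 (11.7%, 10.4 to 13.2). Together these 3 clusters made up 54.2% (52.0 to 56.4) of the tail. Cluster 3 followed with 157 cells (7.65%, 6.54 to 8.89). No tail cell carried the code of cluster 12, and 0 of 2052 cells allows a share of up to 0.146% (3 counts of the total).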

Clusters were then annotated based on the expression of select marker genes. Using the annotated tail clusters as the in vivo reference dataset, the cells from the D10 culture were assigned to the clusters using a nearest neighbors approach^39^. The combined culture-tail dataset revealed many highly integrated clusters (Fig. 2a, b).

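Culture cells made up 81.2% (79.9 to 82.5) of the 3649 cells of cluster 0, 87.9% (86.2 to 89.5) of the 1539 cells of cluster 1 and 78.0% (75.4 to 80.4) of the 1096 cells of cluster 2. Cluster 4 was 95.7% (94.3 to 96.8) culture cells, and cluster 3 was 25.2% (19.5 to 31.7). Without the tail as a reference, Leiden clustering of the culture alone at resolution 0.5 gave 14 clusters, with an adjusted Rand index of 0.470 against the deposited clusters. This index is 1 for identical partitions and about 0 for random ones. It was 0.605 at resolution 0.2, with 9 clusters, and fell to 0.305 at resolution 1, with 23 clusters. At resolution 0.2, the group with most cells of cluster 0 held 95.0% of that cluster and also 88.0% of cluster 2. At resolution 0.5, the group with most cells of cluster 2 held 80.7% of that cluster, which made up 72.6% of the group's 950 cells. Cluster 0 was split, and its largest group held 38.0% of its cells at resolution 0.5 and 23.7% at resolution 1.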

**Fig. 2:**
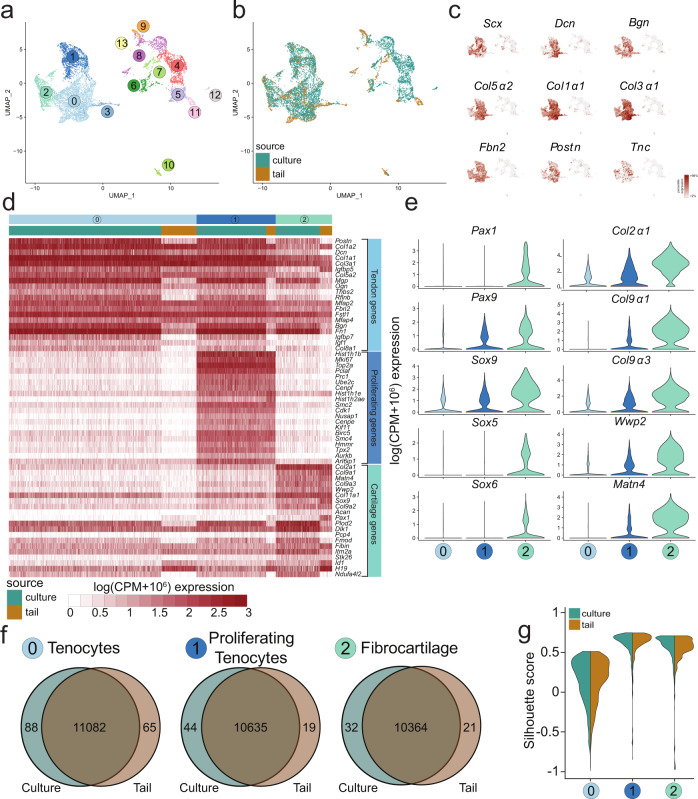
Single-cell RNA sequencing of E14.5 tail cells and mESC-derived culture cells reveals tendon and fibrocartilage populations. **a**, **b** UMAP of all 14 clusters identified by modularity analysis from the E14.5 tail or the culture. **c** Feature plots of known tendon genes for clusters. **d** Top 20 differentially expressed genes for clusters 0, 1, and 2 visualized by heatmap. **e** Violin plots for transcription factors (left) and proteins (right) involved in cartilage matrix production and homeostasis. **f** Venn diagrams comparing differentially expressed genes between E14.5 tail cells and culture cells in Clusters 0, 1, and 2. **g** Silhouette scores between E14.5 tail cells (blue) and culture cells (brown) in Clusters 0, 1, and 2.

Next, we conducted differential gene expression (DGE) analysis to identify the genes defining each cluster (Supplementary Dataset 1). To identify tendon clusters, we assessed expression of select marker genes including *Scx*. Clusters 0, 1, and 2 all expressed *Scx* as well as other known tendon ECM markers such as *Dcn*, *Bgn*, *Col5α2*, *Col1a1*, *Col3α1*, *Fbn2*, *Postn*, and *Tnc* (Fig. 2c, d)^22,40,41^. 

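*Scx* was measured at 2410 CPM in cluster 0 of the culture, 2699 CPM in cluster 1 and 1852 CPM in cluster 2. In cluster 4 it was 70.7 CPM, so that the ratios over cluster 4 were 34.1 (31.8 to 36.6), 38.2 (35.6 to 41.0) and 26.2 (24.4 to 28.2). Without called doublets, the ratio of cluster 0 rose to 54.4, the largest move of this ratio among the alternatives. At 3000 UMIs per cell, 91.3%, 92.3% and 86.7% of the cells of clusters 0, 1 and 2 had a *Scx* UMI. The background share in cluster 4 was 10.3%, with median depths before thinning of 4918.5, 7324 and 3696 UMIs in clusters 0, 1 and 2 and 10369.5 UMIs in cluster 4. Thinned to 5000 UMIs in place of 3000, the share of cluster 2 was 96.2%. In the tail, *Scx* was at 1472, 1664 and 1905 CPM in clusters 0, 1 and 2, and 36.4%, 37.1% and 61.3% of cells had a UMI at 3000 UMIs per cell. The share in tail cluster 11, blood cells with a median depth of 8391.5 UMIs, was 3.20%. These cells had a median of 328.5 genes, against 4781 in tail cluster 0. Haemoglobin takes up many of their UMIs, so their share for other genes is low in part for that reason. It was 12.2% in the 49 cells of tail cluster 4, with a median depth of 23773 UMIs. Median depths were 13463, 22536 and 13136 UMIs in the tail's clusters 0, 1 and 2. The other 8 genes were all higher in culture clusters 0, 1 and 2 than in cluster 4. Over cluster 4, cluster 0 ranged from 61.7 times for *Col3a1* to 84.1 times for *Dcn*, cluster 1 from 49.5 times for *Col5a2* to 73.7 times for *Dcn*, and cluster 2 from 28.5 times for *Tnc* to 43.3 times for *Bgn*. Without called doublets all of these ratios were higher, from 120 to 179 in cluster 0, 105 to 149 in cluster 1 and 60.1 to 87.3 in cluster 2. With culture and tail cells summed together, the ratio of *Dcn* in cluster 2 over cluster 4 was 6.34 in place of 31.6. In the tail alone, *Dcn* was at 36.3 CPM in cluster 2 against 1499 CPM in cluster 0.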

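Cluster 3 held 53 culture cells, 0.678% (0.508 to 0.885) of the library. *Scx* was at 178 CPM (78 UMIs) there, 0.0737 times (0.0583 to 0.0920) the level of cluster 0, and 13.9% of its cells had a UMI at 3000 UMIs per cell, with a median depth of 8100 UMIs before thinning. *Fbn2* was lower still relative to cluster 0, at 0.0505 times (0.0289 to 0.0821) and 16 UMIs. *Postn* was at 0.208 times, *Dcn* at 0.386, *Col3a1* at 0.580, *Col5a2* at 0.696, *Tnc* at 0.750 and *Col1a1* at 0.790, each with an interval below 1. *Bgn* was at 1.18 times (1.08 to 1.28), and at 0.583 times with culture and tail cells summed together. In the tail, where cluster 3 held 157 cells, *Scx* was at 0.0612 times (0.0533 to 0.0699) the level of cluster 0. Summed over culture and tail, *Fbn2* in cluster 3 was at 0.479 times cluster 0, the largest change among the ratios of these 9 genes.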

Interestingly, while cluster 3 (0.6% of culture cells) did not express *Scx*, it did express all of the other tendon markers consistent with clusters 0, 1, and 2. In total, *Scx*-expressing clusters comprised ~67% of the culture, within the range of ScxGFP induction with TGFβ1 + SAG (Fig. 1e).

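Clusters 0, 1 and 2 held 5172 of the culture cells, 66.1% (65.1 to 67.2). With cluster 3 added, the share was 66.8%. Counting cells with a *Scx* UMI at 3000 UMIs per cell in place of cluster membership gave 67.1%, and leaving out called doublets gave 66.7%. *Scx* was also found at 2388 CPM in cluster 6, a cluster of 257 shallow culture cells with a median of 1424 UMIs. With cluster 6 added, a choice made after this level was seen, the share was 69.4%. The transgene row of ScxGFP was at 54.4 CPM in cluster 0, 59.5 CPM in cluster 1, 41.5 CPM in cluster 2 and 1.79 CPM in cluster 4. In cluster 3 it had 0 UMIs, which leaves levels up to 8.40 CPM possible.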

While cluster 0 (38% of culture cells) was distinguished primarily by tendon marker expression, cluster 1 (17% of culture cells) was defined by expression of both tendon and proliferation genes (Fig. 2d). 

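Cluster 0 held 2964 culture cells (37.9%, 36.8 to 39.0) and cluster 1 held 1353 (17.3%, 16.5 to 18.2). The proliferation gene *Top2a* was at 1409 CPM in cluster 1 of the culture and 142 CPM in cluster 0, a ratio of 9.89 (9.47 to 10.3). *Mki67* was higher in cluster 1 by 7.16 times (6.84 to 7.50) and *Cenpf* by 6.90 times (6.59 to 7.22). The corresponding ratios in the tail were 66.6 (57.9 to 76.9), 31.7 (28.4 to 35.5) and 35.6 (31.4 to 40.6). In culture cluster 0, *Top2a* thus stood at a higher level than the 20.2 CPM of tail cluster 0.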

Gene set enrichment analysis showed statistically significant cell cycle terms (Supplementary Fig. 3), suggesting this cluster represents proliferating tendon cells. 

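Cell cycle scores were computed from the S and G2M gene lists of Seurat, of which 43 and 54 genes were in the file. The mean G2M score over culture cells was 0.517 ± 0.345 (SD over cells) in cluster 1, -0.220 ± 0.312 in cluster 0 and -0.217 ± 0.316 in cluster 2. Separation was measured on 30 principal components of the 2000 most variable genes in the 5172 culture cells of clusters 0, 1 and 2. Before regression, the mean silhouette width of cluster 1 was 0.154, and 88.2% of the 20 nearest neighbors of its cells came from cluster 1, which made up 26.2% of these cells. After both scores had been regressed out, the silhouette width was 0.00390 and the share of neighbors was 50.1%, or 1.92 times the cluster's share of cells. Leaving out the cell cycle genes in place of the regression gave a silhouette width of 0.0971 and 83.0% of neighbors. Cluster 2 had a silhouette width of 0.116 before and 0.0976 after the regression. The width of cluster 0 fell as well, from 0.0727 to 0.00158, and its share of neighbors fell from 88.5% to 70.7%.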

Surprisingly, when we attempted to regress out cell cycle effects, this cluster remained intact. 

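*Pax9* was at 102 CPM in cluster 1 of the culture and 65.0 CPM in cluster 0, a ratio of 1.56 (1.44 to 1.70). *Sox9* was higher in cluster 1 by 1.39 times (1.30 to 1.48) and *Col2a1* by 2.29 times (2.19 to 2.39). In the tail, *Sox9* was higher in cluster 1 by 3.30 times (2.98 to 3.66) and *Col2a1* by 6.50 times (6.07 to 6.97). *Pax9* did not differ there beyond counting error, with 73.7 CPM in cluster 1 and 80.3 CPM in cluster 0 and a ratio of 0.918 (0.804 to 1.05).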

While top-ranked genes (by log fold change) for cluster 1 were genes related to cell proliferation, we also detected significant low-level differences in sclerotomal genes such as *Pax9* and its downstream targets *Sox9* and *Col2α1* (Fig. 2e), suggesting that low-level activation of the sclerotomal program maintains a proliferative, progenitor state in cluster 1 tendon cells. While expression of tendon genes were also detected, cluster 2 (14% of culture) was defined primarily by cartilage genes, such as *Col2α1*, *Col9α1*, *Matn4*, *Col11α1*, *Sox9*, and *Acan* (Fig. 2d, e). 

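Cluster 2 held 855 culture cells, 10.9% (10.2 to 11.6) of the library. *Col2a1* was at 2271 CPM in cluster 2 of the culture and 218 CPM in cluster 0, a ratio of 10.4 (10.0 to 10.8). With culture and tail cells summed together, this ratio was 18.4, and the other alternatives left it within its interval. *Acan* was higher in cluster 2 by 18.5 times (15.7 to 21.8), *Col9a1* by 12.6 times (11.6 to 13.6), *Matn4* by 10.2 times (9.44 to 11.0), *Sox9* by 3.79 times (3.52 to 4.06) and *Col11a1* by 2.60 times (2.51 to 2.70). All 6 ratios were larger in the tail, at 38.6 for *Col2a1*, 38.0 for *Col9a1*, 18.8 for *Matn4*, 10.3 for *Col11a1*, 19.1 for *Sox9* and 262 (142 to 548) for *Acan*, which had 10 UMIs in tail cluster 0.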

The combined expression of tendon and cartilage genes suggested that cluster 2 represents fibrocartilage cells^11^. 

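The 9 tendon genes were lower in culture cluster 2 than in cluster 0, from 0.375 times (0.359 to 0.392) for *Dcn* to 0.768 times (0.748 to 0.789) for *Scx*. Between these lay *Tnc* at 0.413 times, *Postn* at 0.420, *Col1a1* at 0.454, *Col5a2* at 0.495, *Fbn2* at 0.599, *Col3a1* at 0.661 and *Bgn* at 0.696. At 3000 UMIs per cell, 77.7% (74.3 to 80.9) of the cells of culture cluster 2 had UMIs of both *Scx* and *Col2a1*, against 77.8% if the detections were independent of each other. The share with both was 30.6% in cluster 0, 44.0% in cluster 1 and 1.11% in cluster 4. For *Sox9* and *Acan* in culture cluster 2 it was 49.5% and 26.4%, against 50.2% and 26.9% if independent. In tail cluster 2 the shares were below independence, at 48.3% (41.9 to 54.9) for *Col2a1* against 53.3%, 40.8% (34.6 to 47.3) for *Sox9* against 47.5%, and 4.17% (2.02 to 7.53) for *Acan* against 14.8%. In tail clusters 0 and 1 the share for *Col2a1* was above independence. It was 13.0% (10.5 to 15.7) against 7.25%, and 19.9% (14.4 to 26.4) against 12.0%. There, *Sox9* was at 6.34% against 4.84% and 13.4% against 8.98%, with independence inside both intervals. *Acan* was found with *Scx* in 0 and 1 of these cells. In tail cluster 11, 0 of 125 cells had both UMIs for each of these genes, a background that is low in part because haemoglobin takes up many UMIs there. From the expression of tendon and cartilage genes in 1 cluster, the paper proposes that cluster 2 represents fibrocartilage cells.

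**Figure D1:**
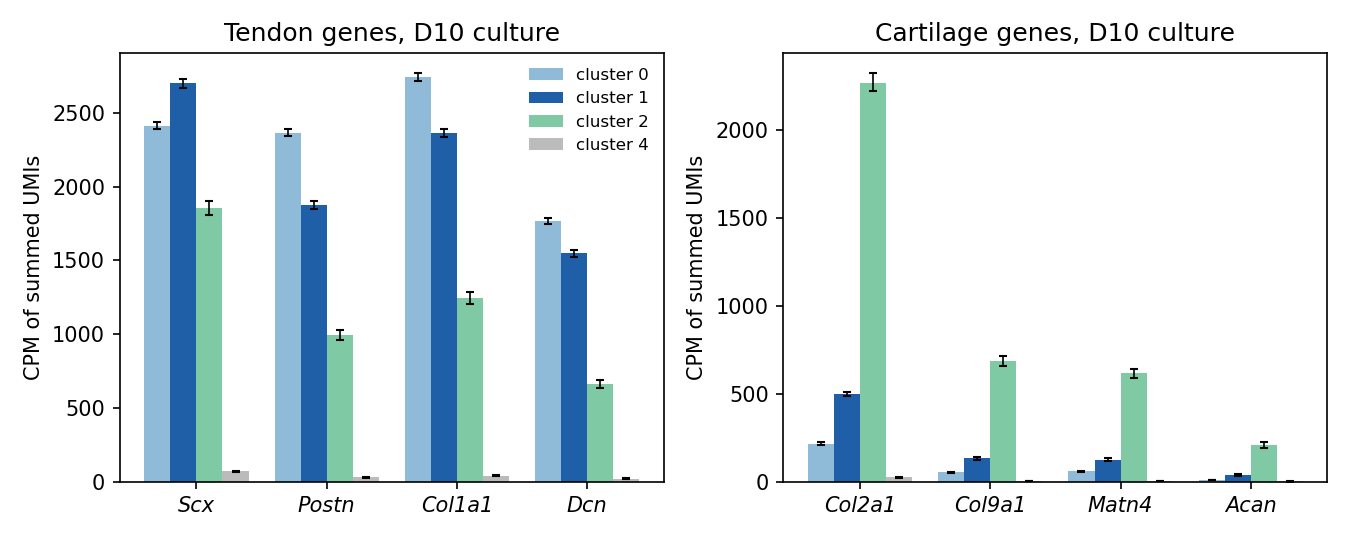
CPM of summed UMIs of 4 tendon genes (left) and 4 cartilage genes (right) in clusters 0, 1, 2 and 4 of the D10 culture, 1 library, with exact 95% Poisson intervals as error bars. *Scx* stands at 1852 CPM or more in clusters 0, 1 and 2, while *Col2a1* reaches 2271 CPM in cluster 2 alone.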

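Genes were compared between culture and tail within clusters 0, 1 and 2 by a fixed rule, at least 2-fold in CPM among genes detected in at least 10% of the cells of either library. In cluster 0, 2020 of 10418 genes (19.4%) differed by this rule, 600 higher in the culture and 1420 higher in the tail. In cluster 1, 2143 of 11232 genes (19.1%) differed, 618 and 1525. In cluster 2 it was 1785 of 9986 genes (17.9%), 485 and 1300. The median gene lay lower in the culture, at a log2 ratio of -0.21, -0.18 and -0.18 in clusters 0, 1 and 2. Relative to that median, the counts were 800 higher in the culture and 1082 higher in the tail in cluster 0, 826 and 1210 in cluster 1, and 669 and 992 in cluster 2. Detection was not thinned in this rule, and tail cells were deeper, with medians of 13463 against 4918.5 UMIs in cluster 0. With equal numbers of cells thinned to 3000 UMIs, the split was nearer to even. It was 468 and 585 in cluster 0, 530 and 655 in cluster 1, and 506 and 627 in cluster 2, among fewer genes. The rule decides the number most. With an average natural log difference of at least 1, in the scale of the supplementary tables, 65, 60 and 53 genes differed. The direction depends on the rule too, since more of these were higher in the culture (41 and 24, 41 and 19, 32 and 21), and with a difference of at least 0.25 the split was 635 and 644, 558 and 522, and 584 and 540. Across genes, which are not independent replicates, log CPM in culture and tail had a Pearson's r of 0.83 in cluster 0, 0.87 in cluster 1 and 0.86 in cluster 2. By ratio, *Cdkn2a* (104 CPM in the culture, 1 UMI in the tail), *Spp1*, *Cdkn2b*, *Cdkn1a* and *Rhox5* came first among genes higher in the culture in cluster 0. *Col6a6*, *Hoxc13*, *Osr2*, *Cxcl14* and *Hbb-bt* came first among genes higher in the tail, with *Hoxc13* at 163 CPM in the tail and 0 UMIs in the culture. In cluster 1, *Rps2*, *Spp1*, *Cdkn1a*, *Fabp2* and *Ahnak2* led in the culture, and in cluster 2, *Car9*, *Rps2*, *Cdkn1a*, *Gm42047* and *Stc2*. The 5 leading genes in the tail in clusters 1 and 2 were haemoglobin genes. The level of *Rps2* is uncertain, since the genome holds near-identical pseudogenes and reads that map to more than 1 place were ignored.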

DGE analysis of culture versus tail cells within clusters 0, 1, and 2 revealed low numbers of differentially expressed genes (Fig. 2f, Supplementary Dataset 2). 

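Silhouette widths were computed from the deposited clusters after SCTransform normalization, CCA integration of culture and tail with 3000 features, and PCA with 30 dimensions. A width near 1 marks cells close to their own cluster, and a width below 0 marks cells closer to another. The mean width in cluster 0 was 0.211 for culture cells and 0.161 for tail cells. In cluster 1 it was 0.114 and 0.127, and in cluster 2 it was 0.216 and 0.214. The interquartile range over single cells in cluster 0 was from 0.144 to 0.309 for culture cells and from 0.0933 to 0.245 for tail cells. Measured on a UMAP of the same dimensions, an alternative chosen after these values were seen, the widths of cluster 2 were 0.515 and 0.518.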

Further, silhouette analysis of these clusters showed excellent integration between tail and culture (Fig. 2g), indicating successful recapitulation of tendon and fibrocartilage phenotypes comparable to in vivo cells.

In addition to fibrous clusters, gene set enrichment and dot plot analysis also showed the presence of other expected cell types within the embryonic tail, including skin (clusters 4 and 7), blood (clusters 5 and 11), nerves (cluster 9), and muscle (cluster 8) (Supplementary Dataset 1, Supplementary Fig. 3, Supplementary Fig. 4). 

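Marker genes were measured in the tail clusters by CPM. *Krt14* was at 2687 CPM in cluster 4, 2446 CPM in cluster 7 and 4.15 CPM in cluster 0. *Hbb-bt* was at 27690 CPM in cluster 5 and 214392 CPM in cluster 11. *Rtn1* was at 2553 CPM in cluster 9. *Myog* was at 1331 CPM in cluster 8 and 0.691 CPM in cluster 0, and *Ttn* at 1883 CPM in cluster 8. *Hbb-bt* UMIs also appeared in tail cells of other types, with 280 CPM in cluster 0, so low levels of it do not mark blood cells. In the culture, *Hbb-bt* was at 150 CPM in cluster 5, against 0.449 CPM in clusters 0, 1, 2 and 4 together.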

While larger clusters contained a mixture of tail and culture cells, the smaller clusters tended to be source-specific; for example, clusters 11 and 12 were composed largely of tail-only and culture-only cells, respectively (Table 1). 

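Cluster 11 held 128 tail cells and 1 culture cell, 0.775% (0.0196 to 4.24) of its cells. Cluster 12 held 43 culture cells, 100% (91.8 to 100) of its cells. Clusters 9 and 13 were nearly all tail cells, with 2 of 139 and 1 of 39 cells from the culture. Levels in the culture part of clusters 9, 11 and 13 rest on 1 or 2 cells and are not given. Cluster 10, with 58 culture and 71 tail cells, was close to even at 45.0% (36.2 to 54.0) culture cells. The endothelial gene *Tie1* was at 206 CPM in its culture cells and 190 CPM in its tail cells.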

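The nerve cluster, cluster 9, held 137 tail cells, 6.68% (5.63 to 7.84) of the tail. Of the culture cells, 2 of 7821 lay in this cluster, 0.0256% (0.00310 to 0.0923).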

Comparison of percentage composition of culture and tail cells in each cluster revealed that while neural cells comprised ~6% of the tail population, only 0.03% of culture cells were assigned to this cluster. Similarly low percentages of skin (2%) and muscle (0.7%) were observed in the culture population (Table 1), indicating minimal differentiation toward these non-tenogenic lineages using our protocol. 

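Of the clusters annotated as skin, cluster 7 held 155 culture cells, 1.98% (1.68 to 2.32). The muscle cluster, cluster 8 in the numbering of Supplementary Data 1, held 556 culture cells, 7.11% (6.55 to 7.70). *Myog* was at 36.8 CPM and *Ttn* at 131 CPM in these culture cells. Without thinning, 41 of the 556 cells had a muscle gene UMI, so the share of the cluster is not a share of muscle cells. In culture cluster 7, *Epcam* was at 1563 CPM and *Krt14* at 3.90 CPM (4 UMIs), and *Krt5* had 0 of 1025104 UMIs.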

For larger non-fibrous clusters (such as cluster 4, representing 7% of the culture population), silhouette analyses also showed that the culture signatures were not well integrated with tail signatures despite assignment to the same cluster (Supplementary Fig. 3). 

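In the numbering of Supplementary Data 1, cluster 4 held 1088 culture cells, 13.9% (13.2 to 14.7), and 49 tail cells. The mean silhouette width of cluster 4 was 0.189 for culture cells and 0.115 for tail cells. The tail value changed sign between settings, to -0.0607 with 10 dimensions and -0.0966 without CCA integration and without centring by library. In cluster 8 the mean width was 0.0623 for culture cells and -0.0407 for tail cells. In cluster 5 it was 0.114 and -0.0155, and in cluster 7 it was 0.203 and 0.0637. These values depend on the setting as well. Culture cluster 5 was below 0 in 4 of 6 alternatives, 1 of them a UMAP chosen after the values were seen, down to -0.171, tail cluster 5 reached -0.603, and tail cluster 7 ranged from -0.291 to 0.420.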

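*Nanog* was at 131 CPM in culture cluster 4, with 1533 UMIs. Tail cluster 4, with 49 cells and 1199506 UMIs of all genes, had 0 *Nanog* UMIs, so the culture level was at least 52.3-fold higher. A *Nanog* UMI was found in 28.7% (26.0 to 31.5) of the cells of culture cluster 4 at 3000 UMIs per cell, and in 0.385% of the cells of culture cluster 0.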

In the case of cluster 4, gene enrichment showed that culture cells expressed genes such as *Nanog*, that were not expressed by tail cells in these clusters (Supplementary Fig. 3). This suggested that the cluster 4 culture cells may represent a small population of pluripotent cells that escaped differentiation.

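The other genes of the pluripotency list behaved alike in culture cluster 4. *Pou5f1* was at 545 CPM, *Sox2* at 373, *Utf1* at 764, *Dppa5a* at 4021 and *Tdgf1* at 405. Summed over these 6 genes, the level was 6238 CPM in culture cluster 4, against 42.0 CPM in clusters 0, 1 and 2 together, a ratio of 149 (141 to 157), and against 7.50 CPM in tail cluster 4. At 3000 UMIs per cell, 97.3% (96.2 to 98.2) of the cells of culture cluster 4 had at least 3 UMIs of these genes, and 0.617% of the cells of cluster 0. The sum was also high in other culture clusters, at 3525 CPM in cluster 5, 3280 CPM in cluster 12 and 1520 CPM in cluster 8. In cluster 12, 1316 of the 1350 UMIs were of *Dppa5a*, and *Nanog*, *Sox2* and *Tdgf1* had 0 UMIs, so that this sum stands for 1 gene. Naive pluripotency genes gave smaller ratios over clusters 0, 1 and 2, namely 9.66 (9.23 to 10.1) in cluster 4, 6.76 in cluster 5, 3.58 in cluster 12 and 0.927 (0.839 to 1.02) in cluster 8. *Klf2* and *Klf4* make up most of that sum in clusters 0, 1 and 2, with *Klf4* at 91.4 CPM in cluster 2 and 33.0 CPM in cluster 4. *Zfp42* and *Dppa3* were at 100 and 135 CPM in cluster 4, at 13.6 and 5.09 CPM in cluster 8, and at no more than 0.902 and 1.27 CPM in clusters 0, 1 and 2.

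**Figure D2:**
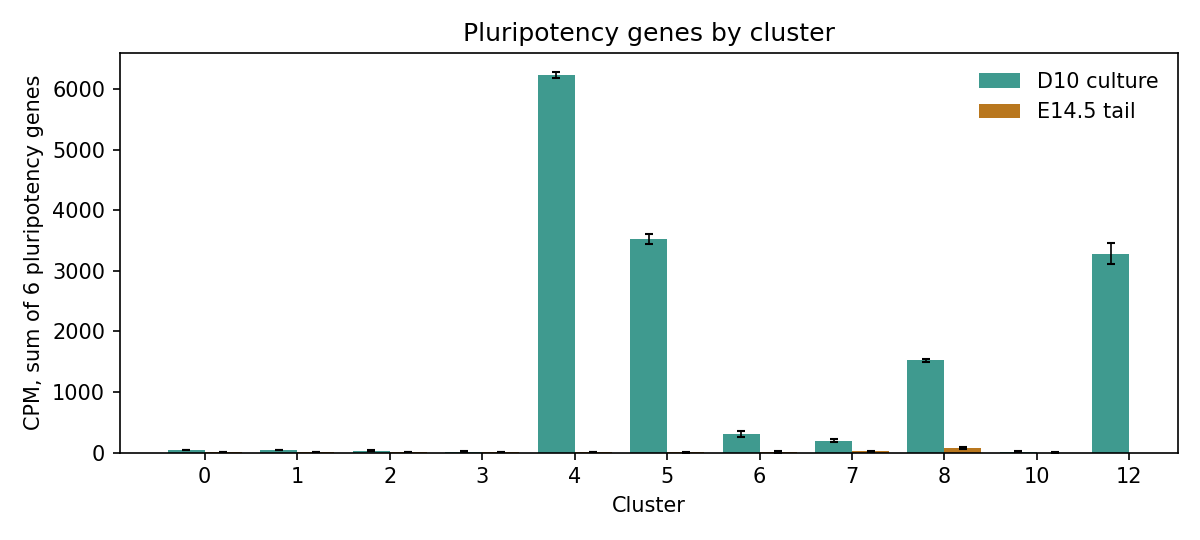
CPM of summed UMIs of 6 pluripotency genes by cluster in the D10 culture and the E14.5 tail, 1 library each, with exact 95% Poisson intervals as error bars. The culture stands at 6238 CPM in cluster 4, and the tail at 75.7 CPM in cluster 8. Tail cluster 13, which is not drawn, was at 243 CPM, with 153 of its 155 UMIs from *Sox2*.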

**Table 1:** Percent contribution of E14.5 tail cells and D10 mESC-derived culture cells to each scRNA-seq cluster.

Cluster	E14.5 tail cells (% total)	D10 culture cells (% total)
0	685 (33.4%)	2964 (37.9%)
1	186 (9.1%)	1353 (17.3%)
2	49 (2.4%)	1088 (13.9%)
3	241 (11.7 %)	855 (10.9%)
4	121 (5.9%)	556 (7.1%)
5	71 (3.5%)	435 (5.6%)
6	86 (4.2%)	257 (3.3%)
7	82 (4.0%)	155 (2.0%)
8	157 (7.6%)	53 (0.7%)
9	137 (6.7%)	2 (0.0%)
10	71 (3.5%)	58 (0.7%)
11	128 (6.2%)	1 (0.0%)
12	0 (0.0%)	43 (0.5%)
13	38 (1.8%)	1 (0.0%)

### Retinoic acid signaling regulates the switch between tendon and fibrocartilage cell fates

The scRNA-seq results confirmed the presence of differentiated tendon and fibrocartilage cells, however, a significant population of cells adopted or maintained other fates. We hypothesized that this reflected inefficient mESC differentiation to PM based on the composition of cluster 4 culture cells. 

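The deposited D6 PM data hold 1 library of the whole culture, prepared, counted and filtered by the authors as the D10 library was. As there, the values are UMI counts with the authors' cluster of each cell. The file has 6 cluster codes, while Fig. 3a shows 9 clusters. From the shares of detecting cells in Supplementary Data 3, 3 of the codes match clusters 1, 2 and 3. For clusters 1 and 3 the implied numbers of cells equal those of the codes, and for cluster 2 it is 819 against 821. The largest code holds 2539 cells, and Supplementary Data 3 implies 1650 cells for cluster 0. By mean difference in the shares, cluster 0 lay closer to the code of cluster 2 (0.0619) than to the largest code (0.0907). With 821 cells, the code of cluster 2 is too small to hold cluster 0. The largest code is therefore treated as clusters 0, 4 and 6 together, and the remaining codes as clusters 5 and 8 together and as cluster 7. That assignment of the combined codes rests on cluster sizes and on the grouping in Fig. 3a. Doublets were called for 81 cells (1.36%), and these were kept. Levels, intervals and shares were computed as for the D10 culture, and 1006 cells below 3000 UMIs were left out of the shares.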

To identify the signals that may antagonize PM induction, we performed scRNA-seq on PM culture cells at D6. 

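The deposited D6 PM library held 5954 cells and 51858825 UMIs, with 650 to 27108 UMIs per cell and a median of 8171. The median number of detected genes per cell was 3261, and the file lists 25936 genes.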

6695 D6 PM cells were successfully sequenced with 26,589 mean reads/cell and 3170 median genes/cell. Unsupervised clustering of D6 PM cells revealed that the majority of the cells were in a closely grouped supercluster (cluster 0, 2, 3, 4, and 6), while other cells had diverged (clusters 1, 5, 7, and 8, Fig. 3a).

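The codes of clusters 0, 2, 3, 4 and 6 held 4060 D6 PM cells, 68.2% (67.0 to 69.4). Clusters 0, 4 and 6 together made up 42.6% of the library, cluster 2 made up 13.8% and cluster 3 made up 11.8%. Outside the supercluster, cluster 1 held 1038 cells (17.4%), clusters 5 and 8 held 662 (11.1%) and cluster 7 held 194 (3.26%). Keeping cells with at least 1000 genes gave 68.7% for the supercluster.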

**Fig. 3:**
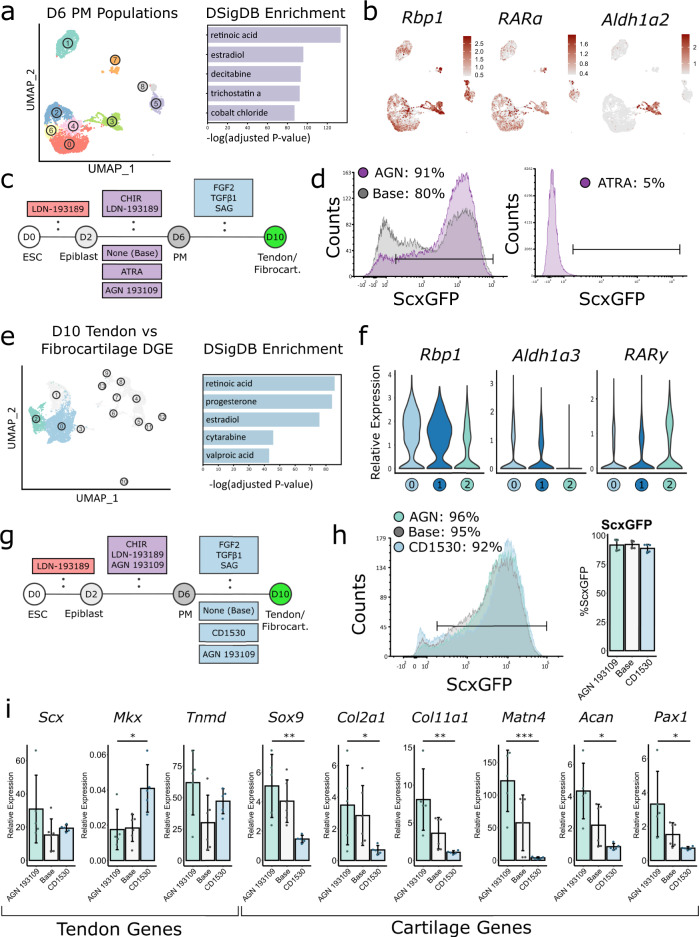
Retinoic acid pathway manipulation improves ScxGFP induction efficiency and direct tendon and fibrocartilage fate switch. **a** UMAP of clusters from D6 PM. DSigDB gene set enrichment analysis on most differentially expressed genes from each cluster in D6 PM. **b** Feature plots of *Rbp1, RARα, Aldh1α2*. **c** Schematic for differentiation protocol with ATRA, AGN 193109, or no supplementation (Base) during PM induction. Top row indicates common media components. Bottom row indicates media component variables. **d** Counts histograms of ScxGFP expression comparing AGN 193109, ATRA, and Base conditions at D10. **e** UMAP of E14.5 tail cells and D10 culture cells with tendon and fibrocartilage clusters highlighted. DBSigDB gene set enrichment analysis on the most differentially expressed genes in the tendon cluster 0 relative to fibrocartilage cluster 2. **f** Violin plots of *Rbp1, Aldh1α3, RARy* for Clusters 0, 1, and 2. **g** Schematic for tendon and fibrocartilage differentiation with retinoic acid pathway manipulation using CD1530 and AGN 193109. Top row indicates common media components. Bottom row indicates media component variables **h** Counts histograms of ScxGFP expression and quantification of ScxGFP+ cells at D10 (*n* = 4 independent samples, one-way ANOVA). All experiments were repeated a minimum of three times. Data represented as mean ± SD. **i** Real-time qPCR analysis of tendon and cartilage genes at D10 identified from the single-cell transcriptional signatures. D10 expression is normalized to D6 PM gene expression (*n* = 6 independent samples, unpaired two-sided Student’s *t*-test between AGN 193109 and CD1530 conditions). All experiments were repeated a minimum of three times. Data represented as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001. Source data are provided as a source data file.

To better define the signaling pathways driving these transcriptional differences, we performed differential gene expression and gene set enrichment analyses and identified the retinoic acid pathway as the most activated pathway at the D6 PM stage. 

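In D6 PM, *Rbp4* was at 363 CPM in clusters 0, 4 and 6 and 62.4 CPM in all other cells, a ratio of 5.82 (5.54 to 6.12). It was detected in 34.9% of the cells of these clusters and 14.0% of the others, without thinning. By average natural log difference, it ranked 6 of 9043 genes detected in at least 10% of the cells of either side, with a difference of 0.982 and a bootstrap SD over cells of 0.0589. *Krt18* (1.34), *Krt8* (1.18), *Car4* (1.13), *Emb* (1.05) and *Trh* (1.02) ranked above it. By ratio of CPM among 3639 genes with at least 50 CPM, it ranked 2, after *Pomc*. Among the 5 genes with the largest ratios by the rule for named genes were also *Pga5*, *Cfc1* and *Fgf5*. *Col6a3*, *Ccl5*, *Col1a1*, *Grem1* and *Col12a1* were lowest in these clusters relative to the other cells. Cluster 0 alone cannot be ranked, since its cells share a code with other cells. In the same code, the sum of 10 endoderm genes was 20.5 times that of cluster 3. A rank between clusters therefore cannot tell activity of a pathway from a difference in the kind of cell.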

*Rbp4*, a retinol-binding protein, was the most differentially expressed gene in the largest cluster by log fold change (Fig. 3b, Supplementary Dataset 3). 

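From differential expression and gene set enrichment analyses, the paper identifies the retinoic acid pathway as the most activated pathway at this stage. Among its other genes, *Aldh1a2* was at 223 CPM in D6 PM cluster 3 and 2.34 CPM in all other cells, a ratio of 95.4 (78.3 to 117). Weighing each cell alike gave a ratio of 146. At 3000 UMIs per cell, 40.9% (37.0 to 45.0) of the cells of cluster 3 had an *Aldh1a2* UMI, and between 0 and 1.09% of the cells of the other codes. The median depth was 7709 UMIs in cluster 3 and between 7406 and 11208 in the others. *Rara* was at 53.3 CPM in cluster 3, 1.65 times (1.46 to 1.86) the level of all other cells. *Rdh10* (20.8 times), *Stra6* (13.4), *Crabp2* (6.40), *Dhrs3* (3.67) and *Rxrb* (1.74) were also higher in cluster 3. *Crabp1* (0.657), *Rarg* (0.424), *Cyp26a1* (0.211), *Cyp26b1* (0.106) and *Rbp4* (0.0646) were lower there, and *Rarb* and *Rxra* did not differ beyond counting error. *Aldh1a1* and *Aldh1a3* had too few UMIs to compare, and *Cyp26c1* is not listed in the file.

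**Figure D3:**
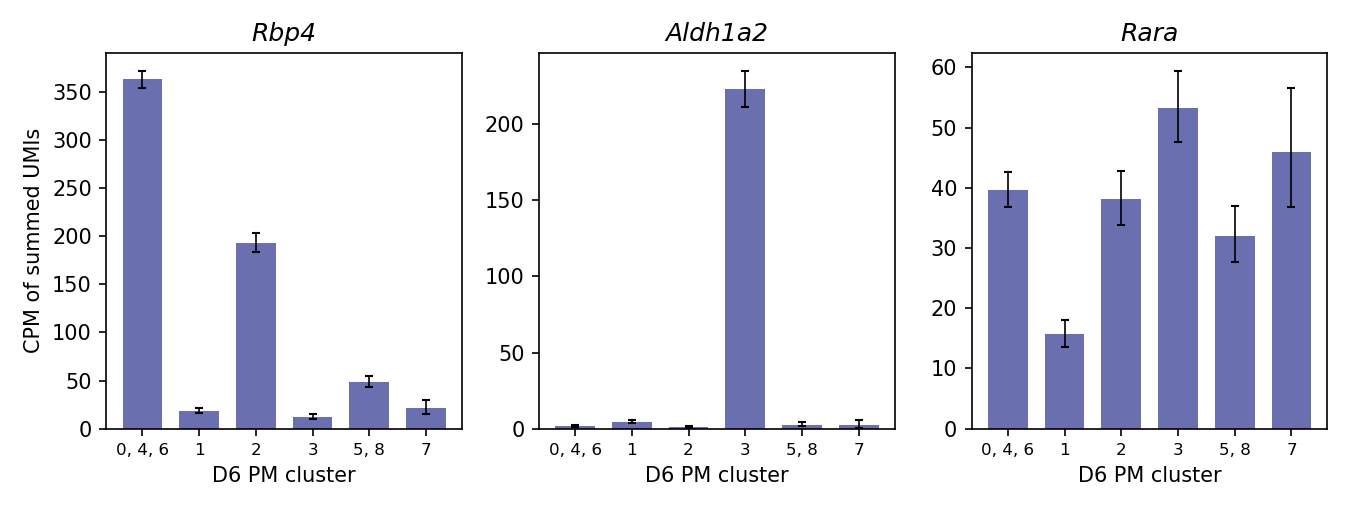
CPM of summed UMIs of *Rbp4*, *Aldh1a2* and *Rara* by cluster of D6 PM, 1 library, with exact 95% Poisson intervals as error bars. *Rbp4* stands at 363 CPM in clusters 0, 4 and 6, and *Aldh1a2* at 223 CPM in cluster 3.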

We examined other retinoic acid pathway elements and found *Rbp1*, *Rarα*, and cluster-specific expression of *Aldh1a2*. To test the effect of retinoic acid signaling at the PM induction stage, we included a retinoic acid pathway activator (all-trans retinoic acid, ATRA) or inverse agonist (AGN 193109) during the PM differentiation phase (D2-D6). All PM conditions were then cultured with TGFβ1 + SAG from D6-D10 (Fig. 3c). Remarkably, retinoic acid pathway activation during PM induction by ATRA eliminated almost all ScxGFP induction at D10 (Fig. 3d). Treatment with RARɣ-specific agonist CD1530 during D2-D6 also showed suppression of ScxGFP, albeit to a lesser extent compared to ATRA (14% vs 5%), which targets all RAR isoforms (Supplementary Fig. 5). In contrast, treatment with AGN 193109 resulted in an increase in ScxGFP+ cells, compared to the Base condition at D10 (Fig. 3d). The failure of ScxGFP induction at D10 despite TGFβ1 + SAG treatment suggested a failure of PM specification at D6 with ATRA activation of retinoic acid signaling. Since retinoic acid signaling is known to maintain pluripotency as well as induce neural differentiation^42–44^, we tested these possibilities with ATRA treatment (D2-D6) compared to AGN 193109 treatment. Gene expression analysis at D6 showed downregulation of pluripotency marker *Oct4* in both AGN 193109 and ATRA conditions while epiblast markers *Eomes*^45^ and *Fgf5*^45^ were suppressed in ATRA only (Supplementary Fig. 5). Analysis of fate markers showed upregulation of paraxial mesoderm marker *Tbx6*^46^ with AGN 193109 treatment compared to upregulation of neural marker *Sox1*^47^ with ATRA treatment (Supplementary Fig. 5). These results suggested that activation of retinoic acid signaling resulted in differentiation toward a neural fate and therefore loss of cells that were competent at D6 to undergo subsequent tendon/fibrocartilage differentiation, despite exposure to TGFβ1 + SAG at D6-D10.

Having improved ScxGFP induction efficiency, we next addressed fate specification between tendon and fibrocartilage. 

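Clusters 0 and 2 of the D10 culture were compared over 4242 genes with at least 100 UMIs in the 2 clusters together and at least 50 CPM in the higher one. *Thbs4* was higher in cluster 0 by 32.3 times (17.0 to 70.9), followed by *Cdkn2b* (23.8), *Acta2* (19.9), *Tagln* (11.1) and *Cdkn2a* (10.5). Toward cluster 2, *Cnmd* was higher by 52.8 times (32.1 to 92.7) and *Col11a2* by 35.8 times (23.9 to 55.8), followed by *Acan*, *Pomc* (16.1) and *Prelp* (14.4). Supplementary Data 2 lists 381 genes, and its values equal the average natural log differences of cluster 0 over cluster 2 with culture and tail cells together, to a mean absolute difference of 3.71e-07. In the culture alone, 378 of these genes had the direction of that table, and in the tail alone 349. The genes were listed from these same cells, and the culture made up 81.2% of cluster 0 and 78.0% of cluster 2. The agreement in the culture was therefore largely fixed in advance and is no independent test.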

To uncover potential molecular drivers regulating the tendon/fibrocartilage fate switch, we performed DGE testing between tendon (cluster 0) and fibrocartilage (cluster 2) cells at D10, using the scRNA-seq dataset collected from the D10 TGFβ1 + SAG condition. Gene set enrichment analysis again identified the retinoic acid pathway, which was the top-ranked term by p-value (Fig. 3e). We also found that *Rbp1* and *Aldh1α3* were more highly expressed in the tendon clusters relative to the fibrocartilage cluster (Fig. 3f). Conversely, the retinoic acid receptor, *Rary*, was upregulated in the fibrocartilage cluster relative to tendon clusters (Fig. 3f). 

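In the culture, *Aldh1a3* was at 142 CPM in cluster 0, 115 CPM in cluster 1 and 19.5 CPM in cluster 2, with ratios over cluster 2 of 7.24 (5.66 to 9.41) and 5.90 (4.60 to 7.70). In the tail, cluster 0 was higher than cluster 2 by 25.8 times (7.03 to 215) for *Aldh1a3*, which had 2 UMIs in tail cluster 2. Of the rest of the retinoic acid list, *Aldh1a2* (11.8, 3.20 to 98.8, 2 UMIs in cluster 2), *Rarb* (2.10), *Crabp2* (1.94) and *Rbp4* (1.67, 1.16 to 2.50) were higher in culture cluster 0 than in cluster 2. The ratio of *Rbp4* was 0.444 with culture and tail cells together. *Cyp26b1* (0.231), *Cyp26a1* (0.523) and *Rxrb* (0.791) were lower in cluster 0, and *Rara*, *Rxra*, *Crabp1*, *Rdh10*, *Dhrs3* and *Stra6* did not differ beyond counting error.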

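*Rarg*, the gene of this receptor, was at 88.1 CPM in culture cluster 2, 48.9 CPM in cluster 0 and 50.7 CPM in cluster 1. Its ratio over cluster 2 was 0.556 (0.485 to 0.637) for cluster 0 and 0.575 (0.498 to 0.666) for cluster 1. The tail had the same direction, at 0.390 (0.353 to 0.432) for cluster 0 over cluster 2.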

Since the retinoic acid pathways are known to modulate chondrogenesis^48–50^, we tested supplementation with the RARy-specific agonist CD1530 and the inverse agonist AGN 193109, in combination with TGFβ1 + SAG during the tendon induction phase (D6-D10) (Fig. 3g). At D10, ScxGFP induction efficiency was equivalent between all three conditions (~90%, Fig. 3h). Among tendon genes, only *Mkx* expression increased with pathway activation (CD1530), while *Scx* and *Tnmd* were not affected (Fig. 3i). However, treatment with CD1530 drastically reduced cartilage gene expression (Fig. 3i). Using the Mouse Proteome Profiler Array, we further screened and identified enhanced phosphorylation of receptor tyroskine kinases associated with chondrogenesis in the AGN 193109-treated group compared to CD1530, such as PDGFRα, PDGFRβ, and ErbB2 (Supplementary Fig. 6)^51–54^. These data indicate that retinoic acid signaling in the presence of TGFβ1 and SAG regulates the chondrogenic switch between mESC-derived tendon and fibrocartilage fates without adversely affecting the fibrogenic phenotype. These results further suggest that the biological response to retinoic acid signaling is highly context-specific and depends on the competency of the cells experiencing signaling as well as the presence of other signaling pathways (Supplementary Fig. 7).

### Molecular profiling of tendon and fibrocartilage differentiation trajectories by RNA sequencing

Using these highly efficient differentiation protocols to specify tendon and fibrocartilage cells, we next profiled the molecular dynamics of fate induction for both lineages. RNA-seq was performed on D6 PM as the starting common control and subsequent timepoints (D6.25, 6.75, 7.5, 8.5, and 10) sampled for CD1530 and AGN 193109 conditions (105 M reads/sample, Fig. 4a). To determine the kinetics for tendon and fibrocartilage fate acquisition in the CD1530 and AGN 193109 conditions, respectively, we first examined the tendon, proliferating tendon, and fibrocartilage gene signatures (identified from scRNASeq clusters 0, 1, and 2, respectively) (Supplementary Fig. 8). The proliferating tendon signature was downregulated in both trajectories after D8.5, consistent with terminal differentiation to post-mitotic lineages (Supplementary Fig. 8). This indicates that modulation of retinoic acid signaling pushed differentiation toward cluster 0 “tendon” or cluster 2 “fibrocartilage” phenotypes, without inducing a cluster 1 “proliferating tenocyte” population. Consistent with the expected phenotypes, tendon genes (*Scx, Mkx, Col1a1, Col3a1*) were highly upregulated in both conditions at D10 while cartilage genes (*Col2a1, Acan, Matn4*) were much higher in the AGN 193109 condition and minimally expressed in the CD1530 condition at D10 (Supplementary Fig. 8).

**Fig. 4:**
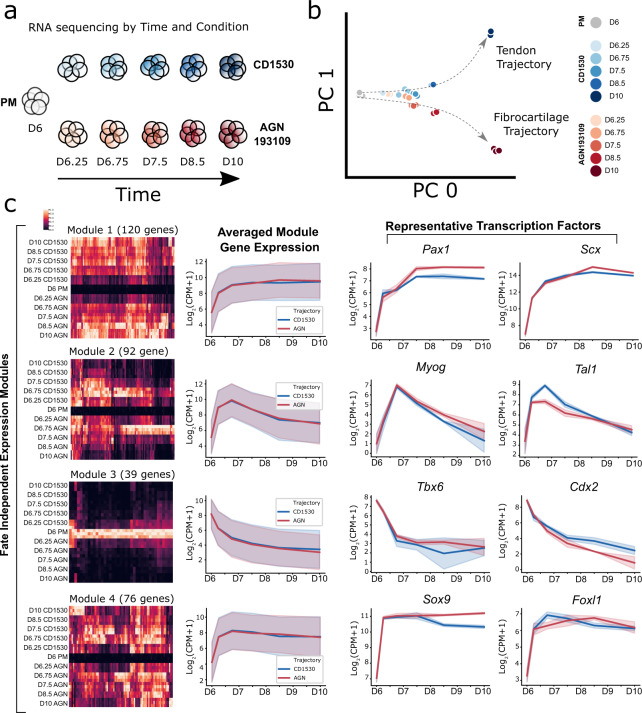
Transcriptional profiling and trajectory analysis by RNA sequencing reveal transcription factor modules associated with differentiation. **a** Schematic for RNA-seq of CD1530 (blue) and AGN 193109 (red) temporal trajectories starting from the common starting point of D6 PM. Samples were collected at indicated timepoints and conditions for RNA-seq. **b** PCA of tendon and fibrocartilage trajectories. **c** Fate-independent gene modules represented as column-normalized heatmaps, averaged module gene expression line plots, and representative transcription factors. (*n* = 3 independent samples). Standard deviation is represented by shaded regions.

Principal component analysis (PCA) revealed a time dimension captured by PC0, while tendon versus fibrocartilage differentiation was captured by PC1 (Fig. 4b). Interestingly, transcriptional signatures associated with cell fate (PC1) were minimally affected until D8.5, after which both the tendon and fibrocartilage trajectories rapidly upregulated their respective signatures. By D10, tendon and fibrocartilage signatures were strongly activated. Divergence of fate began after D7.5 and increased dramatically between D8.5 and D10 (Fig. 4b). To identify the genes contributing to this divergence, we identified the genes with the largest contributions to PC0 and PC1 (Supplementary Dataset 4). Among the largest contributors to PC0 were *Postn*, *Bgn*, *Col1a2*, *Col3a1*, *Col5a2*, and *Tnc*, consistent with the fibrous signature shared by both lineages. Genes that contributed to upward movement along PC1 included *Lox* (tendon marker associated with late embryonic differentiation^55^), and *Igfbp5* (highly expressed in scRNA-seq tendon clusters 0 and 1 and previously identified in embryonic tendon attachment cells^22,56^) (Fig. 2, Supplementary Fig. 8). In contrast, genes that contributed to downward movement along PC1 included *Tgfbi*, *Col2a1*, and *Vcan* which are established cartilage markers (Supplementary Fig. 8). Interestingly, many genes contributing to PC0 also contributed to PC1 in the upward or downward direction. This suggests that many genes are highly upregulated in both lineages compared to PM, but differentially expressed between tendon and fibrocartilage.

We then performed DGE testing to identify statistically significant genes contributing to each fate trajectory (Figs. 4c, 5). Fate-independent (PC0) and -dependent (PC1) modules of highly correlated genes were determined by performing clustering of differentially expressed genes in separate correlation spaces. Since PC0 represented 79% of the variance of the dataset and tendon and fibrocartilage trajectories did not diverge until D8.5, the fate-independent modules revealed early induction gene patterns common to both cell types. Analysis of fate-independent modules identified multiple genes with intriguing kinetics, including one large module (Module 1) that showed rapid upregulation in gene expression between D6 and D7.5 before stabilizing (Fig. 4c). Transcription factors within this module included known markers of the syndetome (*Scx*) and sclerotome (*Pax1* and *Pax9*), as well as other transcription factors previously unassociated with tendon or cartilage differentiation (Fig. 4c, Supplementary Dataset 4). Interestingly, a separate module with a similar pattern (Module 4) contained the transcription factor *Sox9*. Genes within this module were upregulated more quickly than Module 1 genes, before subsequently downregulating. In this dataset, *Sox9* and *Pax1* were higher in AGN 193109 vs CD1530, supporting fate divergence (Fig. 4c). *Tbx6* and *Cdx1* were both expressed in PM and contributed to Module 3. Rapid downregulation of these genes is consistent with efficient differentiation. Lastly, Module 2 was only transiently expressed, as shown by representative markers *Myog* and *Tal1* (Fig. 4c, Supplementary Dataset 4). Although *Myog* is a key factor of muscle differentiation^57,58^, its expression was also previously identified in embryonic tendon cells of the limb^23^.

**Fig. 5:**
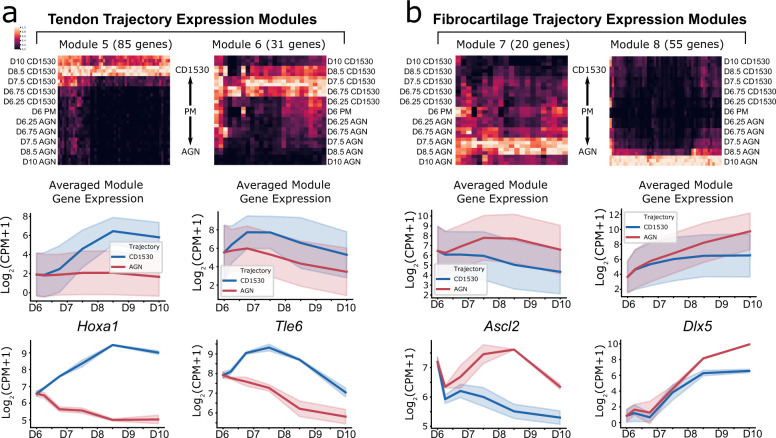
Transcriptional profiling and trajectory analysis by RNA sequencing reveals transcription factor modules associated with fate-specific tendon and fibrocartilage induction. Fate-dependent gene modules for (**a**) tendon and (**b**) fibrocartilage trajectories represented as column-normalized heatmaps, averaged module gene expression line plots, and representative transcription factors. (*n* = 3 independent samples). Standard deviation is represented by shaded regions.

Analysis of fate-dependent modules revealed tendon modules whose expression peaked at D8.5 (Module 5) and D7.5 (Module 6) in the CD1530 condition, with little change or decrease in the AGN 193109 condition (Fig. 5, Supplementary Dataset 4). Expression patterns for the fibrocartilage trajectory modules (Modules 7 and 8) showed transiently expressed and steadily upregulated genes, respectively. Notably, the homeobox gene *Dlx5*, a regulator of chondrocyte differentiation and maturation^59–61^, was found in Module 8 alongside well-established cartilage markers *Acan*, *Matn4*, and *Sox6* (Fig. 5, Supplementary Fig. 8, Supplementary Dataset 3). Although these genes also increased in the CD1530 condition compared to D6 PM, the levels at D10 were markedly lower compared to AGN 193109.

From trajectory module analyses, we identified several genes that have not been previously implicated in tendon or fibrocartilage development. To determine whether there may be in vivo relevance, we collected tails from E11.5-E14.5 embryos, spanning the stages of tendon and annulus fibrosus progenitor induction (E11.5 and E12.5) through differentiation (E14.5, Supplementary Fig. 9). Real-time qPCR analysis of the top genes contributing to PC0 showed dramatic upregulation at E14.5 compared to E11.5 or E12.5 stages for all genes (Supplementary Fig. 9).

### Extended culture of tendon and fibrocartilage cells leads to loss of fate and senescence

To determine whether tendon and fibrocartilage phenotypes could be maintained under extended culture, we passaged cells at confluence (D10 and D14) and continued culturing in the presence of CD1530 or AGN 193109 (Supplementary Fig. 10). By D18, we found that while cells remained viable, they were no longer proliferative and ScxGFP expression was reduced in both media conditions. Analysis of phenotypic markers at D18 by qPCR showed a loss of tenogenic markers *Scx* and *Mkx* for the CD1530 condition. *Col2a1* was minimally expressed regardless of passage demonstrating no acquisition of a cartilage phenotype. In contrast, *Scx* expression modestly increased with extended 2D culture in the presence of AGN 193109, while *Tnmd* and *Col2a1* expression levels were unchanged (Supplementary Fig. 10). This suggests that while the fibrocartilage AGN 193109-containing media was sufficient to maintain the phenotype of the cells, maintenance of the tenogenic phenotype may require additional cues.

### Differentiation of tendon and fibrocartilage cells under 3D uniaxial static tension

Since tendon cells normally experience uniaxial mechanical tension during development, we next tested whether we could better sustain the tendon phenotype using a 3D tension culture system. mESCs were therefore differentiated toward D6 PM and then directly embedded into collagen gels held under static tension (Fig. 6a, b)^62^. We observed gradual cell-mediated contraction of the gels over a course of 11 days (D6-D17) with no difference in contraction between CD1530 and AGN 193109 conditions at any timepoint (Fig. 6b). To compare tendon and fibrocartilage induction in 3D culture relative to standard 2D culture, we harvested cells at D10 for qPCR analyses. In the CD1530 condition, *Scx* and *Acan* expression were similarly induced between 2D and 3D, while *Col1a1* increased in 3D gels (Supplementary Fig. 11). Gene expression for osteogenic, myogenic, and adipogenic markers did not show any differences between 2D or 3D culture, indicating no aberrant differentiation along these other lineages. With AGN 193109 treatment, we observed similar levels of tendon and cartilage markers between 2D and 3D conditions, but a surprising increase in the osteogenic marker *Osx* with 3D culture (Supplementary Fig. 11). Analysis of tendon-specific transcription factors identified from RNA-seq-derived modules showed upregulation of both *Hoxa1* and *Wt1* with 3D culture in CD1530. In contrast, no difference was observed for the fibrocartilage-specific transcription factors, *Alx4* and *Dlx5* with AGN 193109-treatment (Supplementary Fig. 11).

**Fig. 6:**
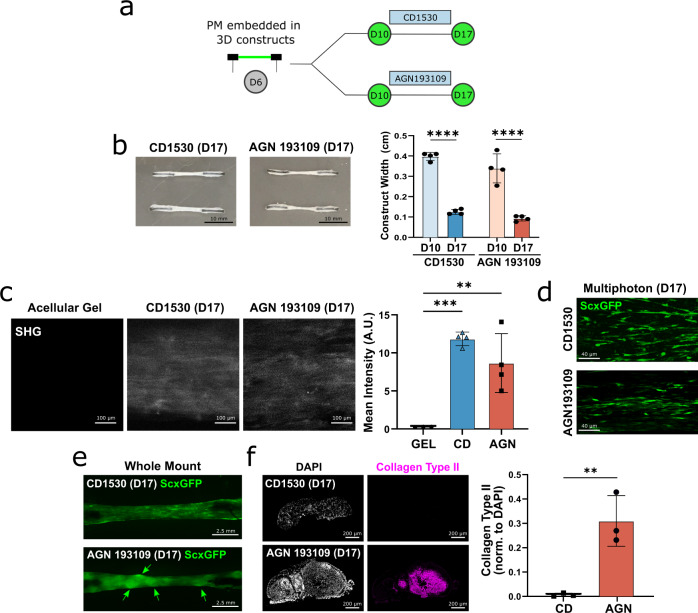
3D static tension aligns cells and collagen deposition in engineered tendon and fibrocartilage tissues. **a** Schematic of experimental design. **b** Quantification of gel contraction over 17 days of culture in 3D (*n* = 4 independent gels, one-way ANOVA with Tukey’s posthoc tests). Data represented as mean ± SD. **c** SHG imaging and quantification for aligned collagen deposition (*n* = 4 independent gels, one-way ANOVA with Tukey’s posthoc tests). Data represented as mean ± SD. **d** Multiphoton imaging of aligned ScxGFP+ cells at D17 under 3D conditions. **e** Whole mount ScxGFP fluorescence imaging of 3D gels. **f** Immunostaining and quantification for collagen type II in transverse cryosections (*n* = 3 independent gels, unpaired two-sided Student’s t-tests). Data represented as mean ± SD. **p < 0.01, ****p < 0.0001. Source data are provided as a source data file.

Since collagen is the main ECM component in both tendon and fibrocartilage tissues, we next assessed organized collagen deposition using second-harmonic generation (SHG) on whole-mount gels at D17. Acellular collagen gels were also imaged to distinguish the collagen gel biomaterial from cell-secreted collagen. Quantification of SHG images showed significant deposition of aligned collagen in the cell-seeded gels relative to acellular gels, with no detectable difference between CD1530 and AGN 193109 conditions (Fig. 6c). Whole-mount and multiphoton fluorescent imaging revealed the presence of ScxGFP+ longitudinally aligned cells in both conditions, but the appearance of rounded nodules only in the AGN 193109 condition (Fig. 6d, e). Staining of transverse sections showed that these rounded nodules stained intensely for type II collagen, indicating cartilage-like matrix (Fig. 7f). In contrast, cartilage nodules were not detected in any CD1530 constructs. Collectively, these data showed that 3D static tension supports tenogenic induction and differentiation, with the alignment of cells and deposition of collagen under CD1530 conditions. While ScxGFP cells also aligned in the AGN 193109 condition, the fibrocartilage phenotype was not appreciably altered under static tension based on gene expression and the presence of cartilaginous nodules, suggesting that biochemical cues are predominant for induction and maintenance of fibrocartilage.

**Fig. 7:**
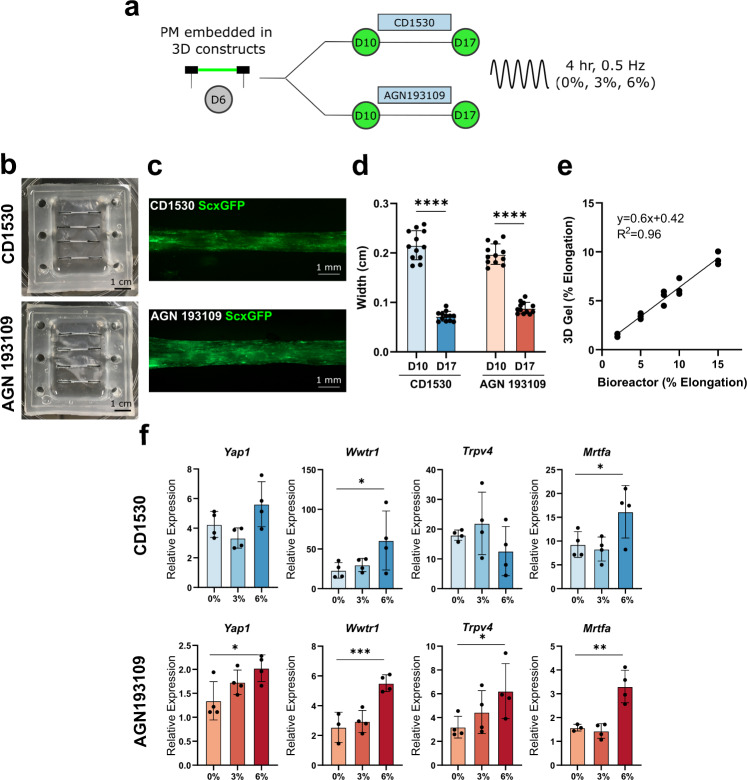
Dynamic tensile loading of 3D engineered tendon and fibrocartilage tissues activates mechanotransduction markers. **a** Schematic of experimental design. Gels were dynamically loaded at D17. **b** Successful generation of contracted 3D cell-seeded gels in custom PDMS dishes at D17. **c** Whole-mount ScxGFP fluorescence imaging of 3D gels at D17. **d** Quantification of gel contraction (*n* = 12 independent gels, one-way ANOVA with Tukey’s posthoc tests). Data represented as mean ± SD. **e** Validation of % elongation experienced by 3D gels with bioreactor loading (*n* = 3 independent gels, Pearson’s correlation). **f** Real-time qPCR analysis of known mechanotransduction markers with 4 h of dynamic loading (*n* = 4 independent gels, one-way ANOVA with Fisher’s LSD tests). Data represented as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Source data are provided as a source data file.

### Dynamic tensile loading of 3D engineered tissues activate mechanotransduction pathways

During embryogenesis, contractile muscle forces play a critical role in tendon and fibrocartilage development^63–65^. To determine whether our engineered 3D tissues respond to mechanical loading, we adapted the STREX Cell Stretching System by designing 3D-printed molds to create custom PDMS dishes (Fig. 7a). D6 PM cell-seeded constructs were then generated and cultured within these dishes, which could be mounted onto the bioreactor system for dynamic tensile loading. Gels cultured within the custom dishes showed normal contraction and successful induction of ScxGFP (Fig. 7a–c). We validated the bioreactor for 3D gels by testing a range of bioreactor inputs (2–15% stretch, 0.5 Hz) comparing elongation experienced by the gels against applied inputs. Image analysis showed a linear correlation of gel elongation with increasing applied stretch (*R*^2^ = 0.96, Fig. 7d). Four hours of dynamic loading at 6% gel elongation (which is within the physiologic range for tendons in vivo^66^) resulted in upregulation of known mechanotransduction markers for both CD1530 (*Wwtr1*, *Mrtfa*) and AGN 193109 (*Yap1*, *Wwtr1*, *Trpv4*, *Mrtfa*) conditions, while 3% loading had no effect. These results establish a platform for studying tendon developmental mechanobiology.

## Discussion

In this study, we used an iterative approach informed by developmental cues and single-cell RNA sequencing to establish highly efficient methods for deriving tendon- and fibrocartilage-specific cells from mESCs through manipulation of the TGFβ, hedgehog, and retinoic acid signaling pathways. Using these models of tendon and fibrocartilage differentiation, we further define the trajectory of transcriptional signatures during differentiation and identify potential regulators distinguishing these phenotypes. Finally, we applied these media protocols to generate 3D engineered tendon and fibrocartilage tissues and established a system for modeling tendon mechanobiology under static and dynamic culture conditions (Fig. 8).

**Fig. 8:**
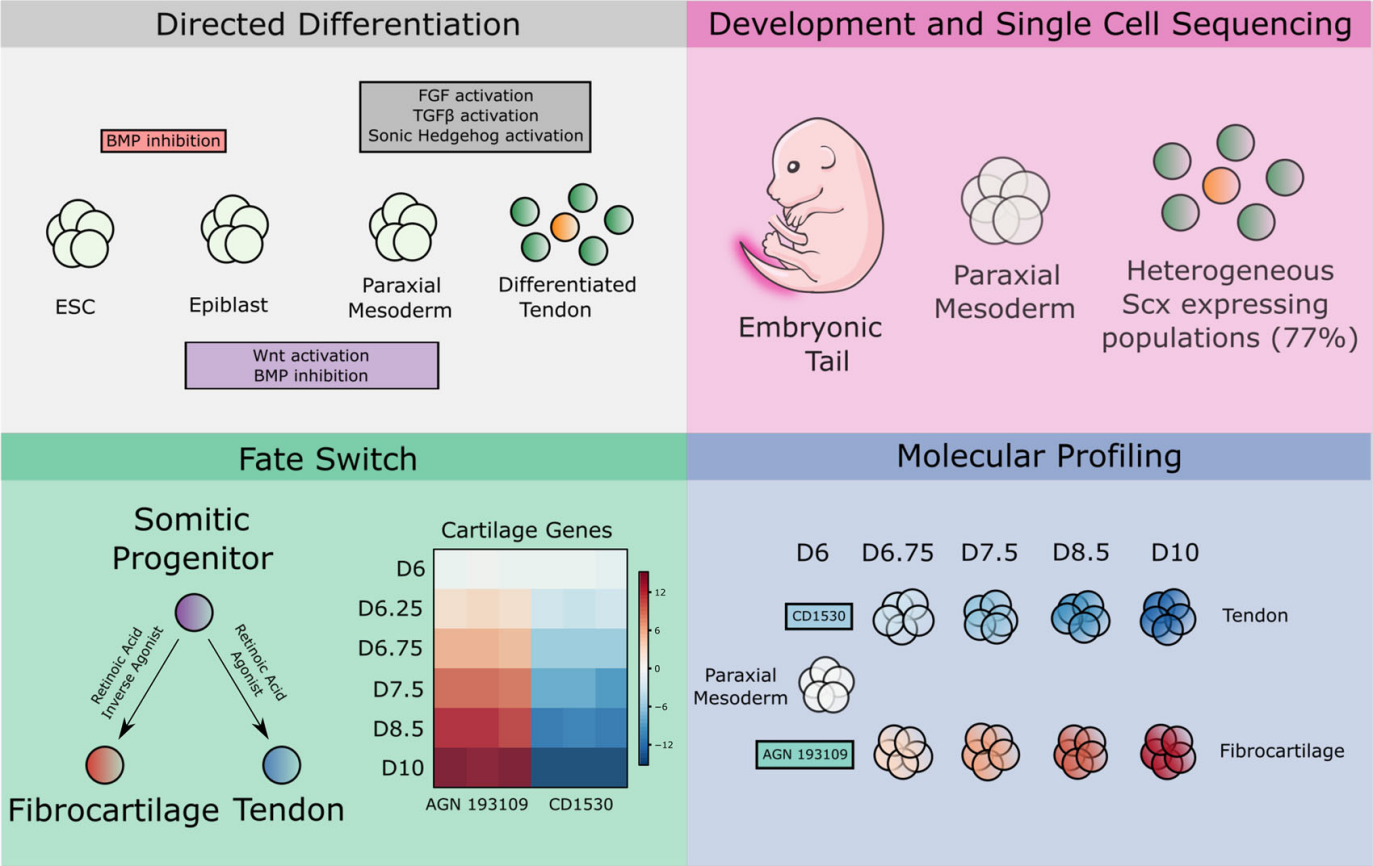
Conceptual schematic highlighting key findings. Directed differentiation inspired by developmental events was used to induce ScxGFP tendon cells. Single-cell RNA-seq identified distinctive tendon and fibrocartilage cells with high transcriptional similarity to in vivo embryonic counterparts. Retinoic acid signaling was identified as fate-switch regulator between tendon and fibrocartilage cells. Molecular profiling identified regulators of tendon and fibrocartilage induction.

To date, healing of dense, connective tissues (including tendon, ligament, meniscus, and the annulus fibrosus) remains poor in adults and treatment is largely limited to surgical repair^67–69^. Recently, a few studies showed that regenerative healing is possible during fetal and neonatal stages^70–74^, however primary fetal and neonatal cells are not clinically viable options for transplantation. Although differentiated cells can be derived from pluripotent sources such as ESCs, from a translational perspective, there are ethical considerations for the use of these cells and practical challenges such as risk of teratoma formation^75,76^. These risks may be overcome by improving differentiation efficiencies or including selection markers^76^. In this study, we demonstrate that a directed differentiation approach efficiently generates tendon and fibrocartilage cells with transcriptional signatures comparable to in vivo embryonic cells, and can therefore be used to model developmental processes. While we refer to our non-chondrogenic *Scx-*expressing cell populations as tendon cells, it is likely that the ‘tendon’ phenotype here can be broadly applied to related tissues such as ligaments, which connect bone to bone. Although differences between tendons and ligaments emerge postnatally with adaptation to local loading environments (and indeed, differences between anatomic tendons also emerge postnatally^77^), at these relatively early embryonic stages, there is no evidence that tendons and ligaments are transcriptionally distinct^23^. Ongoing research will focus on applying these protocols to human iPSCs, which may have more direct translational potential for tendon/ligament and fibrocartilage (meniscus/annulus fibrosus) repair.

Surprisingly, a pure cartilage population was not observed in our cultures despite the known role of TGFβ signaling in chondrogenesis^14,15^, as cells expressing a chondrogenic signature also strongly expressed fibrous markers. These opposing responses to TGFβ may be due to the distinctive competence of paraxial mesoderm cells (vs. other progenitor cell types such as mesenchymal stem cells), since previous studies using mouse somitic cells also showed that TGFβ exerts a strong fibrogenic effect at the expense of chondrogenesis^78^. During limb development, TGFβ also induces bipotent *Scx*+/*Sox9*+ progenitors that are subsequently allocated to either tendon (*Scx*+ only) or cartilage (*Sox9*+ only)^16^. This fate decision is mediated in part by BMP signaling, which turns off *Scx* in a subset of progenitors while maintaining *Sox9*. Although BMP activation was shown to inhibit *Scx* expression in early limb development and BMP ligands are used to promote cartilage differentiation in vitro^17,28,37^, manipulation of BMP signaling did not affect ScxGFP induction in our system when TGFβ signaling was also active. Our results suggest that while BMP4 signaling in the absence of TGFβ does indeed inhibit *Scx* expression, TGFβ may also induce the production of other members of the BMP family that further promote tenogenic induction (since supplementation with LDN-193189 resulted in a marked reduction of ScxGFP induction). Potential members may be BMPs 12, 13, and 14 (formerly known as GDFs 7, 6, and 5, respectively), which were shown to be involved in embryonic tendon development^79–82^. Recent studies also demonstrate a critical role for BMP signaling in tendon growth postnatally, indicating that BMP signaling is required for normal tendon development^83^. In addition, the sustained presence of TGFβ prevented the inhibitory effect of BMP4 signaling since only a modest decrease in ScxGFP cells was observed with no effect on tendon gene expression. This may be due to differences in timing/sequence of molecular factors or indicate that TGFβ exerts a more dominant or antagonistic role.

In these studies, we also identified retinoic acid signaling as a key driver of tendon vs fibrocartilage fates in the presence of TGFβ. Although retinoic acid signaling has been extensively studied in the context of skeletal and cartilage development, there are few studies in the context of tendon and fibrocartilage tissues. For tendon, retinoic acid molecules are implicated in tendon-muscle patterning in the eye and cranium^84,85^. Activation of retinoic acid signaling (in the absence of TGFβ) was also suggested to maintain stemness of tendon stem/progenitor cells while restricting differentiation along mesenchymal lineages, including tendon^86^. Of the three retinoic acid receptors (RARα, RARβ, and RARγ), RARγ is essential in the cartilage growth plate for skeletal development, but functions in combination with either RARα or RARβ since single null RARγ mutants are normal^87^. The RARs can act as transcriptional activators or repressors, depending on ligand binding. In the absence of ligand, RARγ functions as a repressor which results in chondrogenic activity. Repressor activity can be enhanced by using synthetic retinoids that act as inverse agonists, such as AGN 193109. Ligand binding with a standard agonist on the other hand (such as ATRA), results in repression of chondrogenesis^48^. Here, we applied synthetic retinoic acid molecules (AGN 193109 and CD1530) in the presence of TGFβ to differentiated paraxial mesoderm and showed that the anti-chondrogenic effects of RARγ agonism were independent of fibrous differentiation. We therefore propose that TGFβ drives the activation of fibrous markers while retinoic acid signaling toggles chondrogenesis. Unlike with BMP signaling, there does not seem to be an antagonistic relationship between TGFβ and retinoic acid pathways, although it has been suggested that the anti-chondrogenic activities of retinoic acid activation is through suppression of Smad2/3 phosphorylation^88^. Interestingly, recent research indicates that the tenogenic/fibrous functions of TGFβ signaling is likely through non-canonical (ie. non-Smad) pathways, suggesting a mechanism by which TGFβ signaling can distinguish fibrous vs chondrogenic differentiation^83,89^. Interestingly, the activity of retinoic acid signaling appears highly context-dependent. During paraxial mesoderm specification, we found that early activation of retinoic acid signaling resulted in differentiation toward a neural fate. When paraxial mesoderm was successfully induced however, retinoic acid signaling functioned in concert with TGFβ to regulate tendon vs fibrocartilage. In our cultures, activation or inhibition of retinoic acid signaling at these latter stages did not induce a stem-like phenotype as was previously reported in adult-derived tendon stem/progenitor cells^86^, since both CD1530 and AGN 193109 treatment groups showed robust upregulation of tenogenic differentiation markers. Further, sustained culture in 2D in the presence of CD1530 did not maintain proliferation potential. Other studies showed that within the context of BMP signaling, retinoic acid signaling does not inhibit chondrogenesis, but induces chondrocyte hypertrophy instead^90^. In limb bud cultures, retinoic acid signaling resulted in the suppression of chondrogenesis without impacting myogenesis^50^. Thus, the effect of retinoic acid activation or antagonism highly depends on other signaling pathways to provide contextualizing signals, as well as on the competence of the cell types experiencing the signaling. Future studies will further define interactions between TGFβ, BMP, and retinoic acid signaling pathways in tendon/fibrocartilage differentiation in vivo and in vitro and test additional molecular regulators of these fates.

Successful induction efficiencies of >90% enabled the use of RNA-seq to profile transcriptional trajectories defining tendon and fibrocartilage differentiation. We were particularly interested in early kinetics since the transcription factors that regulate tendon and fibrocartilage induction have yet to be identified. Transcriptional profiling of tendon and fibrocartilage fate trajectories revealed several transcription factors associated with induction, both fate-independent and -dependent. These included several transcription factors that correlated with *Scx* expression pattern. Analysis of in vivo embryonic mouse tails showed upregulation of several of these molecules in concert with tendon and fibrocartilage differentiation. A subset of these were also identified in previous microarray and sequencing datasets of embryonic tendon cells^22,23^, further demonstrating the potential of our differentiation models to recapitulate in vivo developmental processes. Future work will test the function of these transcription factors in tendon and fibrocartilage specification through gain or loss of function experiments. These findings provide new insight in the molecular regulation of these clinically challenging, dense connective tissues. Further, since definitive phenotypic markers remain limited for these tissues, our data now provide comprehensive transcriptional signatures associated with the acquisition of tendon and fibrocartilage cell fates.

Although the development and maintenance of fibrous vs cartilaginous tissues is typically thought to be driven by mechanical loading demands (tensile and compressive forces, respectively)^2,3,11^, our studies also suggest that molecular factors alone can control the switch between tendon and fibrocartilage fates under the same 2D environment. However, prolonged culture under 2D conditions resulted in progressive loss of tenogenic phenotype, consistent with prior reports^91–93^. We overcame this limitation by inducing tenogenesis under 3D culture conditions and showed improved differentiation compared to 2D culture. Surprisingly, the fibrocartilage condition appeared largely insensitive to 3D environment since tendon and cartilage genes were relatively unchanged with 2D or 3D culture. Although compressive loading is thought to drive chondrogenesis, cartilaginous nodules were still observed under static tension, suggesting that biochemical cues can drive fibrocartilage formation independent of mechanical signals. This difference in mechanical dependency between tendon and fibrocartilage is intriguing and supported by some evidence in the developmental literature. For tendons, loss of muscles results in early and complete loss of forearm tendons in the mouse limb^63^. In contrast, the meniscus is formed and maintained when muscles are absent, but dynamic muscle contraction is required for the maintenance of matrix markers^94,95^. Using our system, we can dissect mechanotransduction mechanisms underlying tendon and fibrocartilage development and precisely control loading parameters, which is not feasible in vivo during mouse embryonic stages.

Here, we demonstrate the utility of these high-efficiency protocols for studying tendon and fibrocartilage development, mechanobiology, and signaling, however, they can also be applied for high-throughput small molecule screening to identify drug targets for clinical applications. Moreover, the wide availability of genetic tools in the mouse system also allows the use of mESCs derived from mutant lines for disease modeling or test loss of gene function in vitro in the context of tendon and fibrocartilage induction. Future studies will test these applications to advance scientific understanding and develop potential therapies for regenerative repair of these dense connective tissues.

## Methods

### Tenogenic differentiation of mESCs by activation of TGFβ and hedgehog signaling

mESCs were derived from ScxGFP tendon reporter mice^9^. Briefly, mouse blastocysts (E3.5-3.75) from ScxGFP mice were individually plated onto irradiated primary mouse embryonic fibroblasts (MEFs, 1 × 10^5^ cells/cm^2^, R&D Systems Cat #PSC001) for 4–5 days in ES media (DMEM with 1 mM non-essential amino acids, 1 mM sodium pyruvate, 2 mM L-glutamine, 10  μM beta-mercaptoethanol, 15% ES-qualified fetal calf serum, 50 μg/mL penicillin/streptomycin, 1000 U/mL LIF). Outgrowths of the inner cell mass were then manually isolated and replated and passaged several times until characteristic ES colonies were observed^96^. A total of 13 lines were obtained and genotyped for ScxGFP, which showed 8 ScxGFP+ and 5 ScxGFP- mESC lines. Experiments were carried out using 3 ScxGFP+ lines and a ScxGFP- line was cultured and differentiated in parallel for each experiment to set flow cytometry gates for GFP.

Undifferentiated mESCs were maintained with fetal bovine serum (FBS) and 20 ng/μL leukemia inhibiting factor (LIF) on MEF feeders^97^. All experiments were conducted by passage 12 or below. To differentiate mESCs, single-cell suspensions were cultured in Serum-Free Differentiation (SFD) media for 2 days with 500 nM LDN-193189 for embryoid body formation^98^. At day 2, SFD with 500 nM LDN-193189 and 5 μM CHIR was used for 4 days. On day 6, tenogenesis was induced using SFD with 10 ng/mL TGFβ1, 100 nM SAG, and 10 ng/mL FGF2. ScxGFP induction was determined using flow cytometry and detection of ScxGFP^hi^ and ScxGFP^lo^ cells was performed based on TGFβ1+ conditions as described below.

### Optimization of tendon differentiation by manipulation of retinoic acid signaling

To enhance paraxial mesoderm differentiation, embryoid body formation was carried out as described above, followed by 4 days of SFD with 500 nM LDN-193189, 5 μM CHIR, and either 100 nM AGN 193109 or 30 nM ATRA. Tendon-specific differentiation was subsequently induced using 4 days of SFD with 10 ng/mL TGFβ1, 100 nM SAG, 10 ng/mL FGF2, and 1 μM CD1530. Fibrocartilage-specific differentiation was induced for 4 days in SFD with 10 ng/mL TGFβ1, 100 nM SAG, 10 ng/mL FGF2, and 100 nM AGN 193109.

### Flow cytometry

Single-cell suspensions of dissociated cells were obtained at day 10 of differentiation and stained 1:1000 with DAPI (ThermoFisher) in 2% FBS in PBS. Flow cytometry was carried out on an LSRIIA instrument (BD Sciences) using FACSDiva v8.0.3. Flow cytometry analysis was carried out using FCS Express v7. Gating for ScxGFP positivity was performed with a negative control mESC line (derived from littermates) that did not contain the ScxGFP transgene and represented as a percentage of the parent gate. Flow cytometry gating strategy for ScxGFP is shown in Supplementary Fig. 12. ScxGFP high and low gates were formed by identifying local minima in TGFβ1 containing conditions.

### RNA isolation, reverse transcription, and real-time qPCR

RNA was isolated by Trizol/chloroform (Invitrogen) extraction, followed by cDNA synthesis (SuperScript VILO, Invitrogen), and gene expression assessed by qRT-PCR (SYBR, Applied Biosystems). Data were calculated using 2^–∆∆Ct^ with *Gapdh*. All primer sequences can be found in Supplementary Table 1.

### Single-cell RNA sequencing

Single-cell suspensions from cultured cells and E14.5 embryonic mouse tail cells were prepared and dead cell depletion performed (EasySep Dead Cell Removal (Annexin V) Kit, STEMCELL. Live cells were input into a 10x Genomics Chromium device. Single-cell RNA libraries were prepared using the Chromium Single Cell 3′ v3 Reagent Kit (10x Genomics) user guide. Sample libraries were pooled together at equimolar ratios and sequenced on an Illumina NextSeq 550 using 75-bp paired-end reads (high-output 75 cycle kit, cat no. 20024906), aiming for a sequencing depth of 20,000 reads/cell.

All subsequent data processing was conducted using the *cellranger* suite (version 3.1.0, 10X Genomics). Obtained FASTQ reads were aligned to the genome reference and mapped per cell using *cellranger* count. Multi-mapping reads were ignored during quantification. Gene-cell matrices were extracted and read into R and further analyzed using Seurat (version 3.0).

To exclude low-quality cells, the following quality control filters were applied and cells removed: cells with >7.5% of transcripts mapping to the mitochondrial genome, cells in the bottom 2% quantile (low quality) and top 2% quantiles (likely doublets/multiplets) of the transcripts detected per cell. Data of the resulting cells was normalized via the SCTransform method.

To confirm the identity of cultured cells, we used Seurat’s integrated projection method, setting the scRNA-seq data from the embryonic tail as a reference and the cultured cells as the query. To account for batch effect differences, we used the Seurat alignment method to integrate the datasets. Developer defaults were used to conduct integration. The alignment leverages canonical correlation analysis to find linear relationships between features between datasets. Using these linear relationships, the method identifies a shared correlation space where accurate comparisons between datasets can be made. For each dataset, highly variable features were identified by taking the union of the top 3000 genes with the highest dispersion across both datasets. Canonical correlation analysis was applied upon these highly variable features to identify common sources of variation between the datasets. The first 30 correlational components were used to align the datasets and the resulting dataset was used for further analysis.

Principle component analysis was performed on the batch-corrected dataset. After visual inspection of the resulting components and contributions via scree-plot, 30 dimensions were used for unsupervised clustering and 2D projection of the data. Unsupervised clustering was done using the smart local moving algorithm () at a resolution of 0.2 to identify the major clusters. 2D projection and visualization of the clustering results were done using the uniform manifold approximation and projection (UMAP) method. UMAPs were generated using the same number of dimensions as with the clustering. Other gene expression plots were generated using Seurat base functions and ggplot2 v3.3.0. Gene ontology was performed using enrichR (2016 version)^99^.

### RNA sequencing

Time course RNA-seq was performed by preparing three biological replicates of samples from the undifferentiated PM and samples from the tendon and fibrocartilage differentiation protocols at days 0.25 (6 h), 0.75 (18 h), 1.5, 2.5, and 4. RNA extraction was performed using Qiagen’s RNeasy Plus Universal mini kit according to the manufacturer’s instructions. Libraries were prepared using the NEB Next Ultra NRA Library Prep Kit for Illumina Sequencing in accordance with the manufacturer’s instructions. The sequencing libraries were validated on the Agilent TapeStation (Agilent Technologies), and quantified by using Qubit 2.0 Fluorometer (Invitrogen) as well as by quantitative PCR (KAPA Biosystems).

The sequencing libraries were clustered on 1 lane of a flowcell. After clustering, the flowcell was loaded on the Illumina 4000 HiSeq instrument according to the manufacturer’s instructions. The samples were sequenced using a 2 × 150 bp Paired End (PE) configuration. Image analysis and base calling were conducted by the HiSeq Control Software v3.6.3. Raw sequence data (.bcl files) generated from Illumina HiSeq was converted into fastq files and de-multiplexedusing Illumina’s bcl2fastq v2.20 software. One mismatch was allowed for index sequence identification.

Spliced transcripts were aligned and mapped to the Mus musculus reference genome (GRCm38) using STAR Aligner v2.7^100^. Feature counting was subsequently performed with featureCounts v1.6.0^101^. Normalization, estimation of dispersion effects, and differential gene expression (DGE) were performed in R software v3.6.3 using edgeR v3.28.1^102^. Hierarchical clustering was implemented in SciPy v1.3.0^103^. All images were visualized in Python v3.7.3 with Seaborn v0.9.0 and Matplotlib v3.1.0^104^.

### Proteomic analysis of receptor tyrosine kinases

The Mouse Phospho-Receptor Tyrosine Kinase (RTK) Array Kit (Catalog # ARY014, R&D Systems) was used to detect phosphorylation levels of 39 RTKs in day 10 differentiated cells in accordance with the manufacturer’s protocol. Two hundred micrograms of total protein lysate from each sample was used per membrane. Protein concentration was determined using Pierce BCA Protein Assay Reagent (ThermoFisher Scientific). Following processing, each array membrane was exposed to X-ray film for 1 h and developed using a JPI X-ray film processor. Relative density of positive array hits was analyzed using ImageJ v1.53e software gel analysis and background subtraction applied using the included negative PBS control.

### Collection of mouse embryos

Mouse embryos were collected from ScxGFP dams based on the time of conception according to Institutional Animal Care and Use Committee at the Icahn School of Medicine at Mount Sinai approved procedures (Protocol #IACUC-2014-0031) and consistent with animal care guidelines. Whole-mount imaging of embryos was carried out immediately at the time of harvest using Leica stereoscope fitted with GFP filter. Tails were then immediately placed in Trizol for RNA isolation.

### Generation of 3D engineered tissues and dynamic loading

mESCs were differentiated toward D6 PM under 2D conditions, trypsinized, and embedded into 3D type I collagen gels at 250,000 cells per 2 mg/mL PureCol^62^. Cell-seeded gels were cast into sterilely prepared PDMS plates between two prolene sutures pinned in place by minutien pins. After casting, gels were placed in a humidified 37 C incubator for 1 h to allow the gel to set before flooding with SDF media containing 10 ng/mL FGF2, 10 ng/mL TGFβ1, and 100 nMSAG. Tendon-specific conditions also included 1 µM CD1530 while fibrocartilage-specific conditions included 100 nM AGN 193109. For dynamic loading experiments, a custom 3D-printed mold was used to cast PDMS dishes that fit on the STREX Cell Stretching System. Cell-seeded gels were then created in these custom dishes as described above and cultured for 7 days in CD1530- or AGN 193109-containing media until full contraction. Validation of loading parameters was carried out by imaging gels during varying bioreactor inputs (2–15% elongation). The elongation experienced by gels was measured for each input using ImageJ. A calibration curve was then generated. Based on the literature indicating physiologic tendon loading of 6% elongation, we tested 3% and 6% elongation at 0.5 Hz for 4 h. Cell-seeded gels were collected immediately after loading for qPCR. Imaging of gels prior and after loading did not show changes in overall morphology or visible indications of damage.

### Second-harmonic generation two-photon imaging

Imaging was performed on whole-mount constructs in Opti-MEM medium without phenol red using the Olympus FVMPE-RS multiphoton laser scanning microscope with a water immersive objective at ×25. Acellular gels were imaged in parallel and used as background controls. Multiphoton excitation was performed with Dual Line Insight X3 laser at an excitation of 880 nm. Second-harmonic generation (SHG) and ScxGFP were recorded by GaAsP PMT detectors (4 G and 3 G, respectively). All parameters (ie, laser intensity, gain, high voltage, and offset) were selected to minimize background noise without oversaturation and were held constant for all constructs. Images were converted using the Bio-Formats plugin and batch-processed in ImageJ. Mean pixel intensity were analyzed to quantify SHG signal and collagen density.

### Immunofluorescence analyses

Engineered tendon constructs were fixed in 4% paraformaldehyde for 30 min, infiltrated in 15% and 30% sucrose (24 h), and embedded in OCT medium. Transverse cryosections (12 µm) were collected and immunostaining for collagen type II carried out using anti-COL2α1 (II-II6B3, 1:100, Developmental Studies Hybridoma Bank) with secondary detection by strepdavidin-Cy3 (016-160-084, 1:200, Jackson ImmunoResearch) with the M.O.M. kit (Vector Labs). Fluorescence imaging was carried out using the Zeiss Axioimager with Apotome optical sectioning and quantification performed in ImageJ.

### Statistical analyses

Quantitative results are presented as mean ± standard deviation (SD). ANOVA was used for multiple comparisons; where significance was detected, posthoc testing was then carried out (Graphpad Prism). All other quantitative analyses were analyzed using unpaired Students *t*-tests. Statistical analyses are indicated in figure legends. Significant outliers were detected using Grubb’s test (Graphpad Prism). Significance was determined at *p* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

The scRNA-seq and RNA-seq data generated in this study have been deposited in the GEO repository database under accession codes “GSE154525” and “GSE154397”. All other quantitative datasets including qPCR analyses, protein analyses, and immunostaining quantification are available in Supplementary Information/Source Data file provided with this paper. Source data are provided with this paper.

## Source data

Source Data File

# Supplementary material for: Transcriptional profiling of mESC-derived tendon and fibrocartilage cell fate switch
**Source:** Nat Commun. 2021 Jul 9;12:4208. doi: 10.1038/s41467-021-24535-5
**Supplement:** Supplementary file 1 — Supplementary Information

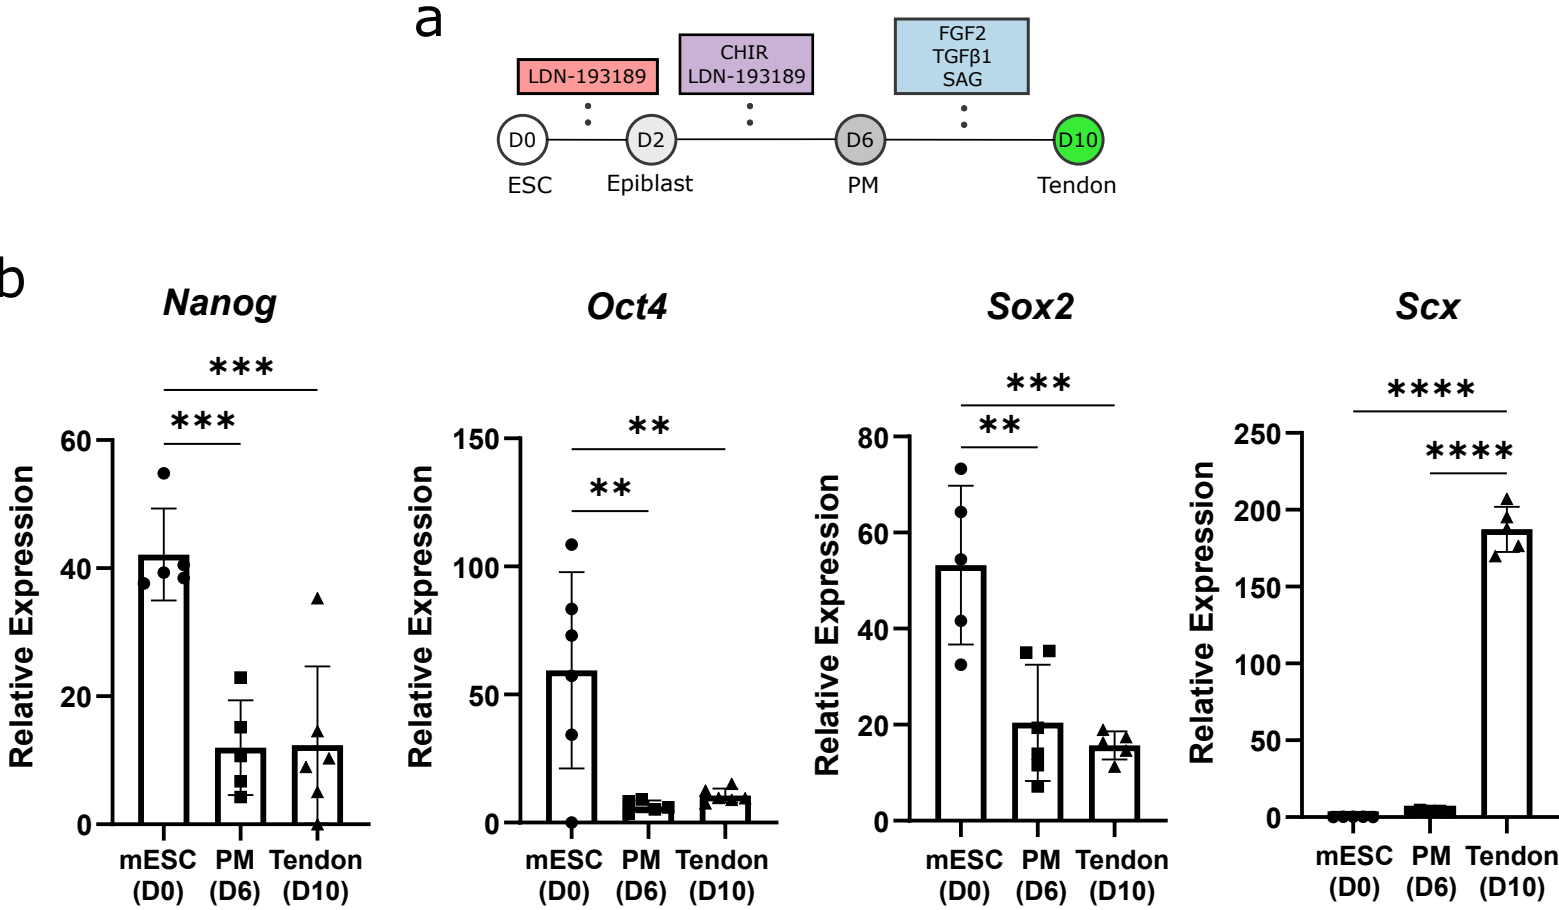

**Supplementary Figure 1: Loss of pluripotent markers with PM and tenogenic differentiation.** (A) Schematic of experimental design. (B) qPCR quantification of pluripotent markers (Nanog, Oct4, Sox2) and tendon marker (Scx) (n=6 independent samples, one way ANOVA with Tukey's posthoc tests). Data shown as mean+/-SD. \*\*p<0.01 \*\*\*p<0.001 \*\*\*\*p<0.0001. Source data provided in source data file.

Supplementary Figure 2

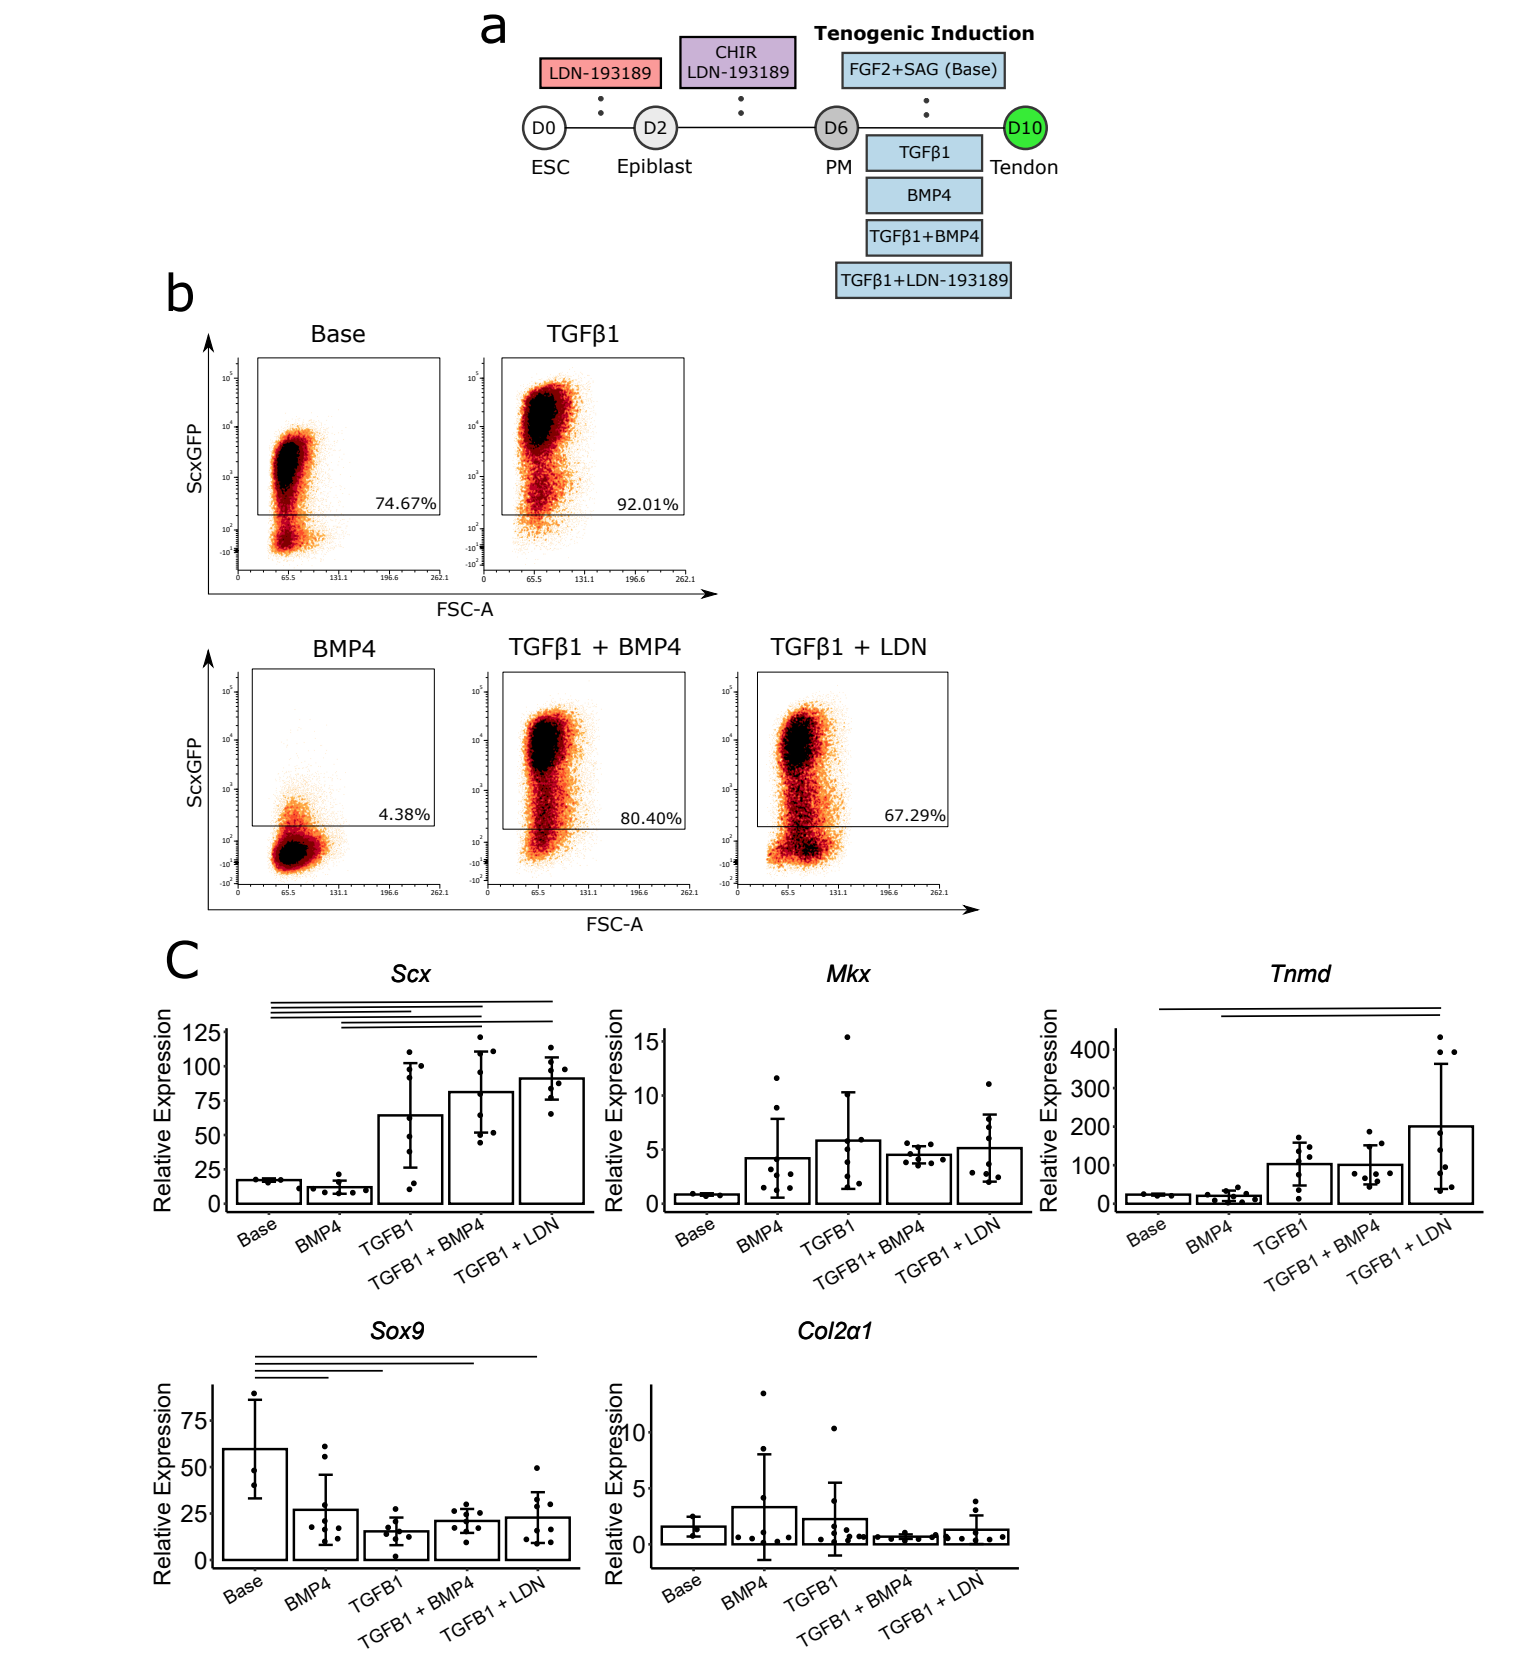

**Supplementary Figure 2: TGFβ signaling modifies the anti-tenogenic effects of BMP4.** (A) Schematic of BMP and TGFβ media conditions. Top row indicates common media components. Bottom row indicates media component variables. (B) Flow cytometry for ScxGFP (C) qPCR quantification of tendon (*Scx*, *Mkx*, *Tnmd*) and cartilage markers (*Sox9*, *Col2a1*) (n=3 independent samples for base condition, n=9 independent samples for all other conditions, one way ANOVA with Tukey's posthoc tests). Data shown as mean+/-SD. Bars indicate p<0.05. Source data provided in source data file.

# Supplementary Figure 3

a

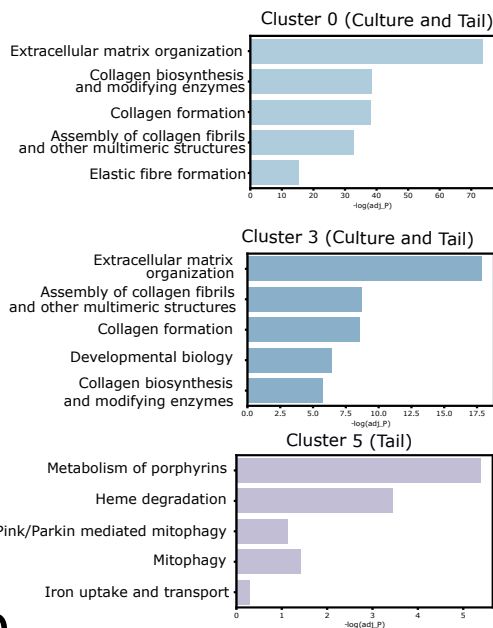

## Enrichment Term

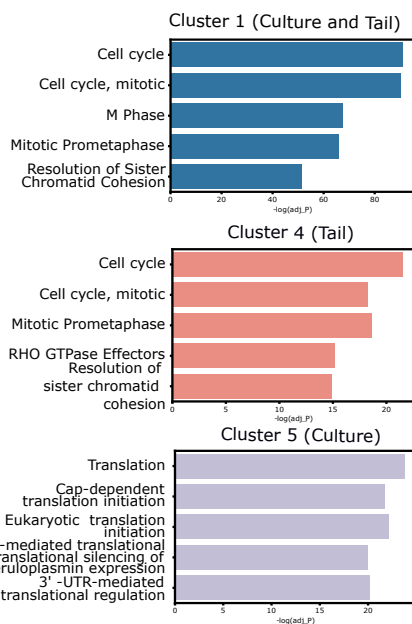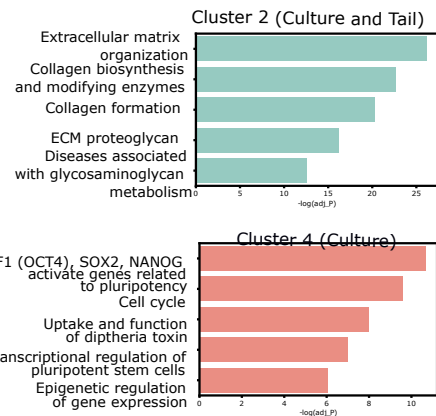

b

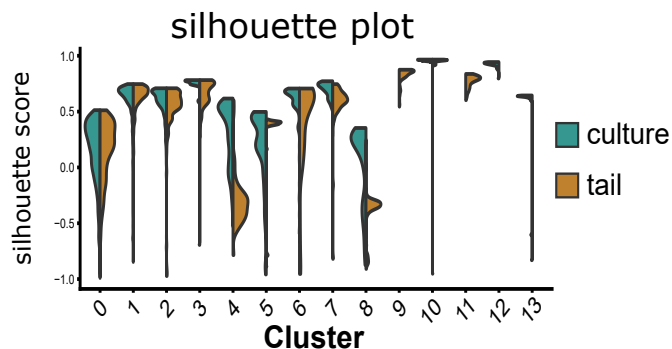

c

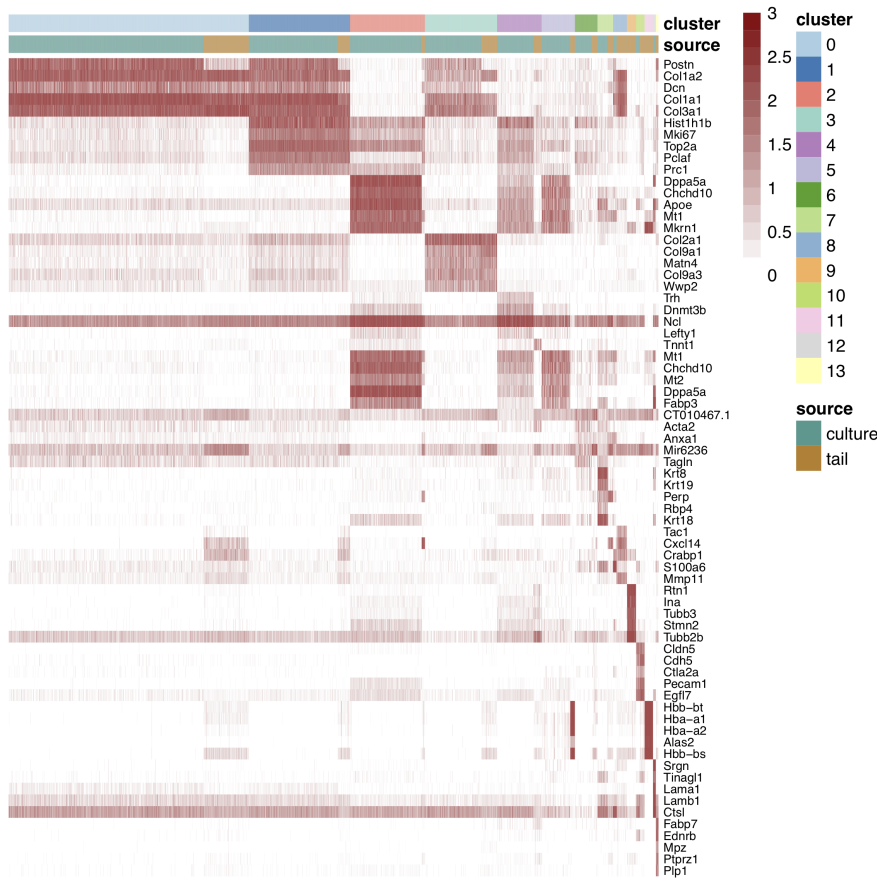

**Supplementary Figure 3: Differential gene expression reveals 14 clusters within the single cell RNA sequencing dataset defined by E14.5 mouse tail cells.** (A) Reactome analysis on differentially expressed genes for cells of the culture only, E14.5 tail only, or combined dataset. If silhouette plot revealed disintegrated cluster differential gene expression was performed on cells of the culture and tail separately and independent Reactome plots were made to explore the dataset. (B) Silhouette plot with distribution of silhouette scores by culture and tail over each cluster. (C) Heatmap with top 5 most differentially expressed genes within the combined culture-tail dataset. n=33 independent samples.

Supplementary Figure 4

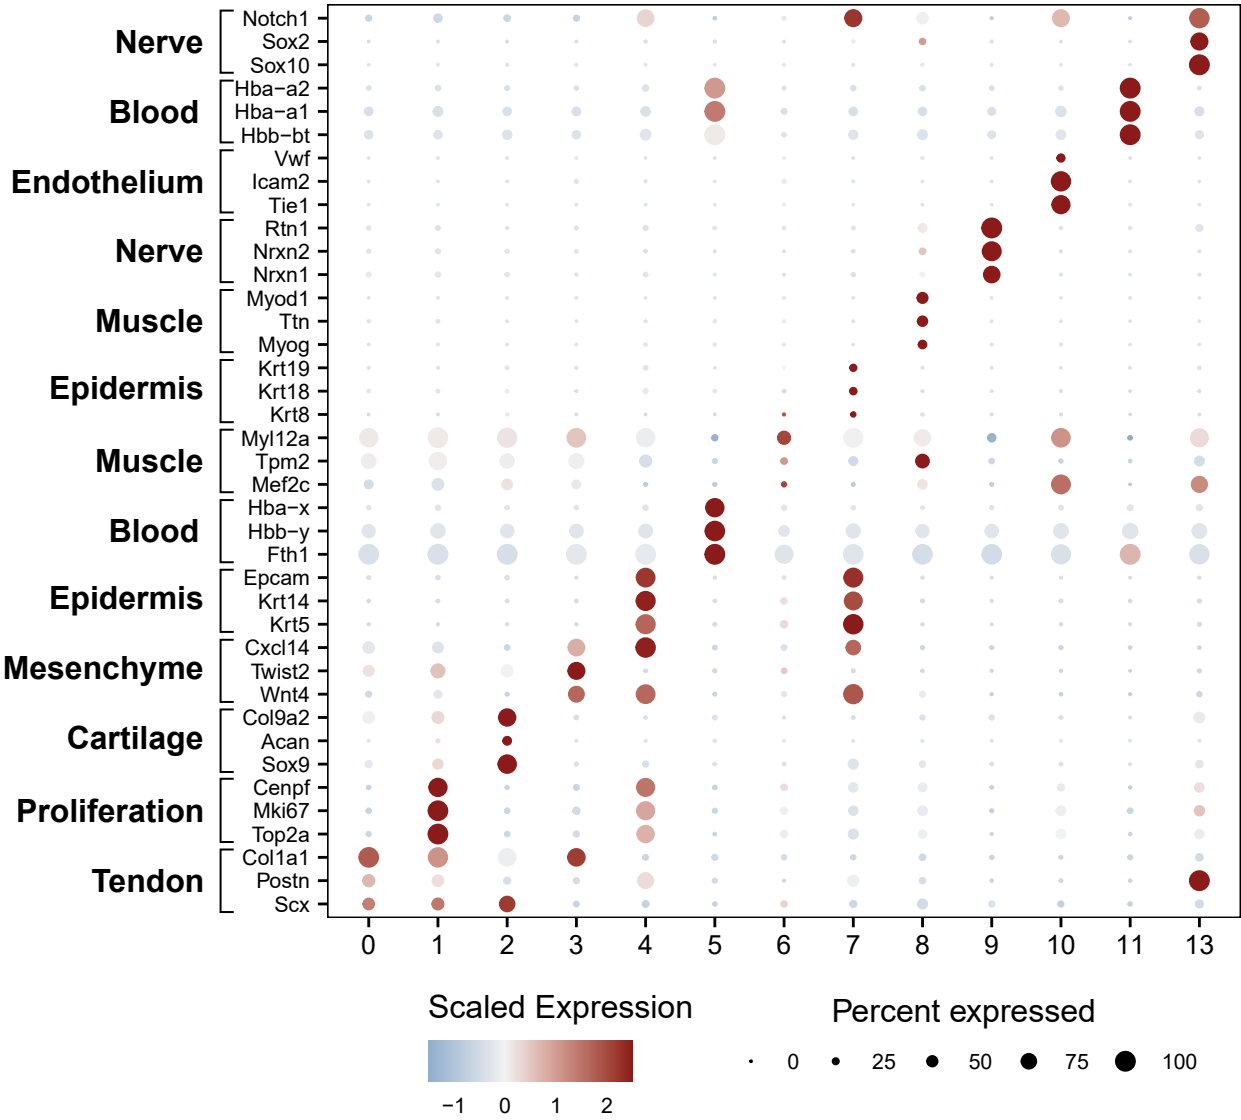

**Supplementary Figure 4: Dot plot analysis based on the scRNASeq E14.5 tail reference dataset shows cluster identities.** Cell phenotypes identified include tendon, proliferating cells, cartilage, mesenchyme, epidermis, blood, muscle, endothelium, and nerve cells.

Supplementary Figure 5

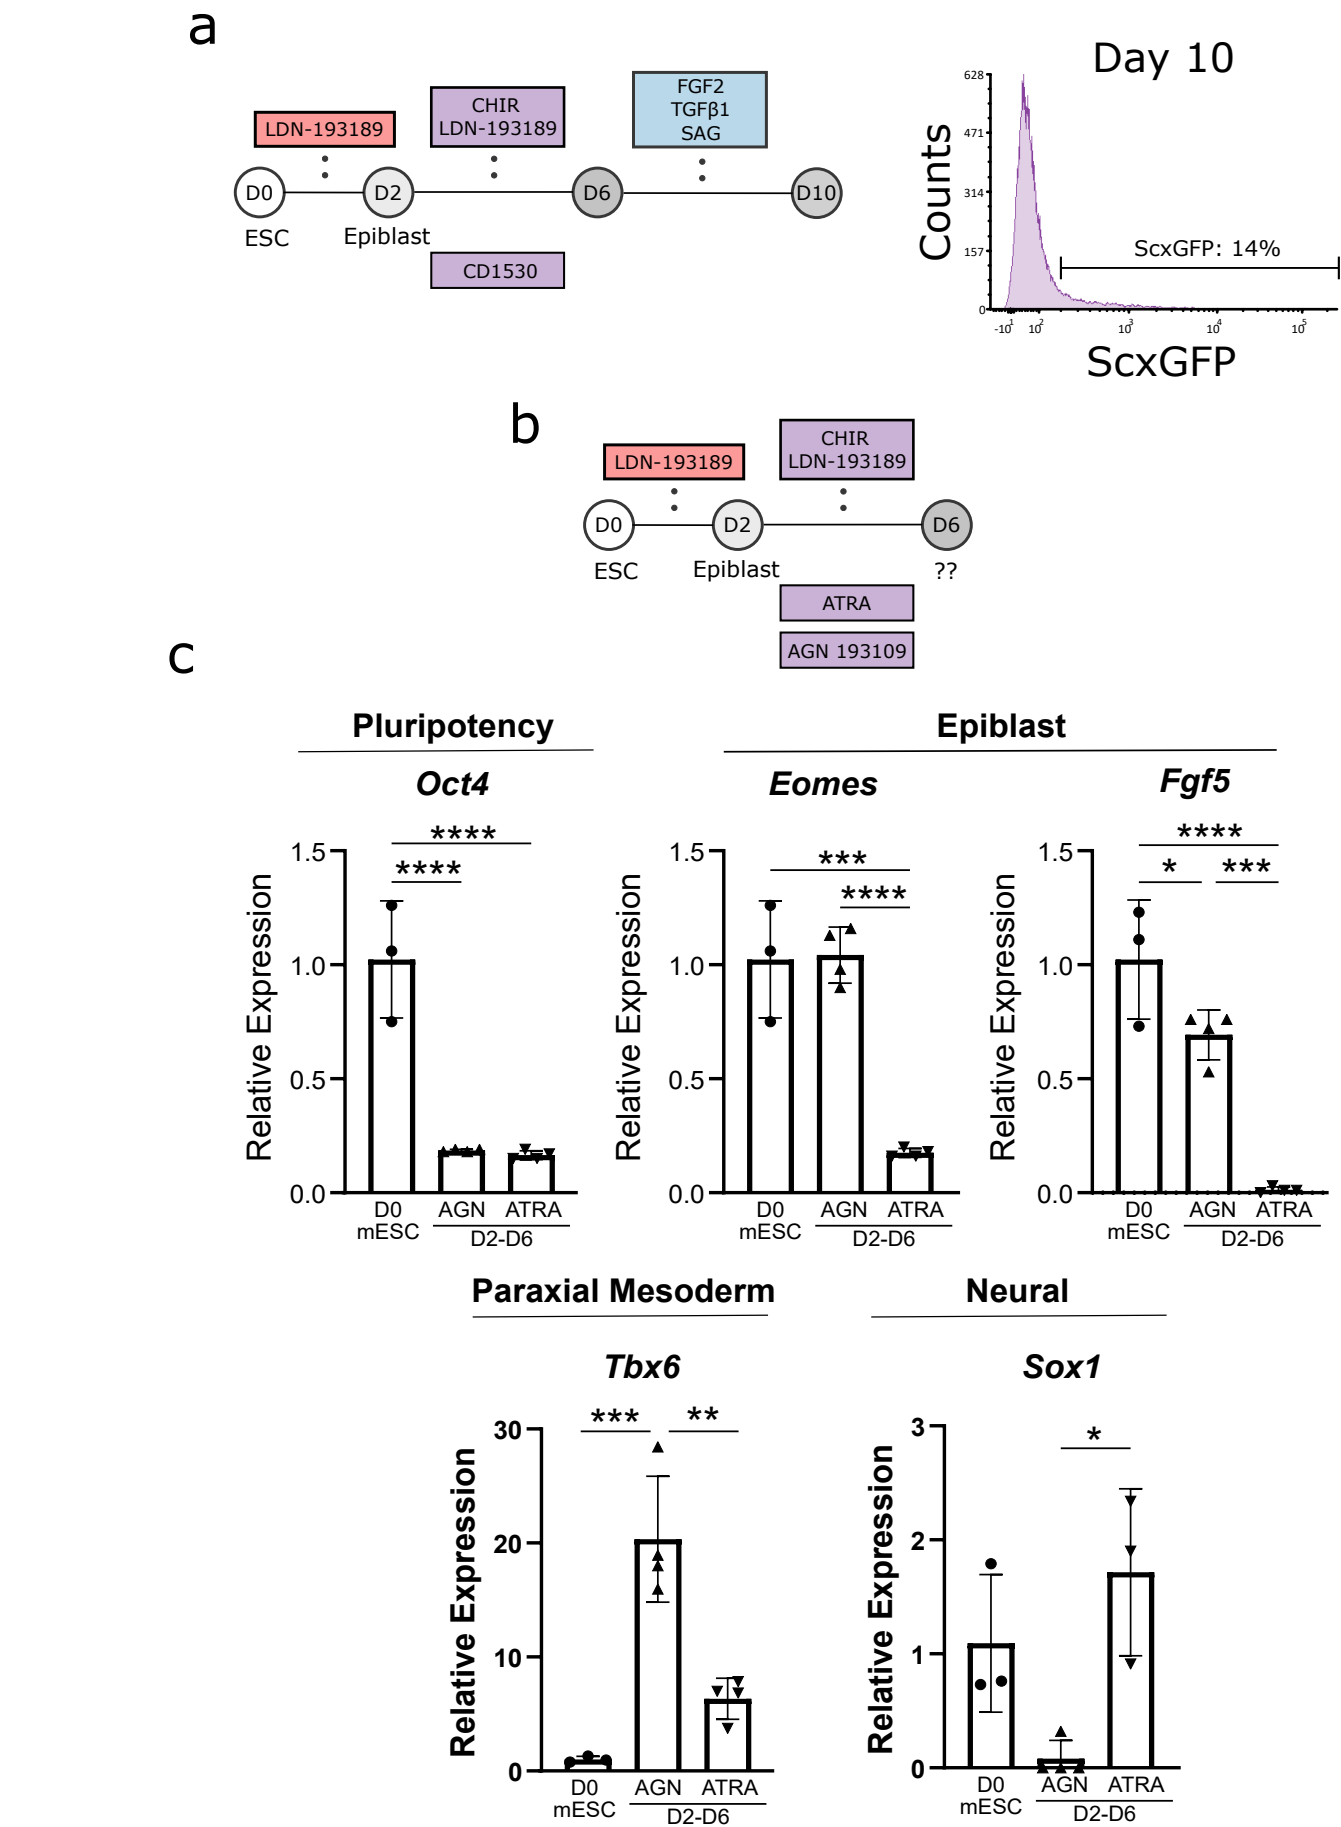

**Supplementary Figure 5: Activation of retinoic acid signaling during D2-D6 results in loss of paraxial mesoderm induction and loss of tenogenic competence.** (a) Schematic of experimental design and ScxGFP quantification at D10 with CD1530 treatment (D2-D6). (b) Schematic of experimental design of ATRA vs AGN treatment (D2-D6). (c) qPCR quantification of pluripotent (*Oct4*), epiblast (*Eomes*, *Fgf5*), paraxial mesoderm (*Tbx6*), and neural (*Sox1*) markers. (n=4 independent samples, one way ANOVA with Tukey's posthoc tests). Data shown as mean $\pm$ SD. \*p<0.05 \*\*p<0.01 \*\*\*p<0.001 \*\*\*\*p<0.0001. Source data provided in source data file.

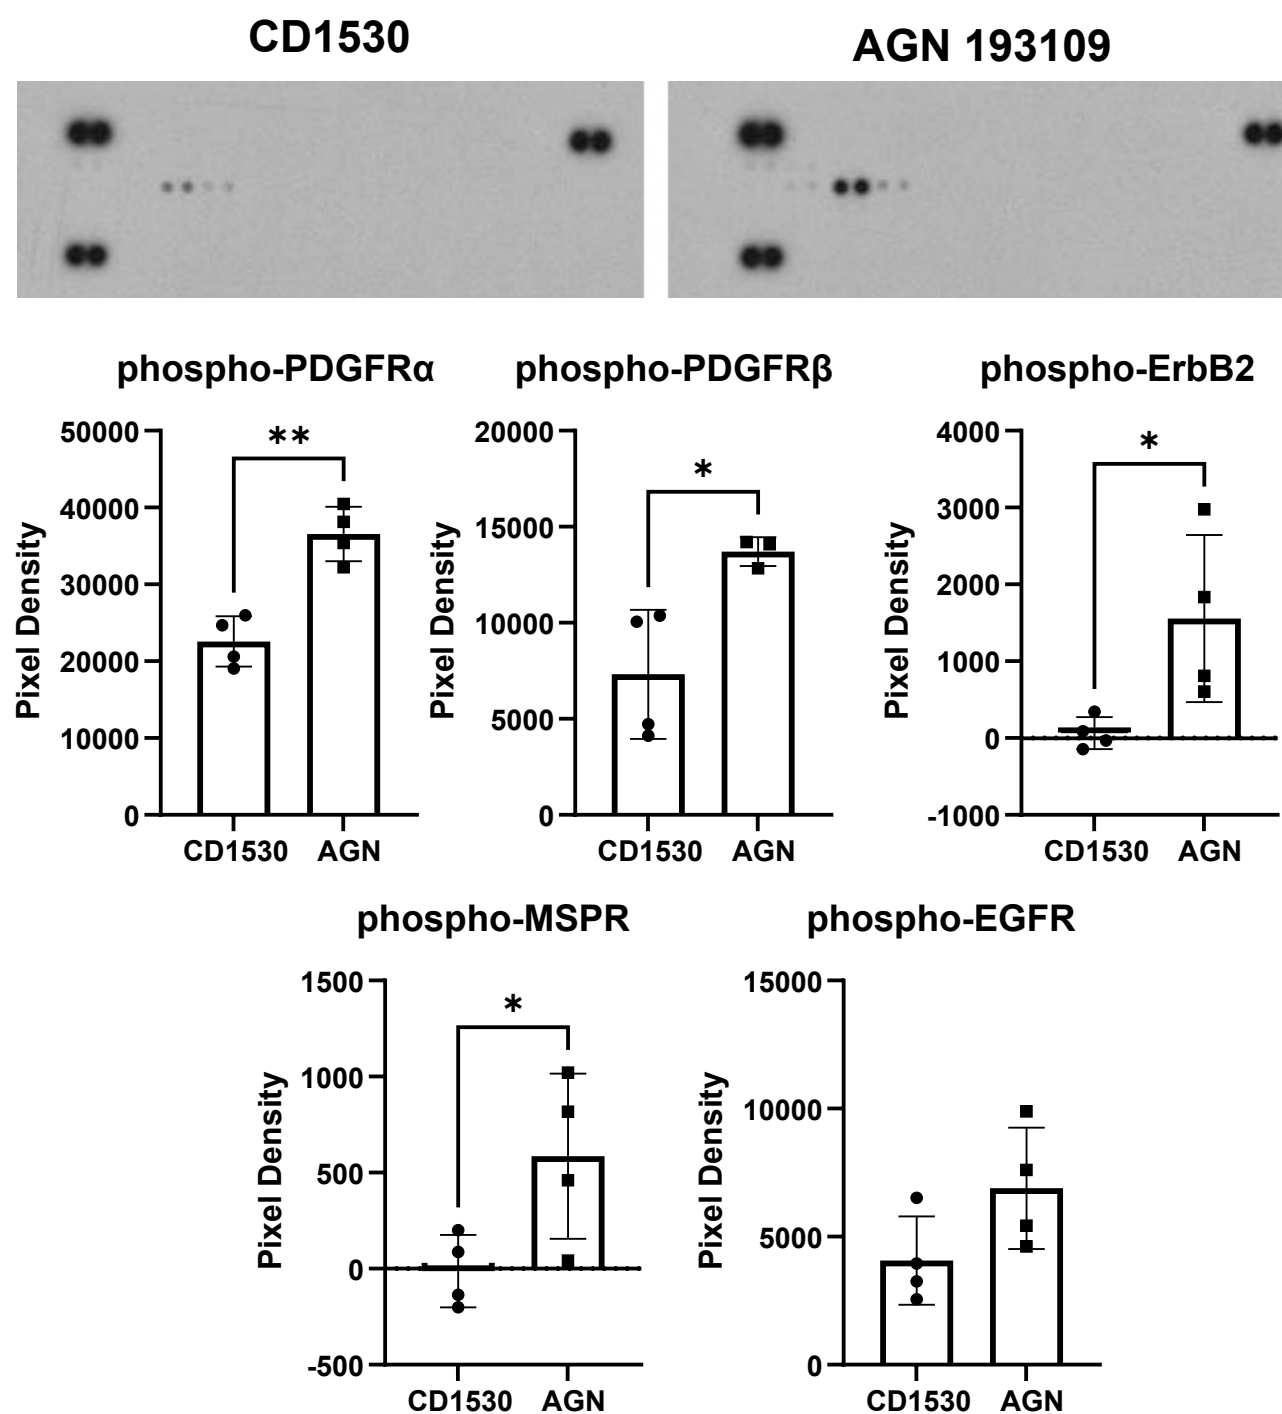

**Supplementary Figure 6: Proteomic analysis of phosphorylated receptor tyrosine kinases.**

Representative blots and quantification of phosphorylated PDGFR $\alpha$ , PDGFR $\beta$ , ErbB2, MSP-R, and EGF-R (n=4 independent samples, unpaired two-sided Student's t-tests). Data shown as mean $\pm$ SD. \* p<0.05 \*\* p<0.01. Source data provided in source data file.

Supplementary Figure 7

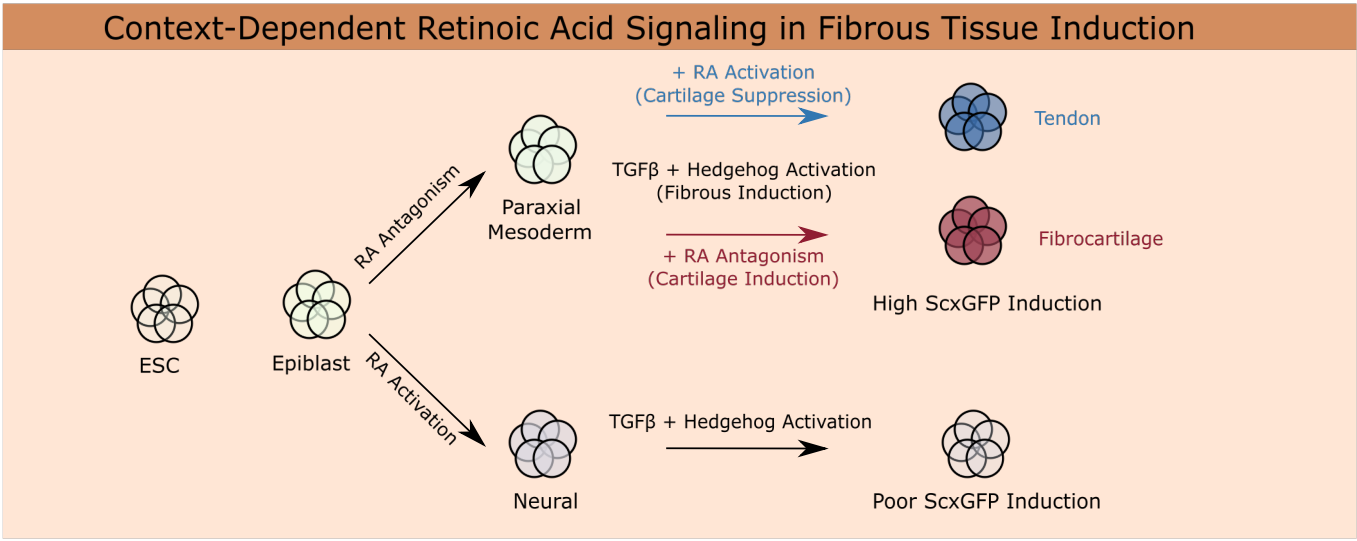

**Supplementary Figure 7: Schematic overview of context-dependent retinoic acid signaling.** The activity of retinoic acid activation or antagonism depends on cell competency as well as contextualizing signals from TGFβ and hedgehog activation.

Supplementary Figure 8

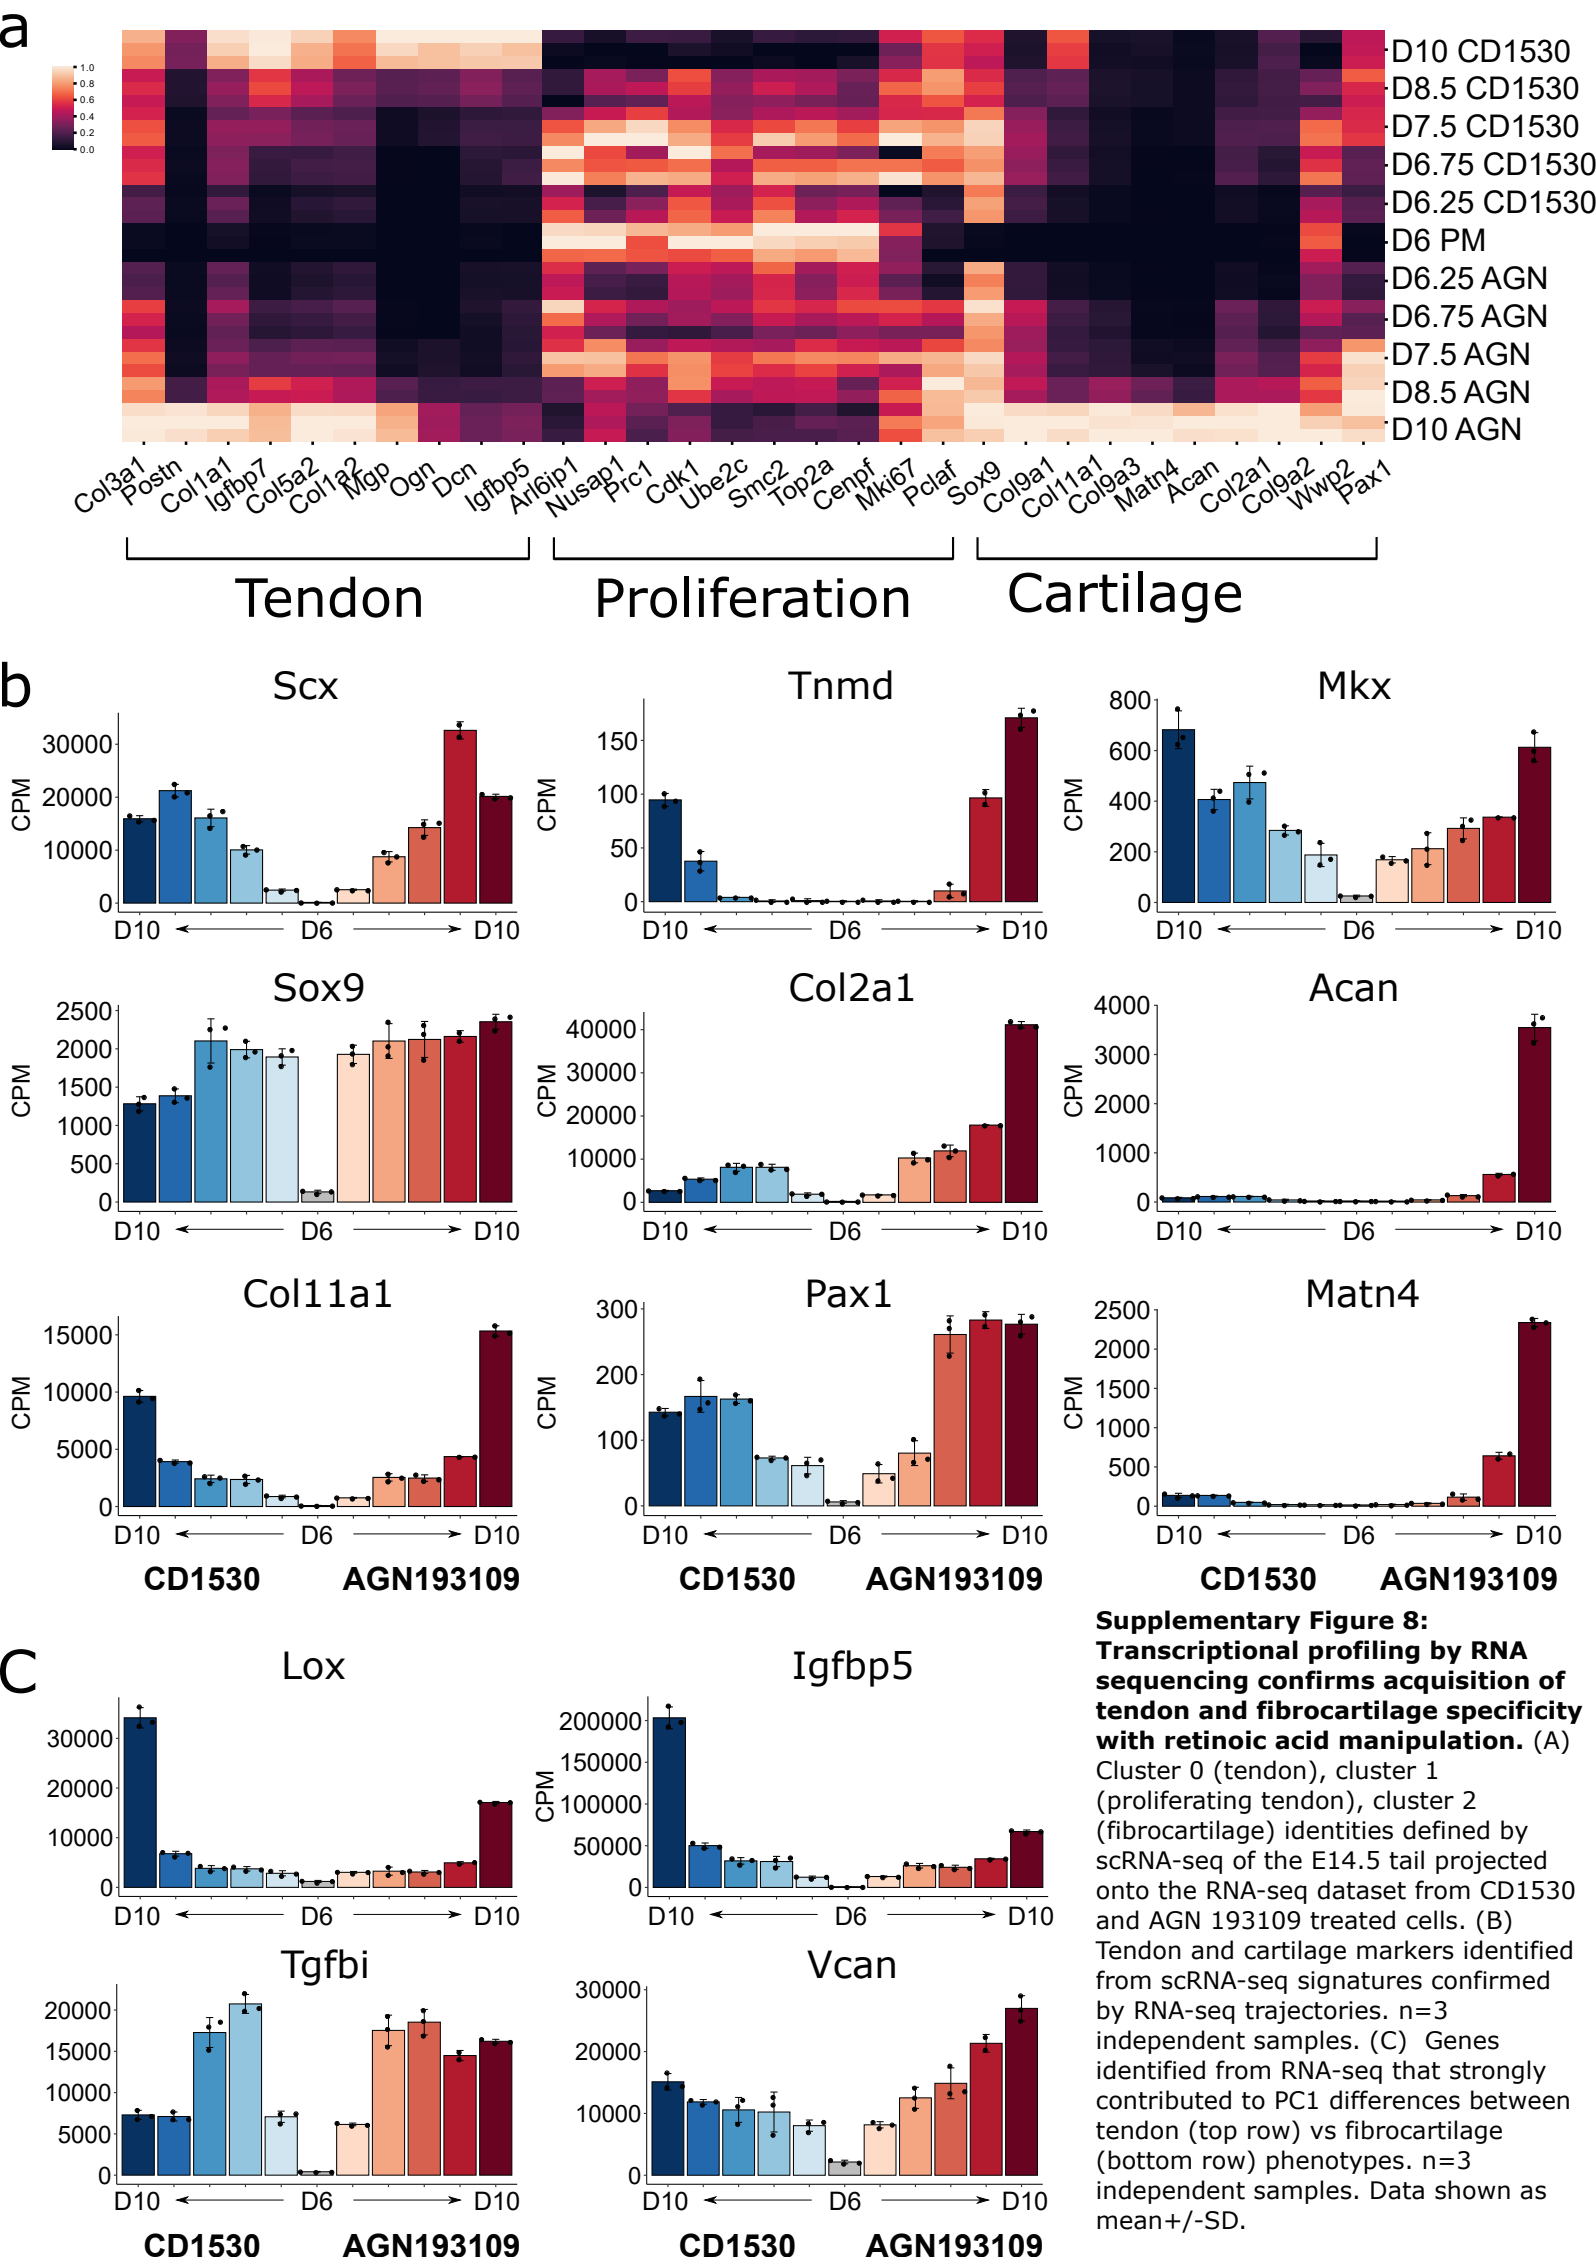

# Supplementary Figure 9

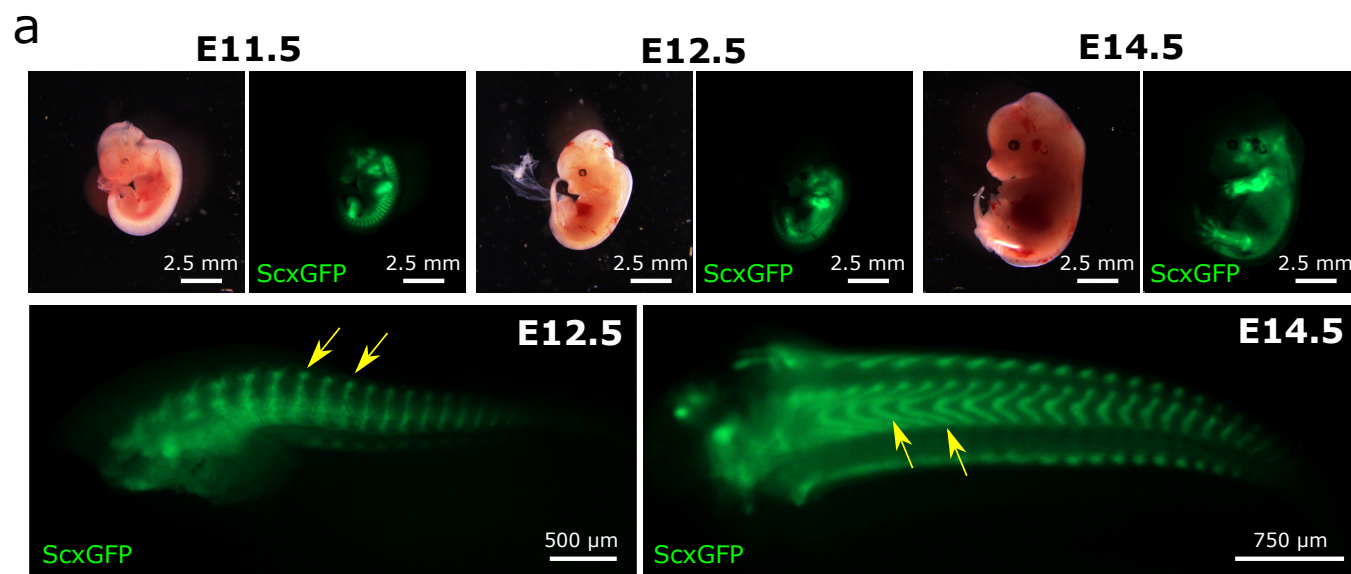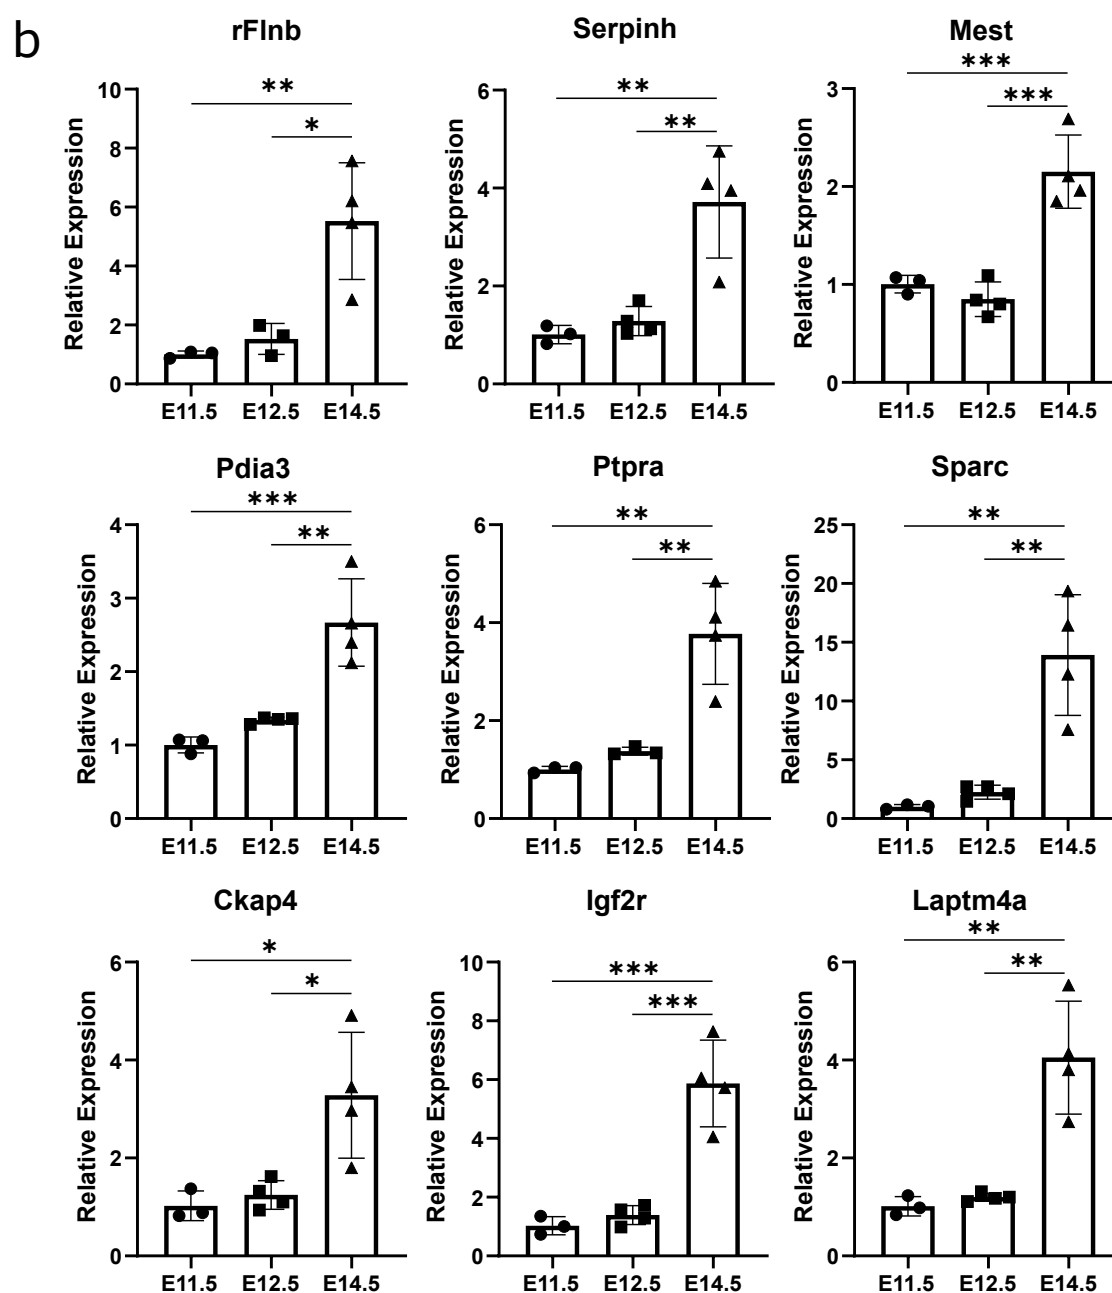

**Supplementary Figure 9: In vivo validation of fate markers identified from RNA-seq using embryonic mouse tails.** (A) Whole mount bright field and ScxGFP images of embryos collected at E11.5, E12.5 and E14.5. White arrows indicate ScxGFP+ syndetome at E12.5 and elongating tendon elements at E14.5. (B) Real time qPCR quantification of fate-independent markers identified from RNA-seq (n=3 E11.5 embryos and n=4 E12.5 and E14.5 embryos, one way ANOVA with Tukey's posthoc tests). Data shown as mean±/SD. \*p<0.05 \*\*p<0.01 \*\*\*p<0.001. Source data provided in source data file

Supplementary Figure 10

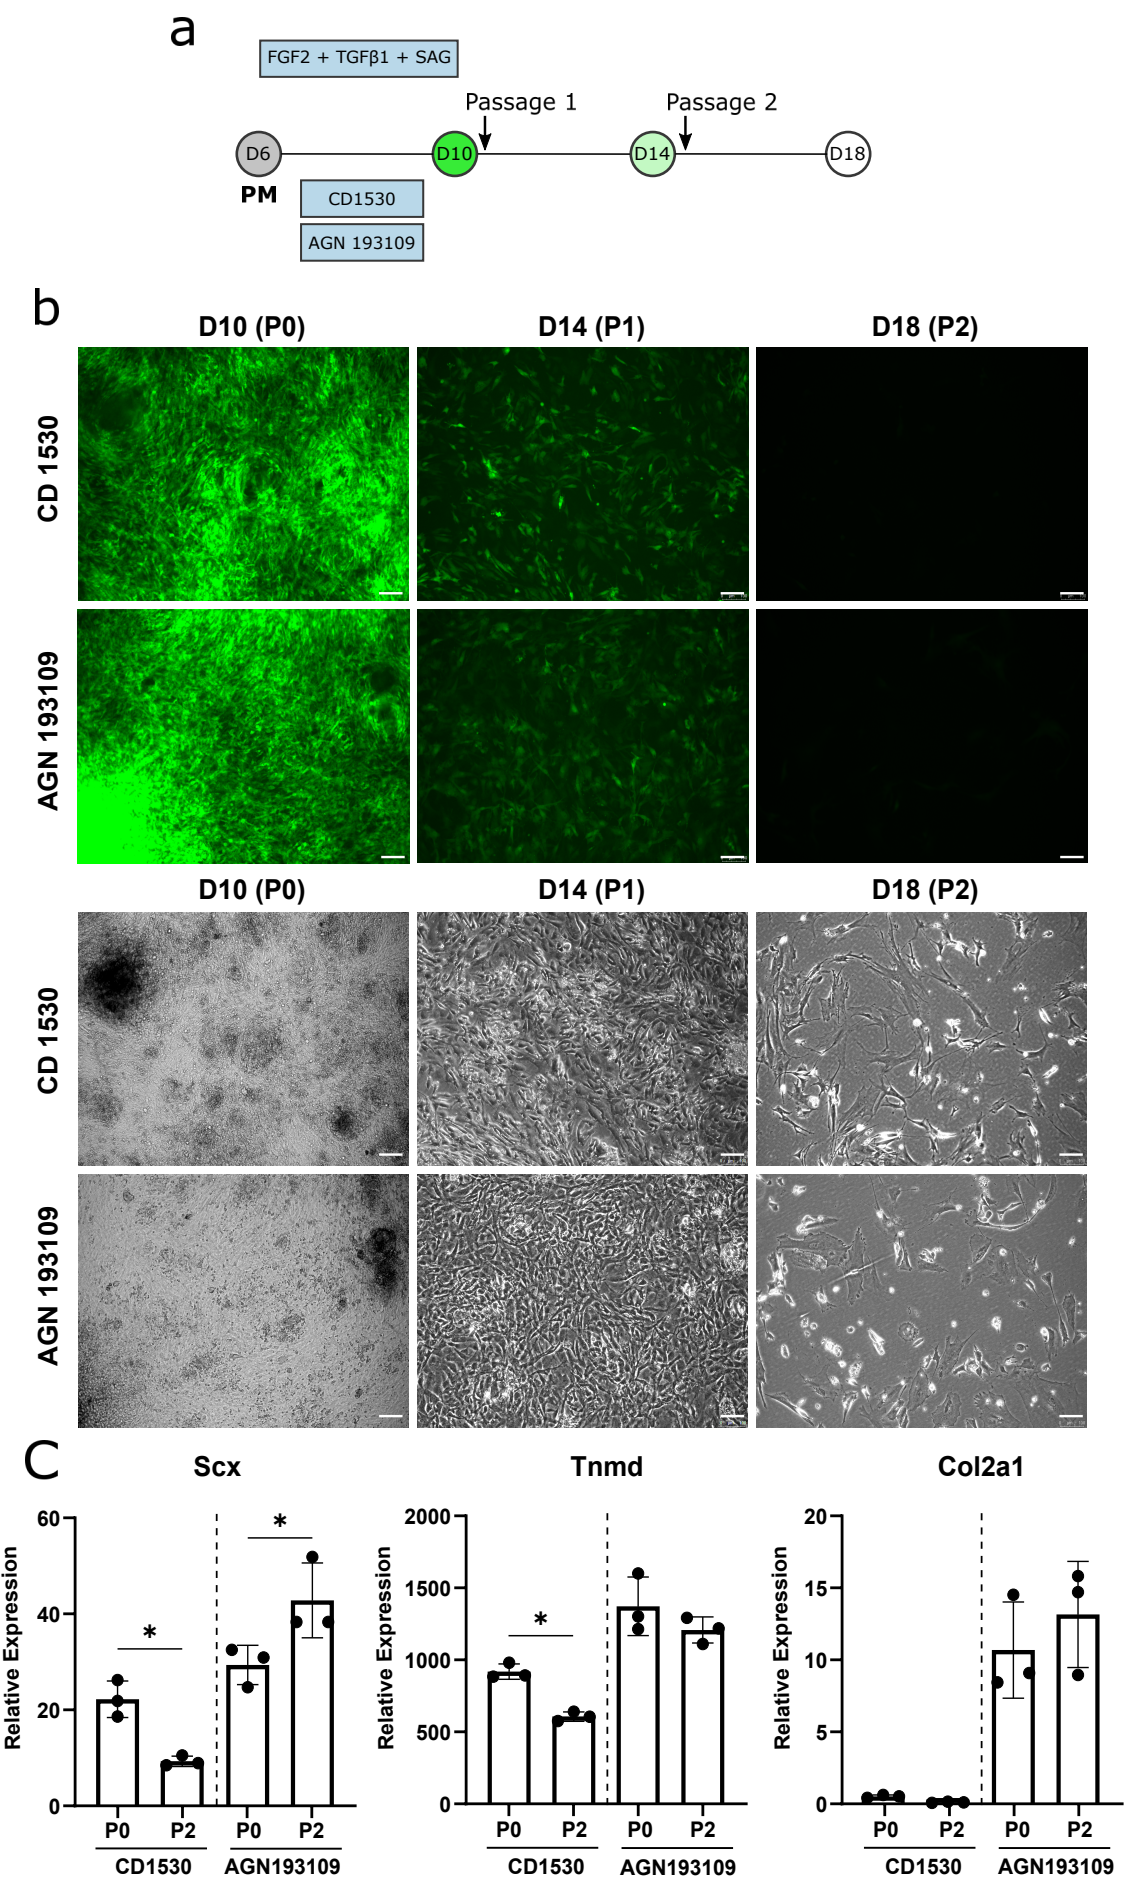

**Supplementary Figure 10: Extended 2D culture and passaging results in loss of ScxGFP and proliferative capacity.** (A) Schematic of experimental design. Top row indicates common media components. Bottom row indicates media component variables. Medias indicated were maintained throughout D6-D18. (B) Fluorescent and phase contrast imaging of cells. Scale: 100  $\mu$ m. Experiment was repeated three times. (C) Real time qPCR analysis of tendon (Scx, Tnmd) and cartilage (Col2a1) at passage P0 (D10) and passage P2 (D18) (n=3 independent samples, unpaired two-sided Student's t-tests). Data shown as mean $\pm$ SD. \*p<0.05. Source data provided in source data file.

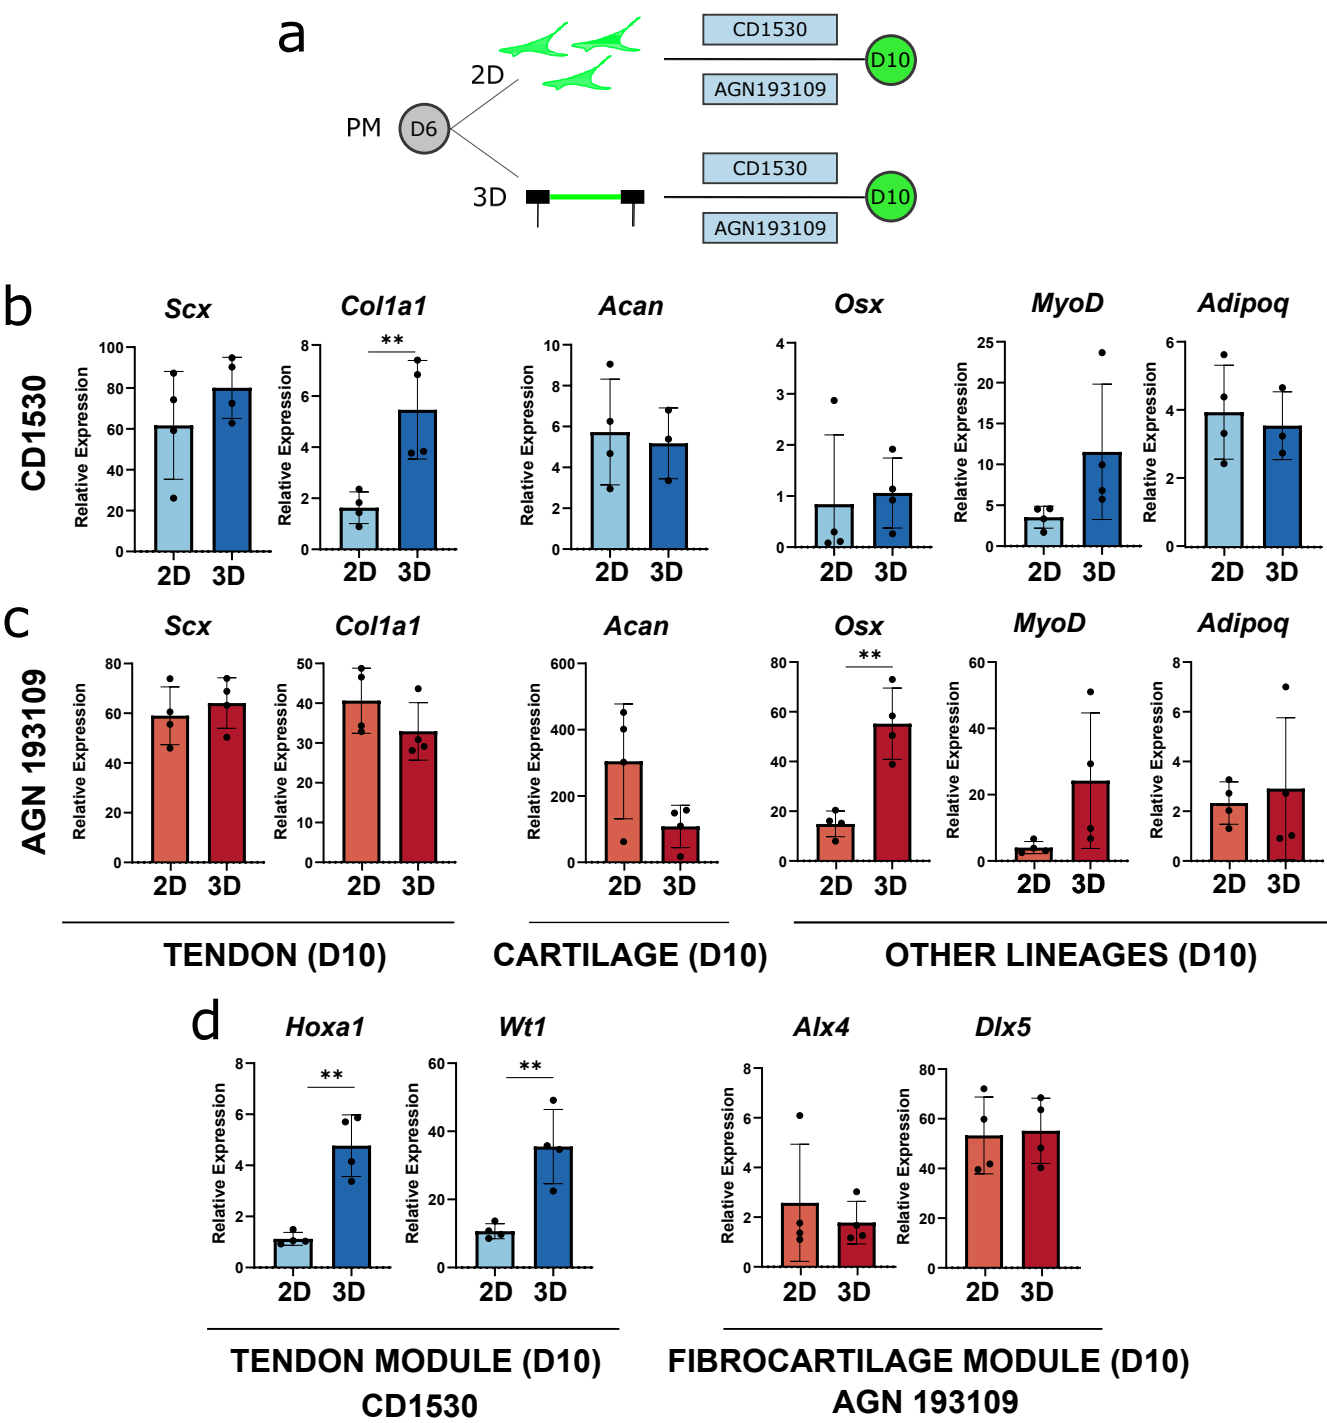

**Supplementary Figure 11: Comparison of 2D and 3D culture on tendon and fibrocartilage induction.** (A) Schematic of experimental design. 2D condition represents the standard protocol used in prior sections. All media conditions include FGF2, TGFβ1, and SAG from D6-D10. (B-D) Real time qPCR quantification of 2D and 3D cells at D10 for CD1530 and AGN 193109 conditions (n=4 independent samples and gels, unpaired two-sided Student's t-tests). Data shown as mean+/- SD. \*\*p<0.01. Source data provided in source data file.

# Supplementary Figure 122

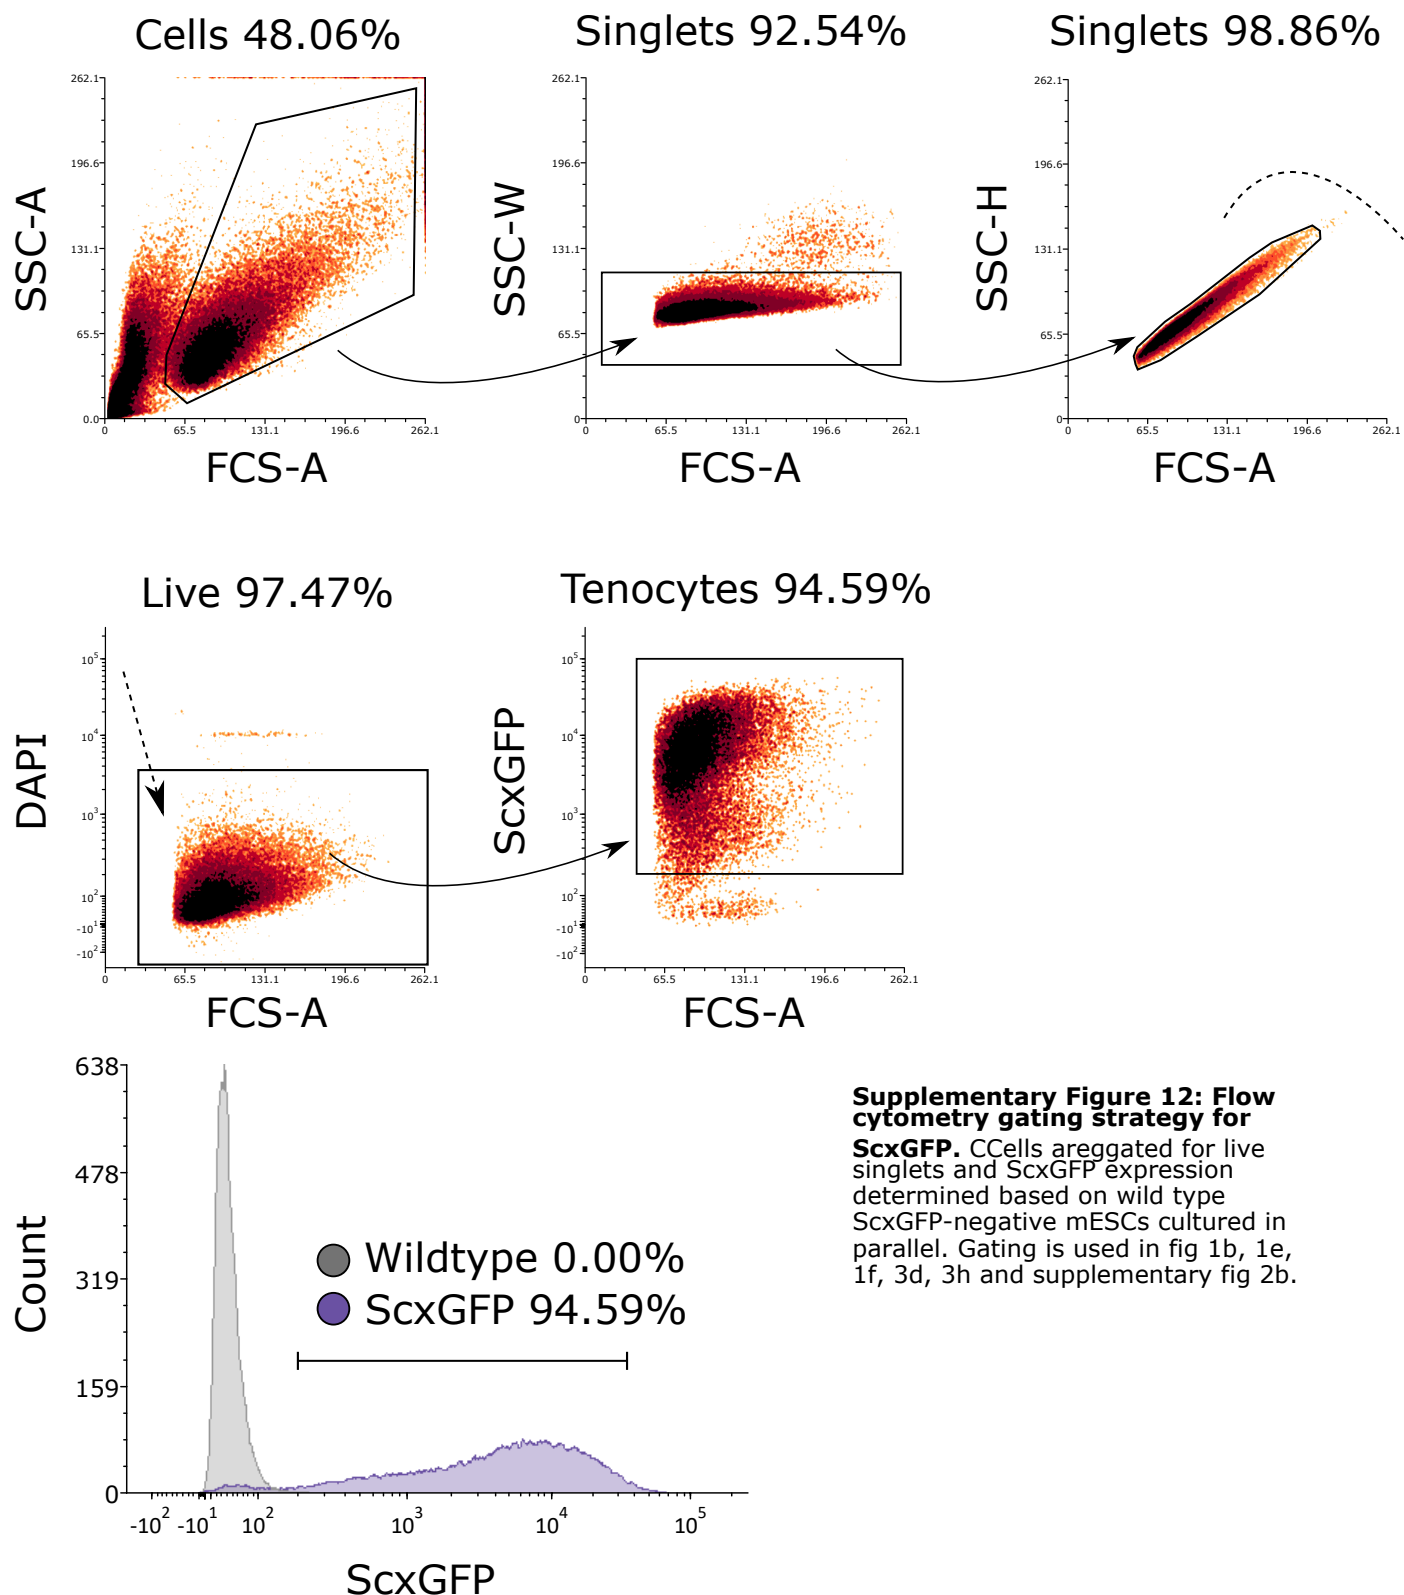

**Supplementary Table 1: Primers used for real time qPCR analyses.**

| Gene              | Fwd Primer                   | Rev Primer               |
|-------------------|------------------------------|--------------------------|
| Gapdh             | CCATGACAACCTTTGGCATTG        | CCTGCTTCACCACCTTCTTG     |
| Scx               | AGAAAGTTGAGCAAAGACCGTG       | TCAGTGGCATCCACCTTCAC     |
| Mkx               | CGTGACAACCCGTACCCTAC         | TTTGACACCTGCACTAGCGT     |
| Tnmd              | GGGCTGTCACATTCTAAATGCAG      | TTCTTCTTCTCGCCGTTGCT     |
| Sox9              | CGTGCAGCACAAGAAAGACC         | GGACCCTGAGATTGCCAGA      |
| Col2a1            | ATCTTGCCGCATCTGTGTGT         | GGCCCTAATTTTCCACTGGC     |
| Nanog             | CGGTTCATCATGGTACAGTC         | CAGGTGTTTGAGGGTAGCTC     |
| Oct-4<br>(pou5f1) | CTGTAGGGAGGGCTTCGGGCACTT     | CTGAGGGCCAGGCAGGAGCACGAG |
| Sox2              | TTGCCTTAAACAAGACCACGAAA      | TAGAGCTAGACTCCGGGCGATGA  |
| Col11a1           | GGCCAAAGGAGAAACCAGGAAG       | GGGCAGAGGCAGTCAGGAGCT    |
| Matn4             | TTAGCACCATGACGCACCT          | GGACTCCGAAGCTCTGTCC      |
| Acan              | TTCACTGTAACCCGTGGACT         | TGGTCCTGTCTTCTTTCAGC     |
| Pax1              | GCTCAGTACATTTGTTAATTTGAAGAAC | TTGCCACCCCAATTCTTT       |
| rFlnb             | ACCCCTATAGTCCCGAACCC         | GAAGTGCCGCTCAGAGTCAT     |
| Serpinh1          | CGCCATGTTCTTTAAGCCACACT      | CATGAAGCCACGGTTGTCCA     |
| Mest              | GAGTGGTGGGTCCAAGTAGG         | ACCACACCGACAGAATCTTGG    |
| Pdia3             | TGCCTCAGTGGTGGGTTTTT         | TGTTGGTGTGTGCAAATCGG     |
| Ptpra             | GAATGACAAGATGCGCACGG         | TCTTCTGCCGGTATCCATCA     |
| Spac              | CACCTGGACTACATCGGACC         | TCATGGATCTTCTTCACACGCA   |
| Ckap4             | GGCTGGTATGTCCATCACGTC        | GCTTGCAGGGATTGGACCTTCT   |
| Igf2r             | CTTGCCCTCCAGAAACGGAT         | TGCTACACCACAGTTTCGCT     |
| Laptm4a           | GCCGAAAGCTTTTGTGAGGG         | ACAGGTTGACCACCATGTACC    |
| Osx               | ATGGCGTCTCTCTGCTTG           | TGAAAGGTCAGCGTATGGCTT    |
| MyoD              | AAGACGACTCTCACGGCTTG         | GCAGGTCTGGTGAGTCGAAA     |
| Adipoq            | GAAGCCGCTTATGTGTATCGC        | GAATGGGTACATTGGGAACAGT   |

|       |                        |                         |
|-------|------------------------|-------------------------|
| Hoxa1 | CCCAGACGGCTACTTACCAGA  | CATAAGGCGCACTGAAGTTCT   |
| Wt1   | AGCACGGTCACCTTCGACG    | GTTTGAAGGAATGGTTGGGGAA  |
| Alx4  | ACTTGCGTCTCTTACTGCGAG  | TAAAAGGCGACGAACCTCCC    |
| Dlx5  | CTGGCCGCTTTACAGAGAAG   | CTGGTGACTGTGGCGAGTTA    |
| Yap1  | ACCCTCGTTTTGCCATGAAC   | TGTGCTGGGATTGATATTCCGTA |
| Wwtr1 | GTGTGCCCAATGCACTGAC    | TGACGCATCCTAATCCTCTCTC  |
| Tpv4  | AAACCTGCGTATGAAGTTCCAG | CCGTAGTCGAACAAGGAATCCA  |
| Mrtfa | ACGAGGCGGTTACCATCAC    | GCAGACAGAGACAGGAGCAC    |

# Supplementary material for: Transcriptional profiling of mESC-derived tendon and fibrocartilage cell fate switch
**Source:** Nat Commun. 2021 Jul 9;12:4208. doi: 10.1038/s41467-021-24535-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Title: Supplementary Data 1

Description: Differentially expressed genes for each cluster identified from single cell RNA sequencing of E14.5 mouse tail cells. Adjusted p values were calculated based on general linera model and negative binomial distribution fits followed by likelihood ratio testing.

Title: Supplementary Data 2

Description: Differentially expressed genes between Tendon (Cluster 0) and Fibrocartilage (Cluster 1). Adjusted p values were calculated based on general linera model and negative binomial distribution fits followed by likelihood ratio testing.

Title: Supplementary Data 3

Description: Differentially expressed genes for each cluster identified from single cell RNA sequencing of mESC-derived paraxial mesoderm cells. Adjusted p values were calculated based on general linera model and negative binomial distribution fits followed by likelihood ratio testing.

Title: Supplementary Data 4

Description: Genes comprising fate-independent and fate-dependent modules identified from RNA sequencing of tendon and fibrocartilage differentiation trajectories. Adjusted p values were calculated based on general linera model and negative binomial distribution fits followed by likelihood ratio testing.

# Supplementary material for: Transcriptional profiling of mESC-derived tendon and fibrocartilage cell fate switch
**Source:** Nat Commun. 2021 Jul 9;12:4208. doi: 10.1038/s41467-021-24535-5
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection FACSDiva v8.0.3

Data analysis FCS Express v7, CellRanger v3.1.0, bcl2fastq v2.20, Seurat v3.0, STAR Aligner v2.7, R v3.6.3, Python 3.7.3, featureCounts v1.6.0, edgeR v3.28.1, SciPy v1.3.0, Matplotlib v3.1.0, enrichR (2016 version), Image J v1.53e, ggplot2 v3.3.0, HiSeq Control Software v3.6.3, Seaborn v0.9.0

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

scRNA-Seq and RNA-Seq data has been submitted and is available in the GEO repository database (GSE154525, GSE154397).

## Field-specific reporting

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was determined based on previous data for gene expression in cell cultures (see <a href="https://www.ncbi.nlm.nih.gov/pmc/articles/PMC2928043/">https://www.ncbi.nlm.nih.gov/pmc/articles/PMC2928043/</a> ). For flow cytometry, sample size was calculated based on initial pilot data showing n=4 sufficient to detect 20% difference in means with CV of 10% (power 0.8 and alpha = 5%). For quantification of immunostaining, sample size was determined based on our previous data (see <a href="https://elifesciences.org/articles/51779">https://elifesciences.org/articles/51779</a> ). |
| Data exclusions | qPCR data was excluded based on outlier testing                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Replication     | All cell culture experiments were repeated at least three times and at least two mESC lines were used, showing successful replication.                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Randomization   | From a given experiment, groups were randomly allocated to particular treatments                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Blinding        | Blinding was only carried out for immunostaining quantifications. For other assays, blinding was not carried out but all analyses were performed at the same time for all groups of a given experiment. For these experiments, blinding was not relevant since all conditions were subjected to the same analyses (for example, flow cytometry gating) and all qPCR analyses was carried out by Core facilities.                                                                                                                                                                                            |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                                                                     |
|-------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | mouse embryonic stem cells were derived from ScxGFP mouse blastocysts. ScxGFP-negative lines were also generated from littermates and used for flow gating purposes                                                                 |
| Authentication                                                    | lines were derived and authenticated by Dr. Kevin Kelley from Mount Sinai's Transgenic Animal Core Facility. ScxGFP+ lines were identified by genotyping with validated primers provided by Dr. Schweitzer who generated the mouse. |
| Mycoplasma contamination                                          | cell lines were not tested                                                                                                                                                                                                          |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified lines were used in this study.                                                                                                                                                                            |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                       |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mouse embryos (E11.5, E12.5, E14.5) were derived from ScxGFP mice on C57BL6 strain and used in accordance with IACUC approved guidelines. Embryos were staged based on time of conception and both male and female embryos were used. |
| Wild animals            | no wild animals were used in these studies                                                                                                                                                                                            |
| Field-collected samples | no field collected samples were used in these studies                                                                                                                                                                                 |
| Ethics oversight        | All procedures were carried out under approval by the Institutional Animal Care and Use Committee at the Icahn School of Medicine at Mount Sinai                                                                                      |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plots

- Confirm that:
- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
  - ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
  - ☒ All plots are contour plots with outliers or pseudocolor plots.
  - ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

|                           |                                                                                                                                                                                           |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Cells were trypsinized and resuspended in 2% FBS in PBS and stained with DAPI prior to flow                                                                                               |
| Instrument                | LSRIIA                                                                                                                                                                                    |
| Software                  | FACSDiva was used for data acquisition and data analyzed by FCS Express 7                                                                                                                 |
| Cell population abundance | ScxGFP cells were highly abundant, representing nearly 20% of the base media condition and over 70% of the positive treatment groups.                                                     |
| Gating strategy           | FSC/SSC was gated to include the entire population. ScxGFP gating was set based on a ScxGFP-negative mESC line (derived from littermates) that underwent the same experimental condition. |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

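Single-cell counts were analysed for 3 libraries, the D10 culture, the E14.5 tail and D6 PM, with 1 library each. The bulk RNA-seq, qPCR and flow cytometry of the paper were not analysed. As deposited by the authors, the values are counts, whole UMI counts per gene and cell without normalization, made with cellranger from 10x 3′ v3 libraries with multi-mapping reads ignored, and filtered by the authors at 7.5% mitochondrial transcripts and the bottom and top 2% of cells. Each file also holds the authors' cluster code of each cell. The reference of the single-cell counts is not named in the paper's text.

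The culture held 7821 cells with a median of 5622 UMIs, the tail 2052 cells with a median of 13512, and D6 PM 5954 cells with a median of 8171. Cells are not replicates, so that all intervals cover counting error only, and no p-values were computed. The interval of a silhouette width is the interquartile range over cells.

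Cluster codes were matched to clusters 0 to 10 of Supplementary Data 1 and clusters 1, 2 and 3 of Supplementary Data 3 by the shares of detecting cells in those tables. Clusters 11, 12 and 13, and D6 PM clusters 0, 4 and 6, 5 and 8, and 7, were assigned from the codes left over, the text and Fig. 3a. The copies of these tables at hand were truncated, so that no enrichment of gene sets was tested. Counts were summed with Python 3.11.15, NumPy 2.4.6 and SciPy 1.17.1. Integration used R 4.3.3, Seurat 5.3.0 and sctransform 0.4.2 with 3000 features and 30 dimensions, and the UMAP used uwot 0.2.3. Clustering of the culture alone used Scanpy 1.11.5 and leidenalg 0.10.2 with 2000 variable genes and 15 neighbors. The separation of cluster 1 was measured with 2000 variable genes and 20 neighbors, and silhouette widths were computed with scikit-learn 1.9.0. Figures were drawn with Matplotlib 3.10.9. The random seed was 1, and 42 for the UMAP. Doublets were called by Scrublet at an expected rate of 6% and left out only as an alternative, as were cells under 1000 genes. Applying the filters of the methods again would remove 314, 84 and 240 cells of the culture, the tail and D6 PM.

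By the rule set before the data were examined, genes could be named if the paper names them for the single-cell data, if they belong to lists of pluripotency, retinoic acid pathway, haemoglobin or sex-linked genes, or if they were among the 5 genes with the largest ratio in each direction among genes with at least 100 UMIs over both groups and at least 50 CPM in the higher group. Some of these genes are not reported here, not all others are printed, and the printed ratios were chosen after their values were seen. Lists of fibroblast, paraxial mesoderm, endoderm, notochord, imprinted, hypoxia, p53 target and *Hox* genes were written by hand after analysis had begun. Some of their members had been seen first, as stated where they are reported, except for the *Hox* list. The *Hox*, imprinted, hypoxia and p53 target lists were compared with 10000 random lists of like expression. *Cyp26c1*, *Msgn1* and *Noto* are not in the files and were not analysed.

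The rule for genes that differ between culture and tail was tested on simulated data with 200 genes changed 4-fold and at most 400 cells per library. It recovered 200, 200 and 199 of them in clusters 0, 1 and 2, and called 37, 60 and 86 unchanged genes. Alternatives varied the cells counted, the definition of CPM, the libraries summed, the thinning depth, the rule for differing genes, the integration and its dimensions, the treatment of cell cycle genes, the resolution and the ranking of *Rbp4*.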

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

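The tests against free RNA for the Y-linked and pluripotency signals, and the test for a mESC line with a Y chromosome, were chosen after the results were seen.

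Y-linked transcripts appeared in 1 cluster of each culture, in genes the paper does not discuss. The sum of *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* was at 54.7 CPM (35.0 to 81.3, 24 UMIs) in cluster 3 of the D10 culture, and at 125 CPM (116 to 134, 737 UMIs) in clusters 5 and 8 of D6 PM, above what a count of 0 would allow. Free RNA or exchanged indexes from the tail library would have reached other cells too, but Y-linked genes were at 0.0755 CPM in all other culture clusters and 0.370 CPM in all other D6 PM clusters. A mESC line with a Y chromosome mixed into the culture would have shown in the large clusters, where the level was 0.0708 CPM (clusters 0, 1, 2 and 4). Fibroblasts of both sexes, such as the feeder cells the methods name for mESC maintenance, may be the source. In D6 PM clusters 5 and 8, 205 cells had a Y-linked UMI and 251 cells had at least 3 *Xist* UMIs, and 3 cells had both, where independence gives 77.7. That pattern is consistent with male and female cells in 1 cluster. In culture cluster 3, 8 of 53 cells had a Y-linked UMI, 15 had at least 3 *Xist* UMIs and 1 had both, where independence gives 2.26. There, a mixture of sexes cannot be told apart from independence, because the cells are too few. The sum of a list of 10 fibroblast genes, of which *Col1a1* and *Dcn* had been seen by cluster before the list was written, was at 22918 CPM in culture cluster 3 and 12602 CPM in D6 PM clusters 5 and 8. Tendon cells express most of this list as well, and the sum was at 11997 CPM in culture cluster 0. The most abundant members in culture cluster 3 were *S100a6* at 11908 CPM, *Lgals1* at 4022 CPM and *Col1a1* at 2166 CPM. Whether feeder cells were present was not recorded in the labels, and other sources of such cells stay open.

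Pluripotency genes were found in culture clusters that the paper annotates by other cell types. The sum of the 6 genes was at 3525 CPM (3436 to 3617) in culture cluster 5, annotated as blood, and at 1520 CPM (1491 to 1550) in culture cluster 8, annotated as muscle. The paper discusses such genes for cluster 4. Free RNA from cluster 4 cells would have reached clusters 0, 1 and 2 at a like level, but these were at 42.0 CPM. Doublets with cluster 4 cells do not account for cluster 8, which stood at 1532 CPM without called doublets, although Scrublet can miss doublets. Within cluster 8, the sum was at 1074 CPM in the 41 cells with a muscle gene UMI and at 1547 CPM in the other cells, so that it was present in both. In cluster 5, 34 of 435 culture cells had haemoglobin at 1% or more of their UMIs, and the sum was 23.9 CPM (4 UMIs) in these and 3914 CPM in the other cells. Blood cells that express pluripotency genes are therefore not the source, and the cluster may mix blood cells with cells related to those of cluster 4. The clustering of the culture alone was read for this question after the results were seen. At resolution 0.2, 1 group of 2004 cells held 99.5% of cluster 4, 83.9% of cluster 5 and 90.5% of cluster 8. At resolution 1 their largest parts lay in separate groups of 632, 224 and 557 cells. No other biological explanation was tested, since the culture has 1 condition.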

How the results depend on the processing

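The alternatives with clusters 0, 1, 2 and 6, with the UMAP, and with *Rbp4* against clusters 1, 3, 5, 7 and 8 were chosen after the results were seen, and all others before the data were examined. For the values that moved or reversed below, the cause was not tested. No paired analysis was possible because each condition has 1 library, and no alternative leaves out a replicate.

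Among cells with at least 1000 genes, cluster 0 held 39.0% of the culture (37.9% among all cells), cluster 1 held 18.3% (17.3%) and cluster 5 held 3.94% (5.56%). With the filters of the methods applied again, cluster 5 held 4.97%. With clusters 0, 1, 2 and 6 the share of *Scx*-expressing clusters was 69.4% (66.1% for clusters 0, 1 and 2). Without called doublets, all 12 shares stayed within their intervals.

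Of 241 ratios computed, 117 are in the text, and they were chosen after their values were seen. All 117 stayed on the same side of 1 without called doublets, with the filters of the methods applied again, and in CPM without mitochondrial, ribosomal and haemoglobin genes, and so did all 114 that could be computed as the mean of each cell's CPM. Of these, 82, 102, 116 and 68 stayed within their intervals, and 33, 2, 0 and 6 changed by over 1.5 times, by up to 2.59 times without called doublets, 3.79 times with the filters and 1.72 times as the mean. Among the 33 are all 9 tendon genes in clusters 0, 1 and 2 over cluster 4. With culture and tail together, 74 of 78 stayed on the same side of 1 and 17 within their intervals, and 32 changed by over 1.5 times, by up to 9.47 times. There, *Bgn* in cluster 3 over cluster 0 reversed from 1.18 to 0.583, and *Rbp4* in cluster 0 over cluster 2 from 1.67 to 0.444. The other 2, *Crabp1* (0.812 to 1.91) and *Dhrs3* (1.10 to 0.937) in cluster 0 over cluster 2, had not differed from 1 beyond counting error. Of the 124 ratios not in the text, 3 reversed, namely *Dcn* in tail cluster 2 over cluster 11 (3.50, and 0.474 in CPM without those genes), *Col1a1* in tail cluster 3 over cluster 0 (0.901, and 1.14 as the mean of each cell's CPM) and *Crabp2* in culture cluster 1 over cluster 2 (1.62, and 0.966 with culture and tail together). Also with culture and tail together, *Rarg* moved to 0.411 (cluster 0 over 2) and 0.397 (cluster 1 over 2), and *Aldh1a3* in cluster 1 over 2 to 8.40. *Aldh1a2* in D6 PM cluster 3 over all other cells moved from 95.4 to 146 as the mean of each cell's CPM and to 140 without called doublets.

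The sums of pluripotency genes over clusters 0, 1 and 2 were 149, 84.0, 36.2 and 78.1 in culture clusters 4, 5, 8 and 12. They were 200.5, 77.8, 41.3 and 116 with culture and tail together, 188, 128, 39.5 and 89.7 as the mean of each cell's CPM, and 246, 133, 59.8 and 128 without called doublets. In CPM without mitochondrial, ribosomal and haemoglobin genes, cluster 5 moved to 90.1. Naive pluripotency genes gave 9.66, 6.76, 0.927 and 3.58, so that cluster 8 fell to the other side of 1 but did not differ from 1 beyond counting error (0.839 to 1.02), although *Zfp42* was at 13.6 CPM there and at most 0.902 CPM in clusters 0, 1 and 2. The sum of cluster 12 is nearly all *Dppa5a* (1316 of 1350 UMIs). As the mean of each cell's CPM, cluster 8 over tail cluster 8 moved from 20.1 to 11.7. D6 PM cluster 1 over all other cells moved from 141 to 109 as the mean of each cell's CPM and to 166 without called doublets.

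The numbers of genes that differ between culture and tail in clusters 0, 1 and 2, 2020, 2143 and 1785, depend on the rule. They were 740, 769 and 516 at 4-fold, 1279, 1080 and 1124 with an average log difference of at least 0.25, 65, 60 and 53 with at least 1, 1010, 1130 and 861 with detection in at least 25% of cells, and 1053, 1185 and 1133 after thinning to 3000 UMIs with equal numbers of cells. Fewer genes were compared under the last 2 rules. Centring on the median gene left the totals within 1.5 times but moved the split in cluster 0 from 600 and 1420 to 800 and 1082. Thinning with equal numbers of cells moved that split to 468 and 585.

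With 10 dimensions, the mean silhouette width of cluster 0 was at 0.345 (culture) and 0.290 (tail), tail cluster 4 reversed to -0.0607 and tail cluster 8 was at -0.108. Without CCA integration and scaled within each library, culture cluster 0 was at 0.0984, cluster 4 at 0.311 and 0.0109, and tail cluster 8 at -0.127. Without CCA integration and centring, cluster 0 was at 0.0588 and 0.0599, tail cluster 1 at 0.0547, cluster 4 at 0.323 and, reversed, -0.0966, and tail cluster 8 at -0.104. With log-normalized values, cluster 4 was at 0.428 and 0.366, and tail cluster 8 reversed to 0.00334. Without the cell cycle genes, tail cluster 1 was at 0.0708. On the UMAP, culture cluster 0 was at 0.121, cluster 1 at 0.462 and 0.482, cluster 2 at 0.515 and 0.518, cluster 4 at 0.390 and 0.184, and cluster 8 at -0.146, reversed, and -0.530.

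With S and G2M scores regressed out, the mean silhouette width of cluster 1 among clusters 0, 1 and 2 moved from 0.154 to 0.00390 and the share of neighbors from 88.2% to 50.1%, and to 83.0% without the cell cycle genes. At resolution 1 the adjusted Rand index was 0.305 in place of 0.470. The rank of *Rbp4* was 6 by average log difference, 2 by ratio of CPM and 15 against clusters 1, 3, 5, 7 and 8.

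Depth limits the shares of cells with a UMI. Of 9 such shares, 8 were higher when cells were thinned to 5000 UMIs, and 6 were higher without thinning.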

Differences from the paper's values

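The paper gives 7% of the culture for cluster 4, and the deposited clusters gave 13.9%. It gives 0.7% for muscle, and cluster 8 gave 7.11%. In both cases each alternative set before the data were examined differed as well, at 13.7% and 6.74% with the filters of the methods applied again, 13.8% and 6.90% without called doublets, and 14.7% and 7.33% among cells with at least 1000 genes.

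The numbers of genes in Fig. 2f, read by eye, are smaller than the counts by the 2-fold rule. For cluster 0 the figure shows about 88 in the culture part and about 65 in the tail part, against 600 and 1420. For cluster 1 it shows about 44 and about 19, against 618 and 1525, and for cluster 2 about 32 and about 21, against 485 and 1300. An average natural log difference of at least 1, set before the data were examined, falls within the paper's values for clusters 1 and 2, while cluster 0 differed with 41 and 24. The other alternatives of this family, with at least 4-fold, an average log difference of at least 0.25, detection in at least 25% of cells, fewer gene classes, centring, and thinning, differed in all 3 clusters.

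Median silhouette widths in Fig. 2g, read by eye from violins that draw no median, are about 0.7 for cluster 1 in culture and about 0.7 in tail, against 0.184 and 0.166. All alternatives differed as well, and the UMAP, chosen after seeing the values, came closest with 0.558 and 0.566. For cluster 2 they are about 0.6 and about 0.6, against 0.255 and 0.230. None of the alternatives set before the data were examined reached this, and the UMAP, chosen after seeing the values, gave 0.582 and 0.551. For cluster 4 in Supplementary Fig. 3B, which may use the numbering of Table 1, the figure shows about 0.5 in the culture and about -0.4 in the tail, against 0.241 and 0.132. Log-normalized values before the CCA integration gave 0.471 for the culture, and the UMAP, chosen after seeing the values, 0.501. No alternative reached the value of the tail for cluster 4. Row 4 of Table 1 holds the cells of cluster 8. Its medians were 0.113 in the culture and -0.0161 in the tail, and on the UMAP -0.0666 and -0.497.

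The average natural log differences in the paper's Supplementary Data 2 are 0.609 for *Aldh1a3*, -0.322 for *Rarg* and -2.22 for *Col2a1*, against 0.676, -0.236 and -2.03 for cluster 0 minus cluster 2 in the culture alone. With culture and tail cells together they equal the paper's. In the paper's Supplementary Data 3 the difference of *Rbp4* in the largest D6 PM cluster is 1.15, against 0.982 for clusters 0, 4 and 6, also with detection in at least 25% of cells. Against clusters 1, 3, 5, 7 and 8, a comparison chosen after seeing the values, it was 1.26.

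The paper ranks *Rbp4* first in the largest D6 PM cluster, and it ranked 6 by average log difference and 2 by ratio of CPM in the code that holds that cluster. The paper describes the other tendon markers as expressed in cluster 3 as in clusters 0, 1 and 2. Of the 8, 6 were at 0.386 times the level of cluster 0 or more, while *Postn* was at 0.208 times and *Fbn2* at 0.0505 times.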

Other observations

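The test of the numbering of Table 1 and both tests on *Rps2* were chosen after the results were seen.

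The culture counts in Table 1 follow another numbering than the text. All 14 rows of Table 1 equal the number of cells of the deposited code that is 1 higher, exactly, and 10 of 14 equal the cells of the cluster with that number in Supplementary Data 1. The text gives 14% for cluster 2, which held 10.9% (10.2 to 11.6) of the culture and at most 11.3% under the alternatives, while cluster 4 held 13.9%. Some percentages in the text may therefore have been read from rows of Table 1 that belong to other clusters.

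*Hox* genes of groups 10 to 13 were lower in the culture than in the tail, with a median log2 ratio of -7.03 in cluster 0, -6.67 in cluster 1 and -5.50 in cluster 2, over 12 genes, of which 11 were at least 2-fold lower in each cluster and *Hoxd10* was not (-0.31, 0.64 and -0.03). Genes without a UMI in the culture entered at the floor of 3 counts. The median of all genes was at -0.21, -0.18 and -0.18. Groups 1 to 9 went both ways, with a median of 0.43, 0.73 and 0.18 over the 14, 20 and 18 of 27 genes compared, of which 5, 6 and 5 were at least 2-fold lower in the culture. Among these, named after their values were seen, were *Hoxa9* (1.63 against 74.3 CPM in cluster 0), *Hoxc8* (3.01 against 61.4), *Hoxc9* (1.02 against 36.7) and *Hoxb9* (7.11 against 30.1). None of 10000 random lists of like expression had a median as low as that of groups 10 to 13. The medians of groups 1 to 9 were above the middle 95% of random lists in each cluster. *Hoxc13* was also among the leading genes higher in the tail in cluster 0, and no comparison without it was made. Free RNA from other tail cells is argued against by tail cluster 11, where the sum was at 5.65 CPM, against 893 CPM in tail cluster 0. Haemoglobin lowers the CPM of other genes in cluster 11, and no sum without it was computed. A different axial level of the culture's cells is a candidate explanation that goes with the -7.03, and it was not compared with other explanations, such as differences in age.

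Hypoxia genes and p53 target genes were higher in the culture. The median log2 ratio of the hypoxia genes was 1.99, 2.18 and 1.71 in clusters 0, 1 and 2, over the 18, 19 and 19 of 20 genes compared, and that of the p53 targets was 1.91, 2.89 and 1.49, over 16, 17 and 13 of 20. *Car9*, *Egln3*, *Ndufa4l2*, *Pgk1* and *P4ha2*, and *Cdkn1a*, *Pmaip1*, *Ccng1* and *Zmat3*, had been seen before the lists were written. Without them the medians in cluster 0 were 1.71 for both lists, outside the middle 95% of random lists (-0.36 to 0.32 for hypoxia, -0.50 to 0.27 for p53 targets). A shift of the whole list by library composition would have left them inside. Culture conditions and dissociation stay open and could not be separated in 1 library per condition.

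Imprinted genes did not move as a list in clusters 0 and 1, with a median log2 ratio of -0.05 over 21 genes and -0.07 over 22, inside the middle 95% of random lists. In cluster 2 the median was -0.35 over 22 genes, below that range (-0.27 to 0.26), which was not followed further. Single members went far in both directions, with a log2 ratio of -5.59 for *Meg3* in cluster 0 (71.6 CPM in the culture, 3444 CPM in the tail) and *Peg3* higher in the culture (3103 against 832 CPM). A shift by library composition would not part them.

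The sum of *Meg3*, *Rian* and *Mirg*, of which *Meg3* and *Rian* had been seen to be higher in the tail, was at 87.9, 85.8 and 109 CPM in culture clusters 0, 1 and 2, 33.0 CPM in cluster 4 and 43.6 CPM in cluster 8. It was at 888 CPM in culture cluster 3, at 1248 CPM in D6 PM clusters 5 and 8, and at 19.9 CPM in the other D6 PM clusters. The level may be low in all cells that come from the mESC line, with 1248 CPM in cells of another origin. This hypothesis was found and tested on the same data. In the tail, the sum was between 1934 and 4020 CPM in clusters 0, 1, 2, 3 and 8. It was at 280 CPM in tail cluster 7, 72.5 CPM in cluster 4 and 11.3 CPM in cluster 11. The level thus also varied by cluster outside the mESC line, and a difference by cell type stays open.

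*Rps2* was at 1662 CPM in the culture, 2412 CPM in D6 PM and 13.2 CPM in the tail. Its 7 pseudogenes in the files were at 12.1 CPM in the tail and 8.56 CPM in the culture, too little to hold the missing UMIs. Ribosomal protein genes as a class did not differ in that direction, with a median ratio of culture over tail of 0.834 over 57 other genes. Reads lost as multi-mapping, or another reference for the tail, stay open, and no biological explanation was tested.

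The largest D6 PM code, clusters 0, 4 and 6, may hold endoderm-like cells. The sum of 10 endoderm genes was 20.5 times (18.5 to 22.9) that of D6 PM cluster 3, with *Sox17* at 519 CPM and *Cldn6* at 301 CPM. It was similar in cluster 2, at 1272 CPM. The sum of the paraxial mesoderm genes, of which *Tbx6* and *Pax1* had been seen first, was 0.113 times (0.106 to 0.120) that of cluster 3, with the exception of *Pax3*, at 38.0 CPM in the largest code and 25.0 CPM in cluster 3, and of *Tbx6*, with 30 and 6 UMIs. *Msgn1* is not in the file. A notochord list, which shares *Foxa2* and *Shh* with the endoderm list and of which *Noto* is not in the file, gave a ratio of 4.81. Free RNA from other cells would have given a like level in other clusters, but the endoderm sum was at 88.0 CPM in cluster 1.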
